# Single‐cell transcriptomics reveals a senescence‐associated IL‐6/CCR6 axis driving radiodermatitis

**DOI:** 10.15252/emmm.202115653

**Published:** 2022-07-04

**Authors:** Mor Paldor, Orr Levkovitch‐Siany, Dana Eidelshtein, Revital Adar, Claes D Enk, Yitzhak Marmary, Sharona Elgavish, Yuval Nevo, Hadar Benyamini, Inbar Plaschkes, Shiri Klein, Alex Mali, Stefan Rose‐John, Amnon Peled, Eithan Galun, Jonathan H Axelrod

**Keywords:** radiodermatitis, alopecia, senescence, IL‐6, CCR6, Chromatin, Transcription & Genomics, Immunology, Skin

## Abstract

Irradiation‐induced alopecia and dermatitis (IRIAD) are two of the most visually recognized complications of radiotherapy, of which the molecular and cellular basis remains largely unclear. By combining scRNA‐seq analysis of whole skin‐derived irradiated cells with genetic ablation and molecular inhibition studies, we show that senescence‐associated IL‐6 and IL‐1 signaling, together with IL‐17 upregulation and CCR6^+^‐mediated immune cell migration, are crucial drivers of IRIAD. Bioinformatics analysis colocalized irradiation‐induced IL‐6 signaling with senescence pathway upregulation largely within epidermal hair follicles, basal keratinocytes, and dermal fibroblasts. Loss of cytokine signaling by genetic ablation in IL‐6^−/−^ or IL‐1R^−/−^ mice, or by molecular blockade, strongly ameliorated IRIAD, as did deficiency of CCL20/CCR6‐mediated immune cell migration in CCR6^−/−^ mice. Moreover, IL‐6 deficiency strongly reduced IL‐17, IL‐22, CCL20, and CCR6 upregulation, whereas CCR6 deficiency reciprocally diminished IL‐6, IL‐17, CCL3, and MHC upregulation, suggesting that proximity‐dependent cellular cross talk promotes IRIAD. Therapeutically, topical application of Janus kinase blockers or inhibition of T‐cell activation by cyclosporine effectively reduced IRIAD, suggesting the potential of targeted approaches for the treatment of dermal side effects in radiotherapy patients.

**The paper explained**

**Problem**

Radiotherapy‐treated patients with cancer frequently suffer from side effects including irradiation‐induced alopecia and dermatitis (IRIAD). In addition to psychological stress, these side effects can also generate severe chronic radiation injury, including the delayed formation of ulcers, fibrosis, telangiectasia, and opiate‐resistant chronic pain. Moreover, the serious complications in wound healing of the skin following radiotherapy constitute a major impediment to reconstructive surgery. The mechanism(s) underlying IRIAD remain poorly understood, thus limiting the development of effective rationally targeted therapies.

**Results**

scRNA‐seq analysis of an IRIAD model in mice reveals pivotal cellular and molecular cross‐interactions involving inflammatory and senescence‐associated cytokine signaling pathways, including IL‐6, IL‐1, and type 17‐mediated cytokines (IL‐17, IL‐22). Genetic or pharmacological blockade of these pathways strongly reduced major effects of irradiation, including acanthosis, alopecia, and senescence. Moreover, IL‐6 signaling blockade prevented IL‐17 IL‐22, CCL20, and CCR6 upregulation, and the infiltration of CD3^+^ T cells to degenerating hair follicles, and, vis‐a‐versa; IR‐induced IL‐6 upregulation was strongly dependent upon IL‐17 upregulation, CCR6‐dependent immune cell infiltration upon loss of HF immune privilege. Moreover, inhibition of T‐cell activation by treatment with cyclosporine A, or inhibition of STAT3‐mediated signaling by topical application of pharmacological inhibitors of Janus kinases also effectively prevented IRIAD.

**Impact**

The findings of this study point to the clinical potential of cytokine, chemokine, and T cell‐targeted therapeutics for the prevention of IRIAD in radiotherapy patients, in particular via topical application of low‐molecular‐weight pharmaceuticals.

## Introduction

Irradiation‐induced alopecia (hair loss) and radiodermatitis (IRIAD) are two of the most common and psychologically stressful side effects in radiotherapy patients (Lawenda *et al*, 2004; Hymes *et al*, 2006; Ryan, 2012). Radiodermatitis occurs in about 95% of radiotherapy patients and ranges in severity from mild erythema to moist desquamation and ulceration (Hymes *et al*, 2006; Ryan, 2012). Late or chronic irradiation (IR)‐induced injury, including the delayed formation of ulcers, fibrosis, telangiectasias, and opiate‐resistant chronic pain, can also spontaneously appear months and even years after IR exposure (Hymes *et al*, 2006; Brown & Rzucidlo, 2011; Ryan, 2012). Moreover, problematic wound healing in irradiated skin constitutes a major surgical impediment and remains a substantial therapeutic challenge (Gieringer *et al*, 2011; Haubner *et al*, 2012). Despite recent improvements in skin‐sparing radiation technology, such as intensity‐modulated radiation therapy, alopecia, and injury to the skin remain markedly problematic (Salvo *et al*, 2010; McQuestion, 2011). Surprisingly, although the effects of irradiation on the skin and hair follicles have been known for more than a century, their underlying molecular and cellular mechanism(s) remain poorly understood, thus limiting the development of effective, rationally targeted therapies (Malkinson & Keane, 1981; Hymes *et al*, 2006; Ryan, 2012).

The cellular events encompassing IRIAD have been described in considerable depth (Ryan, 2012). Immediate damage to hair follicle stem cells and basal keratinocytes that follows the burst of IR‐released free radicals leading to persistent double‐stranded DNA breaks is largely thought to initiate the inflammation‐mediated process of IR‐induced skin injury (Ryan, 2012). Subsequent infiltration of immune cells, including neutrophils, macrophages, and T cells to irradiated skin, and hyperkeratosis constitute commonly recognized hallmarks of acute IR‐induced skin injury (Muller & Meineke, 2007; Holler *et al*, 2009; Ryan, 2012). Nevertheless, much of the cellular and molecular interactions leading to IRIAD remain unclear. In consideration of the given complexity of the skin, involving numerous cell types, we have applied quantitative single‐cell RNA sequence (scRNA‐seq) analysis to an established IRIAD model in mice (Vegesna *et al*, 1988; Burdelya *et al*, 2012; Marmary *et al*, 2016) in order to elucidate molecular and cellular events that drive IRIAD.

## Results

### A single‐cell transcriptome atlas of irradiated skin

Irradiation (15 Gy) of mice (C57BL/6) to the head and neck generated initial external signs of skin injury with the appearance of serous exudates on the chin and throat beginning at about 8 days post‐IR that progressed in severity with time and spread upward to the cheeks and downward to include the chest. Radiodermatitis reached maximal levels about 2 weeks post‐IR and subsided thereafter (Fig 1A). The appearance of alopecia followed that of radiodermatitis, reaching maximal levels about 3–4 weeks post‐IR, and hair growth returned to roughly normal levels by weeks 7–8, but with striking loss of hair color (depigmentation), as reported previously (Inomata *et al*, 2009; Fig 1A and Appendix Fig S1A). A similar outcome resulted following exposure of mice to 30 Gy irradiation administered in fractionated doses over 5 consecutive days (5 × 6 Gy; Appendix Fig S1B). Importantly, different areas of skin displayed varying degrees of irradiation sensitivity, with the ventral neck, the chest, and the muzzle exhibiting the highest sensitivity levels, thus appearing to closely recapitulate the presentation in human radiotherapy patients (Lawenda *et al*, 2004; Hymes *et al*, 2006; Brown & Rzucidlo, 2011). Histological analysis of H&E stained skin thin sections from mice 2–3 weeks post‐IR revealed striking morphological changes in both the epidermal and dermal layers, which included keratinocyte hyperplasia, and acanthosis involving a fourfold thickening of the epidermis, capillary stasis, edema, and infiltration of immune cells (Fig 1A and Appendix Fig S1C).

**Figure 1:**
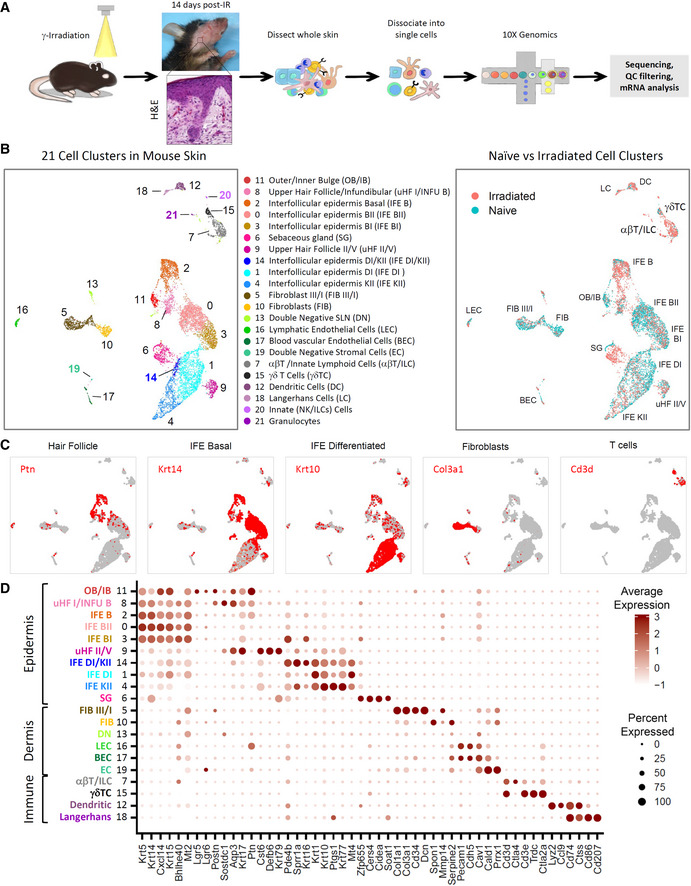
scRNA‐seq analysis reveals heterogeneity in radiodermatitis ASchematic of scRNA‐seq experimental workflow.BUMAP projection of 8,805 cells from irradiated and naïve mouse skin integrated into 21 clusters. Cells are colored by the assigned cluster (middle). (Right) UMAP projection showing cluster composition according to cell origin in naïve or irradiated skin.CNaïve expression of the hair follicle (*Ptn*), IFE Basal (*Krt14*), IFE Differentiated (*Krt10*), fibroblast (*Col3a1*), and immune T cell (*Cd3d*) transcripts visualized by UMAP across scRNA‐seq datasets from integrated naïve and irradiated skin.DDot plot depicting integrated naïve‐irradiated clusters according to skin cell‐type‐specific marker expression in the naïve cells.Data information: See also Fig EV1 and Appendix Figs S1–S6.

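Skin cells of 4 naïve female C57BL/6 mice aged 6 to 7 weeks, and of 4 such mice killed 14 days after a dose of 15 Gy, were pooled by condition and sequenced on a droplet platform, giving 1 library per condition. With 1 library per condition no spread between mice could be measured, so no test between conditions was made and every interval covers counting error only. The files hold unique molecular identifier (UMI) counts per gene and cell barcode, together with the authors' cluster for each cell, and that clustering was used as given. The naïve library held 5450 barcodes and 28741232 UMIs, and the irradiated library held 4177 barcodes and 71896807 UMIs. An annotated cell had a median of 4510 UMIs in naïve skin and 16169.5 UMIs in irradiated skin. For each cluster the UMIs of all cells were summed and given as CPM, the count of a gene scaled by all counts of the cluster, with exact Poisson 95% intervals for a level and conditional binomial intervals for a ratio of irradiated to naïve. A gene of a list is called higher or lower where that interval lay above or below 1. Shares of cells with a UMI of a gene were taken after each cell had been thinned at random to 2000 UMIs, which left out 815 naïve and 193 irradiated cells below that depth, and carry exact Clopper-Pearson intervals. CPM ratios lay below those of other scalings in most clusters: scaling by trimmed means (TMM) would raise the log2 ratios by the size of the shift between the libraries' factors, which was -0.54 over all cells, -0.56 in IFE-B, -0.53 in SG, -0.43 in αβT/ILC and -0.10 in FIB-III/I.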

To dissect the cellular and molecular events in IRIAD, we performed scRNA‐seq analysis on unsorted living cells isolated separately from the whole skin of either naïve or irradiated (15 Gy) mice taken 14 days post‐IR (Fig 1A). Dissected skin samples were separated into epidermal and dermal layers prior to enzymatic dissociation and treated with a cocktail of protease inhibitors upon termination to enhance cell viability. Viable dissociated cell populations were then pooled and characterized using the 10× Genomics^®^ platform for random capture and 3′ sequencing analysis of cDNAs. In total, 8,805 sequenced skin cells (*n* = 4 biological replicates per experimental group) met our quality control and inclusion criterion. Using the 10× Genomics platform, we obtained about 5,135 and 3,670 transcriptomes for naïve and irradiated skin cells, respectively, totaling about 25,000 detected genes. Cells with less than 200 expressed genes or more than 5% mitochondrial gene expression were excluded. 

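All 5135 annotated naïve cells and 3670 annotated irradiated cells passed this filter, and 1 further irradiated barcode passed it without a cluster, which makes 3671. Mitochondrial transcripts made up a median of 1.33% of a cell's UMIs in naïve skin and 1.70% in irradiated skin. A UMI of 25809 genes was found in at least 3 of the annotated cells. The median cell had 1952 genes with a UMI in naïve and 3738 in irradiated skin, and 1101 against 1025 genes after thinning.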

Unsupervised cluster analysis using the Seurat software package (Stuart *et al*, 2019) segregated the naïve and irradiated skin cells into 21 distinct clusters which were overlaid and visualized in two‐dimensional space by Uniform Manifold Approximation and Projection (UMAP; Becht *et al*, 2018; Fig 1B and C).

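Interfollicular epidermis made up most of both libraries, with 3386 of the naïve cells (65.9%, 95% interval 64.6 to 67.2) and 1894 of the irradiated cells (51.6%, 50.0 to 53.2). Hair follicle and sebaceous gland clusters held 573 naïve and 760 irradiated cells, stromal clusters 975 and 351, and immune clusters 201 and 665. The share of immune cells was 3.91% in naïve and 18.1% in irradiated skin, a ratio of 4.63 (3.95 to 5.45). The annotation used here carries 22 cluster numbers, of which Cl-20 and Cl-21 hold irradiated cells alone.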

Cell clusters were classified according to cell type and lineage within naïve cell populations by comparison with previously reported and validated scRNA‐seq datasets for epidermal (Joost *et al*, 2016) and dermal (Guerrero‐Juarez *et al*, 2019) cell populations using GSEA analysis. Immune and stromal cell populations were further classified by comparison with community‐based immune‐related gene sets of the Immunological Genome Project (Heng *et al*, 2008). In this way, we assigned clusters to epidermal or dermal/stromal layers and identified specific cell types, including immune cells.

Epidermal‐derived clusters, identified by gene expression patterns and GSEA, included hair follicle (HF) inner bulge cells clustered together with outer bulge (OB/IB, Cl‐11) cells expressing *Lgr5/Lgr6/Postn/Ptn*; upper hair follicle (uHF) I/III and infundibulum B (INFU B) cells showing a likeness to OB cells (uHF I/INFU, Cl‐8) and expressing *Postn/Sostdc1/Aqp3*; uHF II with uHF V (uHF II/V; Cl‐9) cells expressing *Krt79*/*Defb6/Krt17*/*Cst6*; and sebaceous gland (SG, Cl‐6) cells expressing marker genes *Cers4*/*Cidea*/*Soat1*/Zfp655 (Joost *et al*, 2016; Fig 1C and D, and Appendix Fig S2). 

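In naïve skin each of the 4 uHF-II/V markers had its highest CPM of all clusters in uHF-II/V, with 7198 CPM of Krt79, 7485 of Defb6, 16367 of Krt17 and 18701 of Cst6. Lgr5, a marker of bulge stem cells (195 CPM), and Ptn (2681 CPM) were highest in OB/IB, and Sostdc1 was highest in uHF-I/INFU-B (558 CPM). The 4 SG markers were all highest in SG of naïve skin, where Cers4, a ceramide synthase, reached 2132 CPM, the lipid-droplet protein gene Cidea 1647 CPM, and the sterol O-acyltransferase gene Soat1 1764 CPM. Over all clusters, 43 of 84 marker entries ranked first in their own cluster in naïve skin and 32 did so in irradiated skin. A gene listed for several clusters enters under each of them and cannot rank first in all. All 84 could therefore not rank first, and missing first place is not by itself a failed marker. Some entries did fall short: 77 of the 84 lay above the level of all other cells in naïve skin and 72 in irradiated skin. In irradiated SG 1 of its 4 markers did. Thinned to 500 UMIs, 11 of 164 naïve uHF-I/INFU-B cells carried at least 2 genes of luminal epithelium.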

Cluster analysis by GSEA also identified epidermal cells divided into three distinct interfollicular epidermis basal (IFE‐B) cell clusters (IFE‐B, Cl‐2; IFE‐BII, Cl‐0; and IFE‐BI, Cl‐3) characterized by *Krt5/Krt14/Krt15/Cxcl14/Mt2/Bhlhe40* and distinguished between themselves by *Ptn/Pde4b/Krt16* expression (Joost *et al*, 2016); and three distinct clusters of differentiated or keratinized IFE cells (IFE‐DI, Cl‐1; IFE‐DI/KII, Cl‐14; and IFE‐KII, Cl‐4) expressing *Krt1/krt10/Krt77/Ptsg1/Mt4*. 

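Among the basal clusters, IFE-BII led in naïve skin, with the highest CPM of any cluster for 5 of the 6 shared basal markers, among them Krt5 (7232 CPM) and Krt14 (13005 CPM), the keratin pair of basal keratinocytes. IFE-B ranked first for 0 of the 6. Its leading genes were those of cell division in naïve and in irradiated skin, so levels of such genes in IFE-B partly describe how the cluster was drawn. Of the differentiated clusters, IFE-KII was highest for Krt10 (17104 CPM) and Krt77 (11553 CPM), keratins of suprabasal cells, and for Ptgs1 (443 CPM), while IFE-DI had 2838 CPM of Krt1 and 1613 CPM of the metallothionein gene Mt4.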

Two distinct clusters representing stromal fibroblast (FIB) populations were also identified: FIB‐III/I (Cl‐5) expressing *Col1a1/Col3a1/CD34/Dcn*, with strong similarities to FIB types 1, 2, and 3 as defined previously (Guerrero‐Juarez *et al*, 2019); and FIB (Cl‐10) expressing *Spon1/Serpine2*, with remote resemblances to FIB types 1, 2, and 3 and also sharing similarities with skin lymph node reticular fibroblasts (Fig 1D, and Appendix Figs S2 and S3). 

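FIB-III/I was highest of all naïve clusters for each of its 4 markers, with 21500.0 CPM of Dcn, which encodes the matrix proteoglycan decorin, and 12128 CPM of Col1a1. FIB was highest for Spon1 (653 CPM) and Serpine2 (999 CPM). The depth of both clusters was low in naïve skin, with medians of 2263 UMIs per cell in FIB-III/I and 1803 in FIB, against 7357 and 2353 in irradiated skin.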

GSEA and ImmGen database comparisons identified four cutaneous stromal endothelial clusters expressing *Pecam1/Cdh5/Cav1/Cald1* that included blood endothelial cells (BEC, Cl‐17), lymphatic endothelial cells (LEC, Cl‐16), and two small, endothelial‐related clusters with similarities to stromal double‐negative cells (DN, Cl‐13, and EC, Cl‐19; Link *et al*, 2007; Fig 1C and D, and Appendix Fig S3).

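The cluster annotated BEC carried the adhesion genes Pecam1 (612 CPM) and Cdh5 (605 CPM) and the caveolin gene Cav1 (698 CPM) in naïve skin. Mural cell genes, such as Rgs5, summed to 4778 CPM there in naïve and 6930 CPM in irradiated skin. Blood endothelial genes summed to 2579 and 3228 CPM. In LEC the level of Pecam1 was 453 CPM and that of Cdh5 463 CPM. The cluster annotated DN (Cl-13) had 13.3 CPM of Pecam1 and 0 of Cdh5, and ranked first for 0 of the 4 markers. The cluster annotated EC (Cl-19) had 3034 CPM of Cald1, an actin-binding protein gene, and 0 CPM of Cdh5. After thinning to 500 UMIs, at least 2 genes of Schwann cells, the glia of peripheral nerves, were found in 49 of 82 naïve and 28 of 85 irradiated cells of Cl-13, and at least 2 melanocyte genes in 10 and 13. Because of these levels Cl-13 and Cl-19 are named by number from here on.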

Four distinct immune cell populations, including dendritic cells (Cl‐12; *Lyz2/Ccl9/Ctss/Cd74*), Langerhans cells (Cl‐18; *Cd74*, *Ctss*, *Cd86*, *Cd207*), resident αβT cells that appeared to cluster together with innate lymphoid cells (αβT/ILC, Cl‐7; *Cd3d*, *Ctla4*), and γδT cells (Cl‐15; *Cd3d*, *Cd3e*, *Trdc*, *Ctla2a*) were identified by comparisons using GSEA or ImmGen databases (Fig 1C and D, and Appendix Fig S3). 

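Langerhans cells had 22216 CPM of Cd207, which encodes langerin, and 35451 CPM of Cd74, the invariant chain of MHC class II, in naïve skin. Dendritic cells had 5703 CPM of Lyz2, 641 of Ccl9 and 1115 of Ctss. In αβT/ILC, the inhibitory receptor gene Ctla4 reached 699.7 CPM. Cl-15, annotated γδT, had 1525 CPM of Cd3e, 1156 of Cd3d and 13232 of Ctla2a. Trdc, the constant region of the T-cell receptor δ chain, was found in 66 of 70 naïve cells of Cl-15, at 4191 CPM, and in 13 of its 55 irradiated cells, at 613 CPM. The α-chain gene Trac ran the other way in Cl-15, with 181 CPM in naïve and 965 CPM in irradiated skin.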

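Of the 46 naïve αβT/ILC cells, 42 (91.3%, 95% interval 79.2 to 97.6) carried a UMI of at least 1 T-cell gene without thinning. Cd3d, Cd3e or Cd3g, the chains of the T-cell receptor complex on chromosome 9, was found in 38 cells, the costimulatory receptor gene Cd28 in 27 and Trac in 30. Trdc was found in 10 of these cells. A median of 1510 UMIs per cell limits how often a transcript was seen, so a cell without a UMI is not a cell shown to lack the gene.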

Further analysis of naïve αβT/ILC (CL‐7) cells for individual marker genes indicated that most cells in the cluster expressed at least one *Cd3* allele (*d*,*e*,*g*), *Cd28*, and/or *Trac*, suggesting an adaptive T‐cell lineage. However, about 10% (5/46) of the cells in the cluster expressed ILC‐associated genes (*Klrk1*, *Runx*, or *Fuca1*; Koues *et al*, 2016) and were negative for T‐cell markers, thus suggesting that these cells may represent ILCs (ILC1, ILC3, or NK cells; Appendix Fig S4). Additionally, 10% (4/46) of naive αβT/ILC cells were identified as *Foxp3* ^+^ Tregs (Appendix Fig S4). 

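A UMI of Klrk1, Runx3 or Fuca1 without any of the T-cell genes was found in 3 of 46 naïve cells (6.52%, 95% interval 1.37 to 17.9). Klrk1 encodes an activating receptor of natural killer cells. A further cell carried no UMI of either group, which brings the cells without a T-cell gene to 4.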

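Foxp3, the transcription factor gene of regulatory T cells on the X chromosome (GRCm38, 7573644 to 7595245), had a UMI in 5 naïve αβT/ILC cells (10.9%, 95% interval 3.62 to 23.6). Its level in the cluster was 112 CPM, from 11 UMIs.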

Dendritic cells of Cl‐12 appeared largely of cDC2 (*Itgam*, *Sirpa*) lineage that cluster together with monocyte‐derived macrophages (*Adgre1*, *C1qc*, *Mafb*; Guilliams *et al*, 2014; Saba *et al*, 2022; Appendix Fig S4).

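In naïve skin the macrophage gene Adgre1 was found in more dendritic cells than either of the cDC2 genes Itgam and Sirpa. Without thinning, 29 of 55 dendritic cells carried Itgam or Sirpa. Adgre1, which encodes F4/80, was found in 32 cells, Itgam in 20 and Sirpa in 16. Cd74 was found in 55 of 55 cells and H2-Aa, an MHC class II chain, in 53.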

A comparison of the effect of irradiation on cluster populations revealed substantial IR‐induced changes in cell numbers within specific clusters. These included striking relative increases (> 4‐fold) in populations of IFE‐B and SG cells, and in two immune clusters, αβT/ILC cells and dendritic cells (Appendix Table S1). 

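The 4 clusters differed in size between the libraries by ratios from 3.46 to 11.1. IFE-B made up 4.36% of naïve and 18.0% of irradiated cells, a ratio of 4.12 (95% interval 3.54 to 4.82), and αβT/ILC 0.896% and 9.95%, a ratio of 11.1 (8.15 to 15.4). The dendritic cluster made up 1.07% and 3.71% (2.51 to 4.82 for the ratio). The cluster annotated SG had 67 and 346 cells, a ratio of 7.23 (5.55 to 9.53), without sebocyte genes in irradiated skin: the summed level of Cers4 was 4.47 CPM in irradiated skin, that of Cidea 2.46 CPM and that of Soat1 1.10 CPM. At least 2 of these 3 genes were found after thinning in 43 of 67 naïve and 0 of 346 irradiated SG cells, while Krt6a, Krt6b or Krt16, keratins of wounded and hyperproliferative epidermis, were found in 1 of 67 and 338 of 346. Values given for SG are therefore between naïve cells with and irradiated cells without sebocyte genes, and whether the latter are other keratinocytes or sebocytes that lost these transcripts was not tested. In αβT/ILC cells, which should lack keratins, 72 of 337 irradiated cells carried 1 of the 3, at a median of 3123 UMIs against 27741 in irradiated SG. IFE-B, IFE-BI and IFE-BII together made up 36.8% of naïve and 33.2% of irradiated cells (ratio 0.902, 0.838 to 0.970). Within immune cells the dendritic share had a ratio of 0.747 and the αβT/ILC share 2.40. With cells under 2000 UMIs left out, among them 31 of 46 naïve αβT/ILC cells, the αβT/ILC ratio was 27.9.

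**Figure D1:**
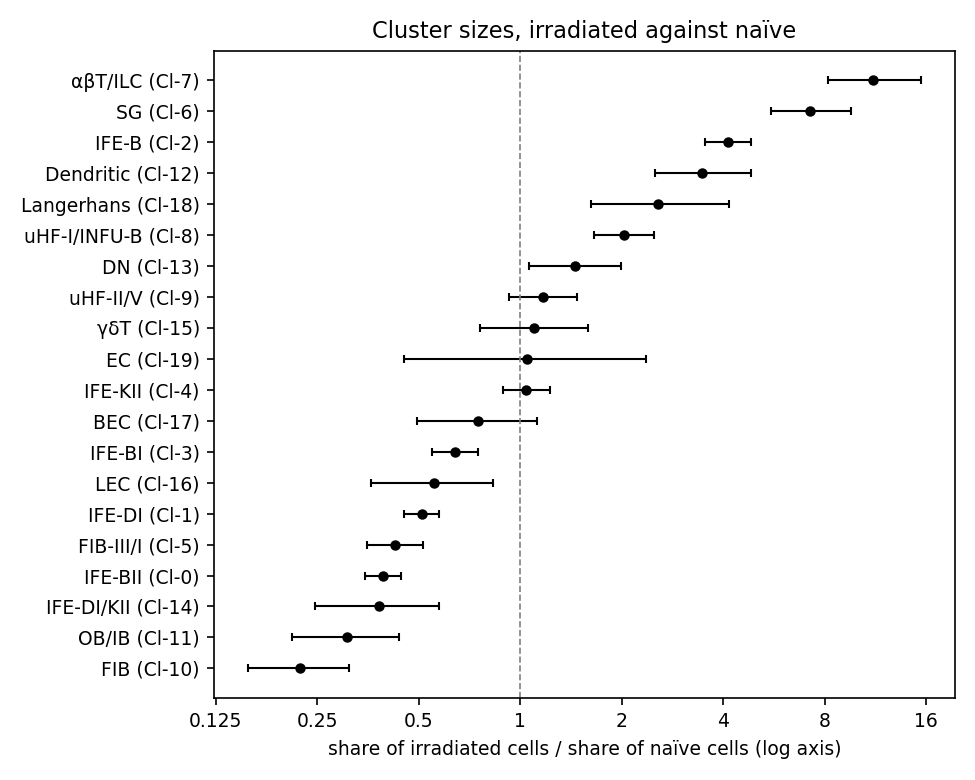
Ratio of each cluster's share of cells, irradiated to naïve, on a log axis, with 95% counting intervals from 1 library per condition. The ratio was 11.1 in αβT/ILC, 7.23 in SG and 0.222 in FIB.

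**Figure D2:**
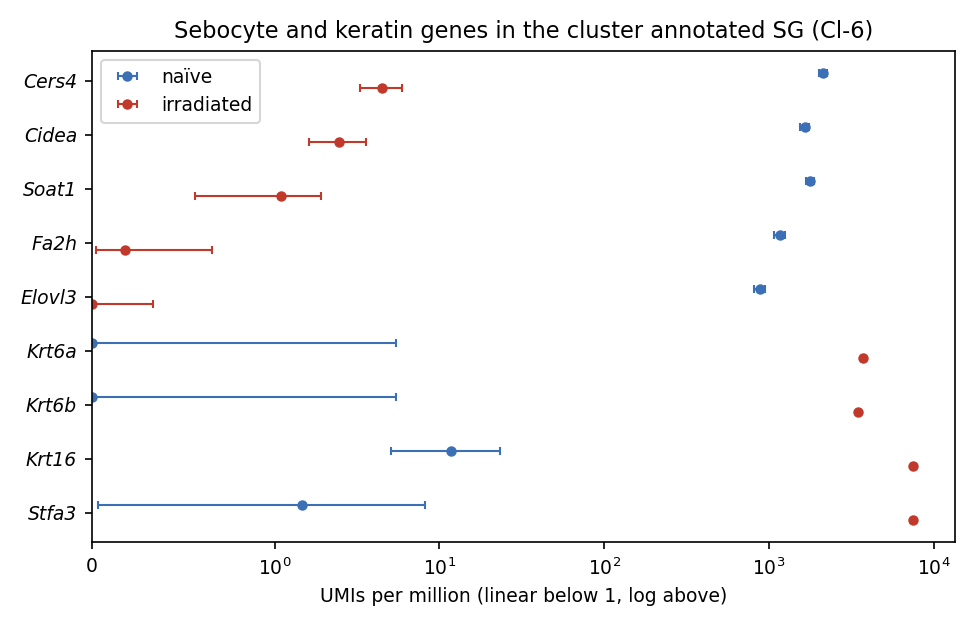
CPM of sebaceous gland markers and of wound keratins in SG cells of naïve and irradiated skin on a log axis, with exact Poisson 95% intervals. Soat1 was at 1764 CPM in naïve and 1.10 CPM in irradiated SG.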

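Mki67, which marks cycling cells (chromosome 7 of GRCm38, 135689784 to 135716361), stood at 401 CPM in naïve and 149 CPM in irradiated IFE-B, a ratio of 0.371 (95% interval 0.341 to 0.403). The replication licensing gene Gmnn stood at 115 and 106 CPM there (ratio 0.921, 0.795 to 1.07), and the Gmnn ratio in IFE-B turned to 1.36 under TMM scaling. Genes of cell division led IFE-B in both libraries, and of 30 such genes on a fixed list 20 were lower and 2 higher in irradiated IFE-B. Other clusters went the other way: Mki67 ratios were 5.37 in uHF-I/INFU-B (2.25 to 16.8), 6.89 in IFE-BI (2.99 to 19.5) and 1.32 in SG (0.788 to 2.39), and the Gmnn ratio was 2.34 in uHF-I/INFU-B and 2.67 in SG. Over all cells Mki67 had a ratio of 2.19 (2.03 to 2.36), and 28 of the 30 cell division genes had a ratio above 1 beyond counting error. The size and depth of IFE-B enter these pooled ratios. It held 1698775 of 28326067 naïve and 21964354 of 71060901 irradiated UMIs. After thinning, the share of IFE-B cells with Mki67 was 47.1% in naïve and 25.2% in irradiated skin. Without thinning the direction turned, and the share was higher in irradiated skin by 8.78 percentage points. In IFE-KII, a differentiated cluster, the shares after thinning were 0.272% and 1.47%, at medians of 14864 and 30239 UMIs per cell.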

Relative increased population sizes in the epidermal clusters aligned with the upregulation of cell cycle markers, Ki67 (*Mki67*), and geminin (*Gmnn*), indicating a strong mitotic response within these HF clusters drives the keratinocyte hyperplasia observed in H&E thin sections of irradiated skin (Appendix Fig S5). In contrast, relatively few αβT/ILC cells showed upregulation of cell cycle markers, suggesting that infiltration may largely contribute to their increased number. Additionally, following irradiation almost all αβT/ILC cells express one or more of the T‐cell marker genes, substantially outnumbering the ILC population (Appendix Fig S4). 

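After thinning, Mki67 or Gmnn was found in 56 of 337 irradiated αβT/ILC cells (16.6%, 95% interval 12.8 to 21.0) and in 2 of 15 naïve cells of the cluster. Without thinning, 80 of 365 irradiated and 4 of 46 naïve cells carried either gene. Mki67 was at 84.2 CPM in the irradiated cluster, a ratio of 2.77 (0.924 to 13.6), and Gmnn had a ratio of 1.07 (0.546 to 2.39). With 15 naïve cells left at this depth, a difference in the cycling share was not detectable.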

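Every irradiated αβT/ILC cell (365 of 365, 95% interval 99.0 to 100%) carried a UMI of at least 1 of the T-cell genes, so that no cell was left in which an ILC gene could be seen without one. A Cd3 gene was found in 357 cells, Trac in 314 and Cd28 in 251. Cd4 was found in 27.7% of the cells, Cd8a in 2 cells and Trdc or Tcrg-C1, a γ-chain gene, in 85. At 3123 UMIs the median irradiated cell was deeper than the naïve one, which raises the chance of a UMI for each gene; thinned to 2000 UMIs, 337 of 337 cells kept a T-cell gene. Thinned to 500 UMIs, a depth chosen after the data were seen, 319 of 365 cells kept one, and 8 (2.19%) had an ILC gene without a T-cell gene.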

FoxP3^+^ Treg cell numbers remained relatively stable but were reduced to about 1% (5/365) of the cluster against the accumulating T‐helper population (Appendix Fig S4). 

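Foxp3 had a UMI in 11 of 365 irradiated αβT/ILC cells (3.01%, 95% interval 1.51 to 5.33) without thinning and in 5 of 337 (1.48%, 0.483 to 3.43) after it. Its CPM was 16.3, a ratio of 0.146 (0.0677 to 0.333) to the naïve cluster.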

The composition of cluster‐12 (dendritic cells) also appeared to shift following irradiation showing higher numbers of *Adgre1*, *C1qc*, *Mafb*, and *Ly6c2* expressing cells that overlap with higher numbers of cells expressing *Itgam* and *Sirpa*, perhaps suggesting an influx of monocyte‐derived macrophages and dendritic cells in addition to resident cDC2 cells (Appendix Fig S4). In addition, two novel minor cell clusters representing innate NK/ILCs immune cells (Cl‐20) and granulocytes (Cl‐21) appeared exclusively following irradiation (Appendix Fig S3). 

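Of the macrophage and monocyte genes, C1qc and Ly6c2 were found in a larger share of irradiated than of naïve dendritic cells at each depth to which cells were thinned. After thinning to 2000 UMIs, which left out 22 of 55 naïve cells, C1qc, a complement component of macrophages, was found in 66 of 118 irradiated and 3 of 33 naïve cells, and Ly6c2, a monocyte surface marker, in 40 and 2. Adgre1 was found in 48 of 118 (40.7%) and 11 of 33. Itgam or Sirpa was found in 63 irradiated cells (53.4%, 95% interval 44.0 to 62.6) and 11 naïve cells (18.0 to 51.8%). The direction of these last results turned with depth: Adgre1 was found in 27.5% of irradiated and 28.9% of naïve cells at 1000 UMIs, and at 500 UMIs, which keeps every cell and was chosen after the data were seen, in 14.7% and 25.5%, with Itgam or Sirpa in 19.1% and 25.5%. C1qc was found in 32.4% and 16.4% at 500 UMIs, and Ly6c2 in 18.4% and 1.82%. Antigen presentation ran lower: H2-Aa was found in 86 of 118 and 32 of 33 cells, and all 6 measured MHC class II genes had lower CPM (median log2 ratio -1.32). Of 24 monocyte and macrophage genes 15 were higher beyond counting error and 3 lower. The tissue-resident dendritic and macrophage genes Cd209a (886 to 20.2 CPM), Mgl2 (1015 to 52.8) and Retnla (385 to 0, in 4 of 55 naïve cells) were among the 10 with the lowest ratios, and Spp1 (50.2 to 1270.3) and Irf7 (16.7 to 496) among the 10 with the highest. Sirpa had a ratio below 1 as a mean per cell (0.891).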

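Both clusters held 27 irradiated and 0 naïve cells, a share of 0.736% (95% interval 0.485 to 1.07) and at least 12.6-fold higher than in naïve skin. Granulocytes carried the neutrophil genes Retnlg (9087 CPM), Csf3r (465 CPM) and Cxcr2 (266 CPM), and 90107 CPM of S100a8. In Cl-20, annotated NK/ILC, Trdc was found in 27 of 27 cells at 4715 CPM, Tcrg-C1 in 20 cells at 919 CPM and Cd3e in 24 cells, while Trac had 3 UMIs. Of 30 genes that set naïve Cl-15 apart from the other naïve clusters, 26 had a higher CPM in Cl-20 than in irradiated Cl-15. A step chosen after the data were seen counted only the cells of Cl-15 and Cl-20 with a UMI of Trdc. The ratio of shares of γδT was then 0.848. With all cells of both clusters it was 1.64, most of the irradiated Cl-15 cells having no Trdc. Neither ratio counts αβT/ILC, where Trdc was found in 10 of 46 naïve and 53 of 365 irradiated cells without thinning, so neither covers all cells with Trdc.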

At the same time, notable reductions (> 2‐fold) were evident in epidermal OB/IB, IFE‐BII, and IFE‐DI cells population sizes, as well as in both stromal fibroblast clusters, whereas other cluster populations remained proportionally unchanged.

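FIB and OB/IB had the lowest ratios, followed by IFE-DI/KII, IFE-BII and FIB-III/I. FIB had 258 and 41 cells, 4.50-fold lower as a share, OB/IB 178 and 39 cells, 3.26-fold lower, IFE-BII 1154 and 323, 2.55-fold lower, and FIB-III/I 460 and 140, 2.35-fold lower. IFE-DI was 1.96-fold lower and IFE-DI/KII 2.62-fold lower. The share of lymphatic endothelial cells had a ratio of 0.553 (95% interval 0.360 to 0.832), IFE-BI 0.642 (0.548 to 0.751), uHF-I/INFU-B 2.03 (1.66 to 2.49) and Langerhans cells 2.57 (1.62 to 4.15). Intervals held 1 in BEC, Cl-15, Cl-19, IFE-KII and uHF-II/V. Shares add to a fixed total, so a larger cluster lowers the others: the ratio of shares of FIB-III/I was 0.845 within the stroma alone, and 0.598 with cells under 2000 UMIs left out. The direction turned for LEC under both settings, and for Langerhans cells as a share of immune cells.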

Bioinformatics comparison of irradiated versus naïve cell clusters using QIAGEN Ingenuity Pathway Analysis (IPA) revealed multiple significant physiological and molecular pathways that characterize the cellular responses to IR. 

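In IFE-B the highest ratios were those of S100a8 and S100a9, with 0 UMIs of either in naïve skin, and the genes that follow were also among the 10 highest. Fabp5, a fatty acid binding protein of activated keratinocytes, had 67.1 CPM in naïve and 13227 CPM in irradiated skin, the cysteine protease inhibitor Stfa3 53.6 and 5980.4 CPM, Krt6a 18.8 and 1731 CPM, and Krt6b 0.589 and 538 CPM. The lowest ratios were those of the steroid-metabolizing enzyme Akr1c18 (112 to 0.455 CPM, in 10 of 224 naïve cells) and of Krt77 (121 to 1.46 CPM), a keratin of differentiated cells. Dcn (182 to 2.91 CPM), a fibroblast gene found in 12 of the naïve cells, was among them too. In uHF-I/INFU-B the highest ratios included 3 cytokine genes, Il24 (6.28 to 342 CPM), Il19 (1.26 to 136 CPM) and Tslp (5.02 to 247 CPM). Among the 10 lowest there were the secreted-protein genes Wfdc18 (1055 to 1.97 CPM), Ltf (385 to 0) and Csn3 (190 to 0), genes of glandular epithelium that were found in 12, 7 and 6 of 164 naïve cells. In SG, Krt16 stood at 11.8 and 7493 CPM, and the fatty acid enzymes Elovl3 (875 to 0 CPM) and Fa2h (1158 to 0.183 CPM) were among the 10 lowest.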

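The genes with the highest ratios were in part the same across clusters: S100a8, S100a9, Stfa3 and Csf3 were among the 10 highest in both IFE-B and FIB-III/I, Stfa3 in dendritic cells too, and Cxcl3 in both IFE-B and αβT/ILC. In FIB-III/I the acute-phase gene Saa3 stood at 0.829 CPM in naïve and 12262 CPM in irradiated skin, the siderophore-binding Lcn2 at 1569 CPM, the chemokine Ccl5 at 1195 CPM (6 of 140 cells), and the matrix gene Tnc, which encodes tenascin-C, at 2.49 and 1087 CPM. The neutrophil chemoattractant Cxcl5 went from 0 to 510 CPM (at least 205-fold higher, 16 of 140 cells) and Csf3, the growth factor of granulocytes, from 0 to 407 CPM (13 of 140 cells). Among the lowest in FIB-III/I were Cyp2f2 (578 to 28.7 CPM) and the keratins Krt15 (423 to 45.4 CPM, in 60 of 460 naïve cells) and Krt77 (143 to 0 CPM, in 32). In αβT/ILC the epidermal growth factor ligand Areg (416 to 2489 CPM), Cxcl3 (40.6 to 1937 CPM) and the decoy receptor Il1r2 (81.1 to 843 CPM) ranked with the cytokines of type 17 cells. The 4 lowest genes in αβT/ILC were Xcl1 at 1004 and 0 CPM, Gzmc at 2038 and 25.1, Fcer1g at 699.7 and 2.22, and Tyrobp at 385 and 0 CPM in naïve and irradiated skin, each found in 9 or fewer of the 46 naïve cells. Of 3112 genes measured in all 19 clusters with enough cells, 102 moved the same way in every cluster, led by S100a9, Fabp5 and S100a8. Outside keratinocytes free RNA of keratinocytes can add to such a shared rise: S100a8 reached 2.65% of its keratinocyte level there, and Krt5 and Krt14 3.54%. The hypoxia regulator Hif1a (190.5 to 435 CPM over all cells) and the glycolytic enzyme Pkm (279.6 to 1045 CPM) were among the 10 leading higher genes. The 10 leading lower genes were mostly predicted genes and ribosomal pseudogenes, such as Gm6222, Gm5905 and Rps24-ps3, with Krt15 beside them. Why such genes move in every cluster was not tested.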

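Genes of oxidative phosphorylation were higher in IFE-B and uHF-I/INFU-B, and lower in SG by CPM. Of 76 nuclear genes of the respiratory chain, 65 were higher and 2 lower in IFE-B of irradiated skin (median log2 ratio 0.56), and 61 and 1 in uHF-I/INFU-B (0.65). In SG 71 were lower and 1 higher by CPM (-0.65, or -0.12 under TMM scaling), between naïve cells with sebocyte genes and irradiated cells without them. In FIB-III/I 30 of 75 were lower and 3 higher (-0.18, which lies inside the range of -0.19 to 0.07 of random gene lists of matched level). Ndufa4, a subunit of the respiratory chain, had 492 CPM in naïve and 1819 CPM in irradiated IFE-B, and a ratio of 1.13 (95% interval 1.00 to 1.28) in FIB-III/I. The mitochondrially encoded subunits had median log2 ratios of 0.44 in IFE-B and -1.14 in SG. Of the 7 sirtuin genes, which encode NAD-dependent deacylases, 6 were lower and 1 higher over all cells (median log2 ratio -0.57, inside the range of -1.16 to 0.32 of random lists), and Sirt1 had a ratio of 0.607 (95% interval 0.574 to 0.641). The sirtuin median is about the size of the shift between CPM and TMM scaling over all cells, -0.54, and under TMM scaling the Sirt1 ratio over all cells was 0.883. Factors of the senescence-associated secretory phenotype were higher: 22 of 36 in FIB-III/I with 7 lower (median log2 ratio 1.01), 20 of 40 in IFE-B with 8 lower (0.62), and 22 of 39 in SG with 2 lower (1.35). Cyclin-dependent kinase inhibitors ran lower, with 0 of 6 higher and 5 lower in IFE-B (-1.41), while Cdkn2a, which encodes p16, had a ratio of 7.37 over all cells (95% interval 1.90 to 63.2, from 2 and 37 UMIs). Cdkn1a, which encodes p21, had ratios of 0.355 in IFE-B, 0.630 in FIB-III/I and 0.725 in SG, where TMM scaling turned it to 1.05. Targets of p53 had medians of -0.15 in IFE-B, which TMM scaling turned to 0.41, and 0.58 in FIB-III/I.

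**Figure D3:**
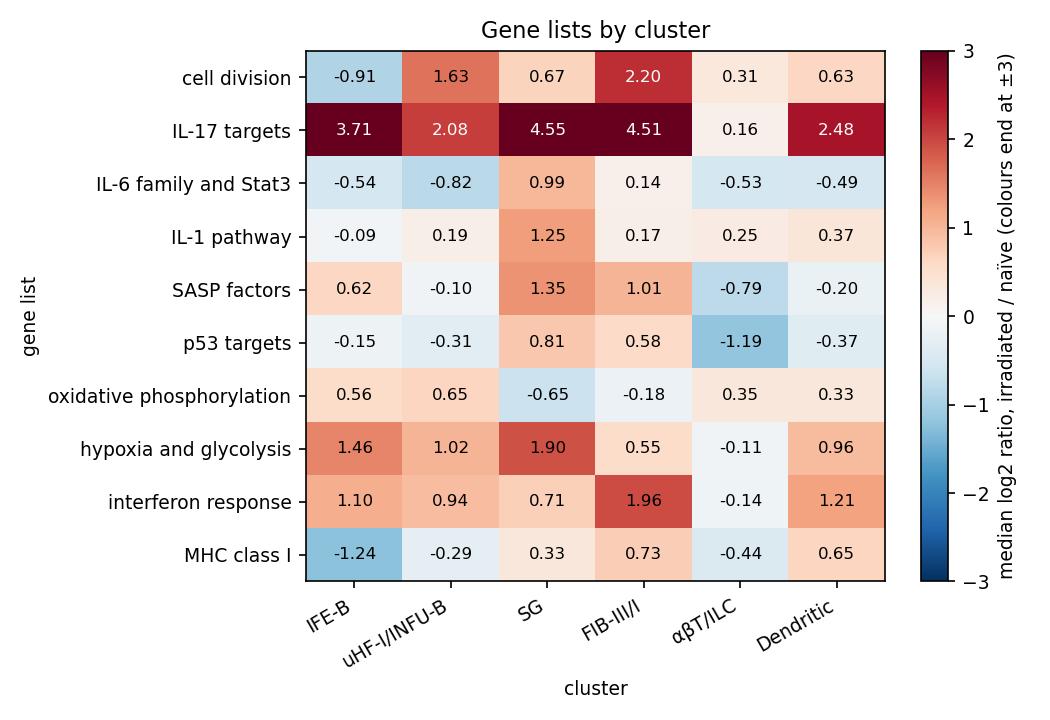
Median log2 ratio, irradiated to naïve, of fixed gene lists in the main clusters. Genes of oxidative phosphorylation were at 0.56 in IFE-B and -0.65 in SG, and keratinocyte targets of IL-17 at 3.71 and 4.55.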

Among the most prominently ranked pathways (i.e. pathways with the highest significance: −log(B‐H *P*‐value) > 1.3, and *z*‐scores > 2 or < −2) appearing across both epidermal and dermal cell clusters were pathways associated with aging‐related functions, including *Mitochondrial Dysfunction*, *Senescence Pathways* upregulation, and senescence‐related *Sirtuin Signaling* downregulation (Lee *et al*, 2019; Table EV1). Together with the senescence‐associated pathways, IPA also revealed strong upregulation of multiple cytokine signaling pathways, including both IL‐6 and IL‐1 signaling, as reflected in their positive IPA z‐score values. 

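Genes of the IL-6 family and of STAT3 signaling were higher in SG, between naïve cells with and irradiated cells without sebocyte genes (10 of 20 beyond counting error and 4 lower, median log2 ratio 0.99), and lower in IFE-B (6 and 11 of 20, -0.54). In FIB-III/I 8 of 20 were higher and 4 lower (0.14). The receptor genes Il6ra and Il6st had ratios of 0.254 and 0.424 in IFE-B, and the feedback inhibitor Socs3 had ratios of 0.470 in IFE-B, 0.611 in FIB-III/I and 7.69 in SG. Stat3 itself had a ratio of 0.755 in IFE-B, or 1.12 (0.986 to 1.27) under TMM scaling, and 2.21 in SG. The median of the list in IFE-B changed sign under the other scalings, to 0.027 with TMM and 0.046 with median ratios.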

Notably, upregulation of IL‐6 and IL‐1 signaling pathways, which are essential cytokines contributing to the senescence‐associated secretory phenotype (SASP; He & Sharpless, 2017), conspicuously overlapped within irradiated epidermal and dermal clusters that also displayed highly significant upregulation in *Senescence Pathways* (Table EV1). 

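Keratinocyte target genes of IL-17 had the highest median of the fixed lists over all cells: 28 of 31 were higher in irradiated skin and 2 lower, with a median log2 ratio of 5.79. In IFE-B 23 of 29 were higher and 1 lower (3.71), in uHF-I/INFU-B 18 of 28 and 5 (2.08), and in FIB-III/I 17 of 20 and 0 (4.51). S100a8 and S100a9 encode the calprotectin subunits and lie close together on chromosome 3 of GRCm38, from 90668978 and from 90692632. In IFE-B S100a8 stood at 0 CPM in naïve skin and 6394 CPM in irradiated skin, and in IFE-KII at 0 and 30074.5 CPM. S100a9 stood at 5157 CPM in irradiated IFE-B and 28675.8 in irradiated IFE-KII. Both genes were found outside keratinocytes too, with a median of 113 CPM of S100a8 over the fibroblast, endothelial and T-cell clusters. Free RNA of keratinocytes can add to such levels, in FIB-III/I as well. S100a8 in these clusters reached 2.65% of its keratinocyte level, against 3.54% for Krt5 and Krt14. Cxcl1, a chemoattractant of neutrophils, had a ratio of 6.32 in IFE-B and 5.93 in FIB-III/I. In αβT/ILC, 9 of 18 genes of type 17 cells were higher and 1 lower (median log2 ratio 0.48).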

Curiously, we also noted that, although not conventionally thought to be associated with senescence, IPA reported significant upregulation of *IL‐17 Signaling*, reminiscent of *IL‐17A Signaling in Airway Cells*, *Th17 Activation*, and *the Role of IL‐17A in Psoriasis* (Table EV1) that appeared to parallel those of IL‐6 signaling and senescence pathways in many clusters. Interrogation of the scRNA‐seq datasets by CellPhoneDB analysis (Efremova *et al*, 2020) concurred with the IPA findings showing significantly increased potential ligand–receptor interactions in irradiated skin (Appendix Fig S6). Thus, irradiation increased the levels of multiple ligand–receptor interactions that spanned across multiple cell clusters, particularly within FIB‐III/I, BEC, IFE‐B, and uHF‐I/INFU‐B cells, and, as described below in detail, included those involving IL‐6, IL‐1, IL‐17, and their respective cognate receptors (Appendix Fig S6).

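Ligand and receptor genes were paired by cluster, counting an ordered pair of clusters when at least 10% of cells of each carried the ligand or every receptor chain; no interaction score was computed. After thinning, such pairs were few in both libraries and their number was higher in irradiated skin only for Il1a, Il1b and Ccl20. FIB-III/I was the receiving cluster for Il1a, Il1b and Il6 in irradiated skin. Without thinning the irradiated library, with its deeper cells, had more pairs than the naïve one for each of the 6 ligands.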

To localize senescence pathway upregulation within the skin scRNA‐seq cell clusters, we employed an arbitrary “*Senescence Score*” based on the combined relative expression of select IPA designated senescence‐related genes (*Kras*, *Mtor*, *Smad1*, *Smad3*, *Il6*, *Il1a*, *Plaur*, *Serpine1*, *Igfbp2*, *Tgfb1*, *Tgfbr1*, *Ccl2*, *Tmem173*, *Mb21d1*) to stain the clusters (Fig EV1A and B). This depiction suggested that cellular senescence, which in naive skin is associated with roughly half of the FIB‐III/I and FIB dermal fibroblasts, expands following irradiation to include nearly all FIB‐III/I fibroblasts, and many HF cells, including some OB/IB, uHF/INFU‐B, and SG cells and most basal keratinocytes (IFE‐B, ‐BI, ‐BII), largely in agreement with the IPA analysis (Table EV1).

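A cell was counted as positive when it carried a UMI of at least 1 of the 14 score genes after thinning. By this measure 78.9% of naïve and 94.6% of irradiated FIB-III/I cells were positive, and 74.1% and 80.6% of FIB cells. The basal clusters went from 50.2% to 74.5% (IFE-B), 66.0% to 81.4% (IFE-BI) and 41.3% to 75.7% (IFE-BII). In the hair follicle, uHF-I/INFU-B had 51.4% and 76.6%, OB/IB 41.5% and 56.8%, and SG 70.1% and 59.2%. Over all cells 49.5% were positive in naïve and 70.0% in irradiated skin, and 75.3% and 95.2% without thinning. The growth factor binding protein Igfbp2 (24.7 to 289 CPM) and Ccl2 (68.3 to 109 CPM) were higher in IFE-B with Il6, Il1a, Plaur and Tmem173, while Mb21d1 was lower, and Smad1 was lower by CPM (ratio 0.779) and not under TMM scaling (1.15). In FIB-III/I the chemokine Ccl2 had a ratio of 2.98. The difference over all cells was 15.8 percentage points when 2 genes of the list were required and 10.7 when cells were thinned to 500 UMIs, a depth chosen after the data were seen.

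**Figure D4:**
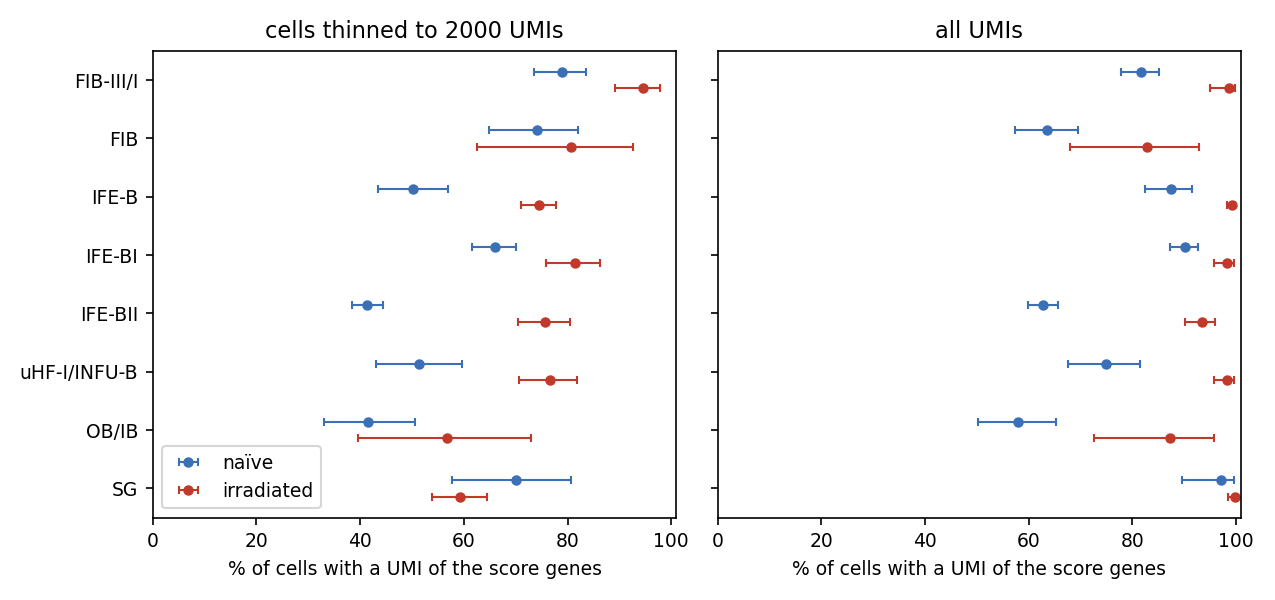
Share of cells with a UMI of at least 1 of the 14 senescence score genes after thinning to 2000 UMIs, by cluster, in naïve and irradiated skin with exact 95% intervals. FIB-III/I had 78.9% and 94.6%, and SG 70.1% and 59.2%.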

**Figure EV1:**
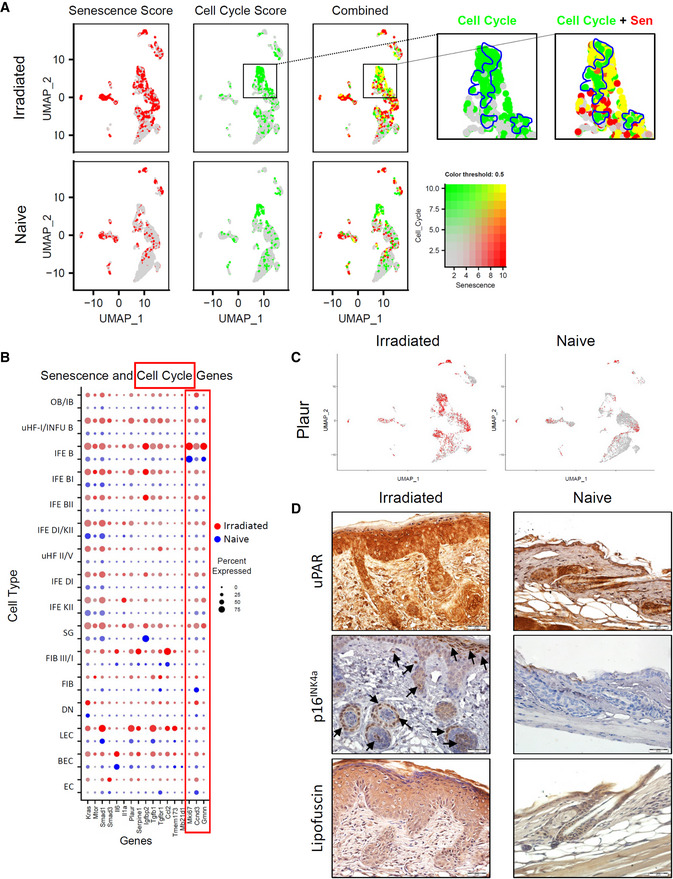
(Related to Fig 1). Relative mutually exclusive senescence and cell cycle scoring in naïve and irradiated epidermal cells ARelative expression and co‐localization of Senescence Score (red) and Cell Cycle Score (*Mki67*, *Gmnn*, *Ccna1*; green) in integrated skin cells by blended UMAPs. Blowup: Regions of IEF‐2 and uHF‐I/INFU‐B showing exclusive mitotic activity (outlined in blue).BDot plot depicting the relative expression of selected IPA‐defined senescence‐related markers and cell cycle markers (framed in red) (*x*‐axis) in naïve (blue dots) and irradiated (red dots) scRNA‐seq skin cell clusters.CUMAP plots depicting relative expression and localization of urokinase‐type plasminogen activator receptor (*Plaur*) mRNA in irradiated and naïve skin‐derived clusters.DImmunostaining and histochemical staining (brown) of urokinase‐type plasminogen activator receptor (uPAR), p16^INK4a^, and lipofuscin (SenTraGor®) in paraffin‐embedded skin thin sections from ventral neck and upper chest region of naïve and irradiated (15 Gy) wild type mice taken at 21 days post‐IR. p16^INK4a^ immunostaining appears as nuclear and/or cytoplasmic staining (Arrows) in IFE keratinocytes, in cells comprising discrete hair follicle layers, and in distinct cells in the dermis. Scale bars, 20 μm.

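Plaur (chromosome 7 of GRCm38, 24462484 to 24475968) was higher in irradiated keratinocytes of most clusters. Its level was 25.3 CPM in naïve and 54.3 CPM in irradiated IFE-B, a ratio of 2.15 (95% interval 1.58 to 2.98), and ratios were 11.8 in IFE-BII, 1.52 in IFE-BI, 6.62 in SG (3.02 to 18.1, between naïve cells with and irradiated cells without sebocyte genes) and 6.83 in OB/IB. In uHF-I/INFU-B the summed level was 186 CPM and 156 CPM (ratio 0.838, 0.701 to 1.01), while the share of cells with a UMI after thinning was 8.78% and 24.7%. The Plaur ratio in uHF-I/INFU-B turned to 2.17 as a mean per cell and to 2.53 with the 5% of cells with most UMIs left out. Dendritic cells had the highest naïve level (998 CPM), and 815 CPM in irradiated skin. In αβT/ILC, 1.48% of irradiated cells carried Plaur after thinning, against 9.42% in irradiated IFE-B. The difference in share of IFE-B cells with Plaur was -0.446 percentage points when 2 UMIs were required, and under TMM and median-ratio scaling the IFE-B ratio was 3.17 and 3.21.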

Expression of *Plaur* mRNA, which encodes the urokinase‐type plasminogen activator receptor (uPAR), a protein that is broadly induced on the surface of senescent cells (Amor *et al*, 2020), mirrored the increased senescence score, particularly within irradiated HF and basal keratinocytes (uHF/INFU‐B, IFE‐B) and SG‐derived cells (Fig EV1C). Anti‐uPAR immunostaining confirmed the substantially increased IR‐induced uPAR protein expression in keratinocytes particularly within basal keratinocytes and degenerating hair follicles, but notably less so in highly differentiated keratinocytes of the stratum granulosum, and above (Fig EV1D). Similarly, strong p16^INK4a^ immunostaining was evident within multiple epidermal layers of the irradiated skin, particularly within differentiated IFE keratinocytes, and with lesser intensity in basal keratinocytes and distinct cell layers of degenerating hair follicles, but was substantially weaker within the most highly differentiated keratinocytes of the stratum granulosum, stratum lucidum, and stratum corneum (Fig EV1D). Distinct p16^INK4a^ immunostaining was also evident in individual cells within irradiated dermis but was absent overall within naïve control skin (Fig EV1D). Histochemical immunostaining with SenTraGor^®^ for lipofuscin, which accumulates in senescent cells as a by‐product of the aging process (Georgakopoulou *et al*, 2013), confirmed the presence of cellular senescence in irradiated skin keratinocytes and fibroblasts, with notably less staining in the stratum lucidum and stratum corneum (Fig EV1D), concordant with the uPAR and p16^INK4a^ immunostaining and with the IPA analysis.

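Cells positive for both the senescence and the cell cycle score were about as frequent as the separate shares give. The cell cycle score was a UMI of Mki67, Gmnn or Ccnd3 after thinning. As Ccnd3 alone can make a cell positive, these shares cannot show whether senescent and dividing cells are distinct. Of irradiated IFE-B cells 33.1% were positive for both scores, where the product of the 2 shares is 33.4%. In naïve IFE-B the share was 30.8% against a product of 30.9%. Over all irradiated cells 16.3% were positive for both, against 15.6%, and over all but IFE-B 12.4% (95% interval 11.2 to 13.7), against 11.7%. The cell cycle share itself was 61.5% in naïve and 44.8% in irradiated IFE-B, and 16.3% and 22.3% over all cells.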

Importantly, cells scoring positive for senescence pathways appeared to be largely distinct from those with a positive “*Cell Cycle Score*” (*Mki67*, *Gmnn*, *Ccnd3*), with the exception of select irradiated IFE‐B cells that appeared to be positive for both (Fig EV1A and B), perhaps suggesting an intermediate or reversible state of senescence in these cells. Thus, simultaneously, both senescence‐associated factors and keratinocyte hyperplasia appeared to be inherent to the pathological landscape of radiodermatitis.

### IL‐6/Stat3 signaling is crucial for IRIAD

Since IL‐6 upregulation is reportedly one of the early events in the molecular response to irradiation (Tartakovsky *et al*, 1993; Fedorocko *et al*, 2002; Marmary *et al*, 2016) and is considered a predictor of IR‐associated complications in radiotherapy patients (Chen *et al*, 2001; Meirovitz *et al*, 2010), we next examined the role of IL‐6 in IRIAD in greater depth. 

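Il6 lies on chromosome 5 of GRCm38 from 30013114 to 30019981, and its level was highest in BEC in both conditions. BEC had 1452 CPM of Il6 in naïve and 891 CPM in irradiated skin, a ratio of 0.613 (95% interval 0.529 to 0.711). Mural cell genes summed to more than blood endothelial genes in BEC, so its Il6 is not shown to be endothelial. FIB-III/I had 331 and 616 CPM, a ratio of 1.86 (1.64 to 2.10). After thinning, Il6 was found in 22.6% of naïve and 33.1% of irradiated FIB-III/I cells, and without thinning in 23.9% and 63 of 140 (45.0%). The share in BEC was 54.7% and 47.4% after thinning. Over all cells the ratio was 0.902 (0.833 to 0.978) by CPM and 1.31 (1.21 to 1.42) under TMM scaling, which turns the direction. When BEC cells with a UMI of a T-cell gene were left out, a step chosen after the data were seen, the BEC ratio was 0.797.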

ScRNA‐seq analysis of cell clusters from untreated skin showed relatively high constitutive IL‐6 mRNA expression in naive dermal BEC and FIB‐III/I fibroblasts that increased substantially 14 days post‐IR within FIB‐III/I cells to include almost all cells within the cluster (Fig 2A and Appendix Fig S7A). At this time, IL‐6 expression also appeared to be upregulated within numerous cells of multiple epidermal clusters, including within IFE‐B, ‐BI, ‐BII, and IFE‐DI cells. 

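Every differentiated or basal epidermal cluster except IFE-DI/KII had a higher level of Il6 in irradiated skin, from a low base. IFE-B had 2.94 and 10.6 CPM, a ratio of 3.60 (95% interval 1.52 to 11.2), IFE-BI 4.41 and 13.7 CPM (3.11), IFE-BII 2.37 and 9.86 CPM (4.15), and IFE-DI 3.18 and 16.3 CPM (5.14, 3.18 to 8.72). IFE-KII had 0.491 and 7.16 CPM, and SG 4.41 and 17.6 CPM. After thinning, Il6 was found in 13 of 658 irradiated IFE-B cells (1.98%) and in 0 of 221 naïve ones. Without thinning 17.7% of irradiated IFE-B cells had a UMI, at a median of 30691.5 UMIs per cell, against 2.23% at 7650 UMIs in naïve IFE-B. In αβT/ILC, which should lack Il6, the level was 0.739 CPM in irradiated skin.

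**Figure D5:**
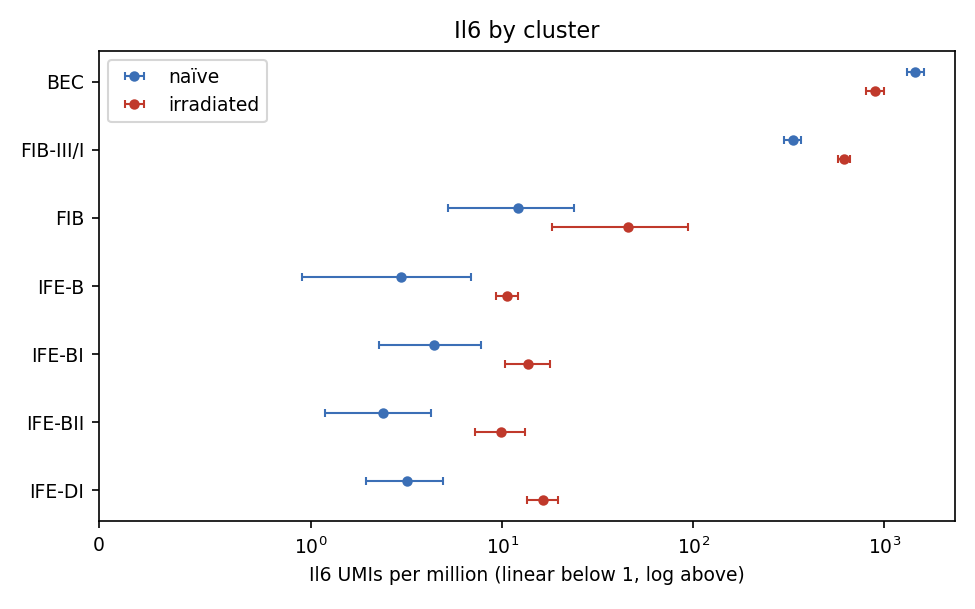
CPM of Il6 by cluster in naïve and irradiated skin on a log axis, with exact Poisson 95% intervals. BEC and FIB-III/I lay at 891 and 616 CPM in irradiated skin and IFE-B at 10.6 CPM.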

Quantitative real‐time PCR analysis confirmed the overall upregulation in IL‐6 mRNA levels in irradiated skin showing initial signs of elevation at about 10 days post‐IR and increasing by day 14 to about sixfold above baseline levels (Fig 2B).

**Figure 2:**
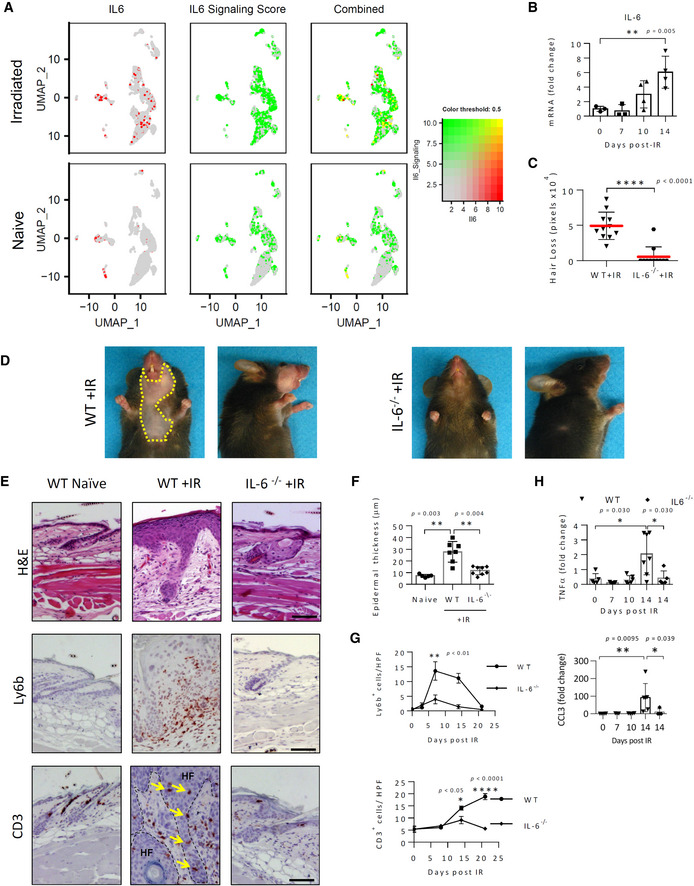
IL‐6 signaling deficiency reduces alopecia and radiodermatitis in irradiated mice ARelative expression and co‐localization of *IL6* mRNA and IL‐6 Signaling Scoring in integrated skin cells by blended UMAPs.BQuantification by real‐time qPCR analysis of *Il6* mRNA in the skin of naïve and irradiated (15 Gy) WT mice at indicated times, (*n* = 3–6).CQuantification of ventral hair loss area 21 days post‐IR (15 Gy) in WT and IL‐6^−/−^ mice, (*n* = 11).DPhotographic images showing hair loss (area demarked by yellow dashed line) 21 days post‐IR (15 Gy) in wild type (WT) and IL‐6^−/−^ mice.EHistochemical (H&E) and immunostaining (red) showing skin morphology, and T‐cell (CD3^+^) and neutrophil (Ly6b^+^) infiltration in WT or IL‐6^−/−^ mice before (naïve), and 14 days (H&E, Ly6b^+^), or 21 days (CD3^+^) post‐IR. Infiltrating CD3^+^ T cells (yellow arrows) within degenerating hair follicles (HF; dashed lines) are indicated. Scale bars, 100 μm.FQuantification of epidermal thickness at 14 days post‐IR (*n* = 5–8).GKinetics of neutrophil (Ly6b^+^; *n* = 3–9) and T‐cell (CD3^+^; *n* = 3) infiltration.HQuantification by real‐time qPCR analysis of *Tnfa* and *Ccl3* mRNAs in whole skin of WT and IL‐6^−/−^ mice at indicated times post‐IR (15 Gy), (*n* = 5–7). Data information: Data represent mean ± SD (B, C, F, H) or mean ± SEM (G). *P < 0.05, **P < 0.01, **P < 0.01, ****P < 0.001 by one‐way ANOVA with Dunnett's multiple comparison test (B), two‐tailed Mann–Whitney test (C, F, H), or two‐way ANOVA with Bonferroni's post hoc multiple comparisons test (G); five independent experiments (See also Fig EV3 and Appendix Figs S7 and S9). Source data are available online for this figure.

To depict the upregulation of IL‐6 signaling pathways within the skin cell clusters, we utilized an arbitrary “*IL‐6 Signaling Score*” based on the combined relative differential expression of select IPA designated genes (*Akt1*, *Il6*, *Il18*, *Il33*, *Map2k1*, *Rala*, *Rela*, *Socs1*, *Socs3*, *Vegfa*). Appendix Fig S7B shows expression levels of the individual genes composing the IL‐6 signaling score according to cell type. Interestingly, as depicted in the cluster map, although IR‐induced IL‐6 mRNA upregulation localized to relatively few cells within the keratinocyte clusters, “*IL‐6 Signaling*” appeared to be widespread (Fig 2A), suggesting that a paracrine mechanism underlies the spread of IL‐6 signaling within these clusters. 

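The IL-6 signaling score was nearly as widespread in naïve as in irradiated skin. A UMI of at least 1 of its 10 genes was found after thinning in 71.1% of naïve and 76.4% of irradiated cells, in 73.8% and 78.9% of IFE-B, and in 84.4% and 85.4% of FIB-III/I. The largest differences were in SG (59.7% and 79.5%), IFE-KII (51.2% and 204 of 272 cells) and IFE-DI (62.7% and 76.5%). In IFE-B 8 of the 10 genes were higher beyond counting error, among them the cytokine Il18 (0.589 to 32.1 CPM), the alarmin Il33 (47.7 to 74.4 CPM) and Vegfa (45.9 to 84.0 CPM), and Socs3 was lower, while Rela was lower by CPM (ratio 0.680) and level under TMM scaling (1.01). In αβT/ILC, a cluster with 0 genes higher, Vegfa was lower. With cells thinned to 500 UMIs, a depth chosen after the data were seen, the difference over all cells was 0.636 percentage points in place of 5.33. From the few keratinocytes with Il6 mRNA beside the wide score (Fig. 2A), the paper proposes that IL-6 signaling spreads by a paracrine mechanism. The paper also rests a paracrine role of IL-6 trans-signaling on the milder injury of sgp130Fc transgenic mice. Those experiments were not analysed here, and the counts do not bear on them.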

The IL‐6 signaling score also largely aligned with IPA analysis according to their significance (−log(B‐H *P*‐val)) and/or *z*‐scores (Table EV1), with the exceptions of IFE‐KII keratinocytes, dendritic cells, and Langerhans cells, which also appeared to be positive in naïve mice and perhaps did not increase substantially following irradiation. CellPhoneDB analysis similarly indicated that IL‐6 expression in naïve skin was primarily limited to BEC and FIB‐III/I cells but spread following irradiation to include IFE‐B, IFE‐BI, and IFE‐DI cells (Appendix Fig S7C). 

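After thinning, Il6 reached 10% of cells in FIB-III/I and BEC in both libraries. The receptor genes Il6ra (chromosome 3) and Il6st (chromosome 13) together reached it in 8 naïve clusters, among them IFE-B, IFE-BI and IFE-BII, and in FIB-III/I alone in irradiated skin. This gave 16 ordered pairs of clusters in naïve and 2 in irradiated skin. With a minimum of 5% of cells the counts were 28 and 18, and without thinning 26 and 128, with IFE-B, IFE-BI, IFE-DI and SG among 8 sending clusters. Over all cells the level of Il6ra was 78.2 CPM in naïve and 19.0 CPM in irradiated skin, and that of Il6st 73.9 and 32.8 CPM.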

Potential significant interactions with IL‐6 receptor (IL‐6R), resulting mainly from IL‐6 produced from these cells, also appeared to spread following irradiation to include significant interactions within BEC, dendritic, OB/IB, SG, and the majority of IFE‐B cell clusters.

To elucidate the role of IL‐6 in IRIAD, we next determined the effect of irradiation on the skin of IL‐6 *knockout* (IL‐6^−/−^) mice (Kopf *et al*, 1994). The physiological function of IL‐6 in dermal skin cell populations is unclear since naïve IL‐6^−/−^ mice are phenotypically indistinguishable from WT controls. However, following irradiation, IL‐6 deficiency substantially reduced early manifestations of inflammation, including the appearance of serous exudations in WT mice 7–10 days post irradiation (Fig EV2A). By day 21 post‐IR, IL‐6^−/−^ mice outwardly displayed about a 10‐fold reduction in alopecia with strongly diminished histologically evident hair follicle degeneration and acanthosis in comparison to irradiated WT controls (Fig 2C–F). IL‐6 deficiency strikingly reduced CD3^+^ T‐cell infiltration into both the dermis and, notably, within degenerating hair follicles, and reduced the neutrophil infiltration, commensurate with reductions in CCL3 and TNFα mRNA upregulation (Fig 2E–H).

**Figure EV2:**
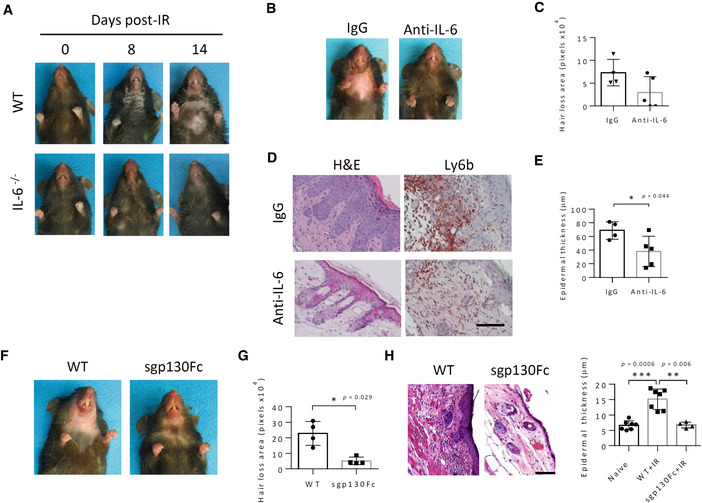
(Related to Fig 2). IL‐6 signaling blockade reduces hair loss and dermatitis in irradiated mice APhotographic images depicting the kinetics of radiodermatitis and hair loss in ventral views of representative wild‐type mice irradiated (15 Gy) to the head and neck. Times (in days) post‐IR are indicated. Serous exudates appear under the chin at 8 days post‐IR with desquamation and alopecia beginning at about 14 days post‐IR.BPhotographic images showing ventral alopecia in wild‐type mice treated with neutralizing IL‐6 mAb (Anti‐IL‐6) or control mAb (IgG; 200 μg, i.p) prior to and 8 days following irradiation (14 Gy) to the head and neck. Two independent experiments.CQuantification of the area of hair loss of mice in (B) at 14 days post‐IR, (*n* = 4–5). Data are individual mice. Two independent experiments.DHistochemical (H&E) and immunostaining of skin thin sections from mice in (B) showing morphology and neutrophil (Ly6b) infiltration (red staining). Scale bar, 50 μm.EQuantification of epidermal thickness in specimens from (D), (*n* = 4–5).FPhotographic images showing ventral alopecia in wild‐type mice (WT) and sgp130Fc transgenic mice irradiated (14 Gy) to the head and neck 21 days post‐IR. Five independent experiments.GQuantification of the area of hair loss of mice in (F), (*n* = 4).HHistochemical (H&E) staining of skin thin sections from mice in (F) and quantification of the epidermal thickness (right), (*n* = 4–7). Scale bar, 100 μm. Data information: Data are mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 by two‐tailed Student's *t*‐test (E), or Mann–Whitney test (G, H). Source data are available online for this figure.

Treatment of irradiated (14 Gy) WT mice with a neutralizing IL‐6 monoclonal antibody (mAb) largely recapitulated the effect of *IL6* gene ablation (Fig EV2B–E). Thus, anti‐IL‐6 mAb treatment produced substantial reductions in IR‐induced hair loss, acanthosis, and neutrophil infiltration, thus ruling out developmental aberrations as underlying factors in the phenotype of IL‐6^−/−^ mice. Similarly, specific blockade of IL‐6 signaling mediated via its soluble IL‐6R receptor (also called IL‐6 *trans*‐signaling) by ectopic expression of a recombinant sgp130 protein, sgp130Fc, in transgenic sgp130Tg mice (Rose‐John *et al*, 2006; Rabe *et al*, 2008; Tenhumberg *et al*, 2008) also substantially ameliorated IRIAD (Fig EV2F–H). Since sgp130 reportedly poorly blocks both autocrine, *classical* IL‐6 signaling (Jostock *et al*, 2001) and IL‐6 *trans*‐presentation (Heink *et al*, 2017), respectively, these findings substantiate the role of paracrine IL‐6 *trans*‐signaling in IRIAD. Interestingly, in this respect, in mice irradiated with 15 Gy, both neutralizing IL‐6 mAb and sgp130‐mediated *trans*‐signaling blockade were substantially less effective than total *IL6* ablation in ameliorating IRIAD.

Commensurate with IL‐6 mRNA upregulation, western blot analysis indicated that levels of phosphorylated signal transducer and activator of transcription 3 (STAT3), a key mediator of IL‐6 signaling (Heinrich *et al*, 2003), were prominently elevated beginning at about 10 days post‐IR, and were strongly diminished in irradiated IL6^−/−^ mice (Fig 3A). A similar increase in ERK1/2 phosphorylation appeared by day 7. Immunostaining analysis in irradiated WT mouse skin also showed that IR‐induced STAT3 phosphorylation localized primarily to keratinocytes within degenerating HF and IFE cells in regions of acanthosis and was substantially blocked by topical application of small‐molecule JAK inhibitors, ruxolitinib, and tofacitinib (Fig 3B and C), which have been reported to help prevent hair loss in IFN‐γ‐mediated alopecia areata in humans (Xing *et al*, 2014). Treatment by the JAK inhibitors also significantly diminished both neutrophil and CD3^+^ T cell infiltration to the skin and substantially ameliorated hair loss, although a corresponding effect on acanthosis appeared marginal (Fig 3C–E). Increased STAT3 phosphorylation also correlated in part with the IR‐induced interferon‐γ (IFN‐γ) mRNA upregulation (Appendix Fig S8). However, on day 14 post‐IR, when IFN‐γ mRNA appeared to subside to baseline levels, phosphorylated STAT3 levels remained elevated and IL‐6 deficiency, which strongly reduced STAT3 phosphorylation, did not affect IFN‐γ mRNA upregulation. Together, these findings demonstrate that IL‐6/STAT3 signaling is an inherent mediator of IRIAD.

**Figure 3:**
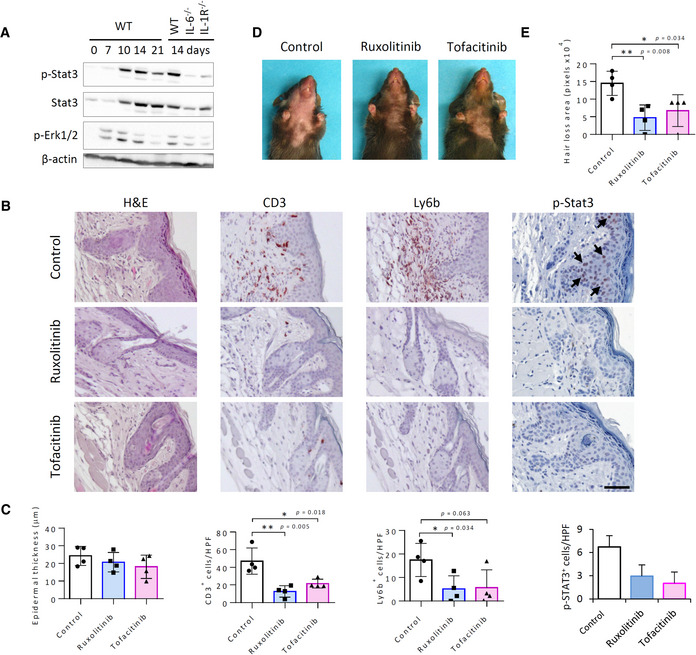
Blockade of STAT3 activation reduces IRIAD AWestern blot analysis shows phosphorylated STAT3 (p‐Stat3), Erk1 and Erk2 (p‐Erk1/2), and β‐Actin in the skin of WT, IL‐6^−/−^, and IL‐1R^−/−^ mice at indicated times (days) post‐IR (15 Gy).BHistochemical (H&E) and immunostaining (red) staining of T cells (CD3^+^), neutrophils (Ly6b^+^), and phosphorylated Stat3 (p‐Stat3; red nuclear staining, black arrows) in skin thin sections prepared at 14 days post‐IR from mice treated by daily topical application of aquosum (control), ruxolitinib, or tofacitinib following irradiation (15 Gy). Scale bar, 100 μm. (CD3 and Ly6b immunostaining images from Tofacitinib‐treated mice represent separate analyses performed on serial thin sections.)CQuantification of epidermal thickness, T cells (CD3^+^) and neutrophils (Ly6b^+^), and p‐STAT3^+^ cells in (B), (*n* = 4).DPhotographic images showing hair loss in mice at 14 days post‐IR (15 Gy) following treatment by daily topical application of aquosum (carrier control) or JAK inhibitors, ruxolitinib, or tofacitinib. Chest and neck hairs of mice in all groups were clipped prior to irradiation to enhance drug absorption.EQuantification of the area of ventral hair loss (in pixels) in mice in (D), (*n* = 4). Data information: Data represent mean ± SD. *P < 0.05, **P < 0.01, by two‐tailed Student's *t*‐test; two independent experiments (See also Appendix Fig S8). Source data are available online for this figure.

IPA‐defined IL‐6 signaling also appeared to overlap in part with the cell cycle response score (*Mki67*, *Gmnn*, and *Ccnd3*) that, in naïve skin clusters, localized primarily to basal keratinocytes (IFE‐B) cells and, following irradiation, spread to HF, basal cells (IFE‐B, IFE‐BI), and SG cells (Appendix Fig S9A). 

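In IFE-B, IL-6 signaling and the cell cycle score were found together in 44.8% of naïve and 35.6% of irradiated cells after thinning, where the products of the separate shares are 45.4% and 35.4%. The cell cycle share was 8.96% in naïve and 19.1% in irradiated SG, 15.5% and 18.3% in uHF-I/INFU-B and 12.0% and 13.0% in IFE-BI. When 2 genes of the list were required, the cell cycle score difference in IFE-B was 0.217 percentage points and the cell cycle score difference in SG -0.0475. Without thinning the share of IFE-B cells was higher in irradiated skin by 7.41 percentage points. FIB had a share of 54.6% in naïve skin, carried by the cyclin gene Ccnd3, and 16.1% in irradiated skin.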

Importantly, loss or blockade of IL‐6 signaling, whether in IL‐6^−/−^, IL‐6 mAb treated, or sgp130Tg mice, also strongly reduced IR‐induced keratinocyte hyperplasia and acanthosis visible in H&E stained thin sections (Figs 2F, and EV2E and H). Immunofluorescence staining also showed substantially increased cell division (Ki67^+^) in HF and IFE keratinocytes of irradiated WT mice and was strongly reduced by the sgp130‐mediated trans‐signaling blockade, thus confirming that the keratinocyte hyperplasia is in part IL‐6 dependent (Appendix Fig S9B).

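Cells with a UMI of both scores made up 53.9% of all irradiated cells after thinning, against a product of 53.5% from the separate shares. The shares were 81.5% against 80.8% in FIB-III/I, 59.1% against 58.7% in IFE-B and 57.9% against 60.0% in uHF-I/INFU-B. Il6 belongs to both lists. In FIB-III/I, where 85.4% of cells were positive for IL-6 signaling and 94.6% for senescence, the measure is near saturation and leaves little room above the product.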

At the same time, scRNA‐seq and IPA analyses revealed a substantial overlap of IL‐6 signaling with senescence scoring present in irradiated skin cells, particularly within fibroblast (FIB‐III/I) and keratinocytes (uHF/INFU B, IFE‐B) populations (Table EV1 and Fig EV3A). Importantly, in agreement with its reported role in the maintenance of cellular senescence (Kuilman *et al*, 2008; Marmary *et al*, 2016), levels of senescence in both the epidermal and dermal layers were strikingly diminished in the skin of irradiated IL‐6^−/−^ mice, as indicated by p16^INK4a^ immunostaining and by immune‐histochemical staining for lipofuscin (Fig EV3B). Interestingly, we also observed that prominent loss of hair color (depigmentation) appearing about 2 months post‐IR in WT mice during subsequent cycles of hair follicle regrowth (Inomata *et al*, 2009) was also strikingly reduced in IL‐6^−/−^ mice (Fig EV3C). Since hair graying by ionizing irradiation is thought to result from irreversible DNA damage‐induced abrogation of melanocyte stem cell renewal, rather than by senescence or apoptosis (Inomata *et al*, 2009), we infer from these observations that IL‐6 signaling may underlie this process as well. From these findings, we conclude that IL‐6/STAT3 signaling is a crucial mediator of cellular and phenotypic changes in IRIAD.

**Figure EV3:**
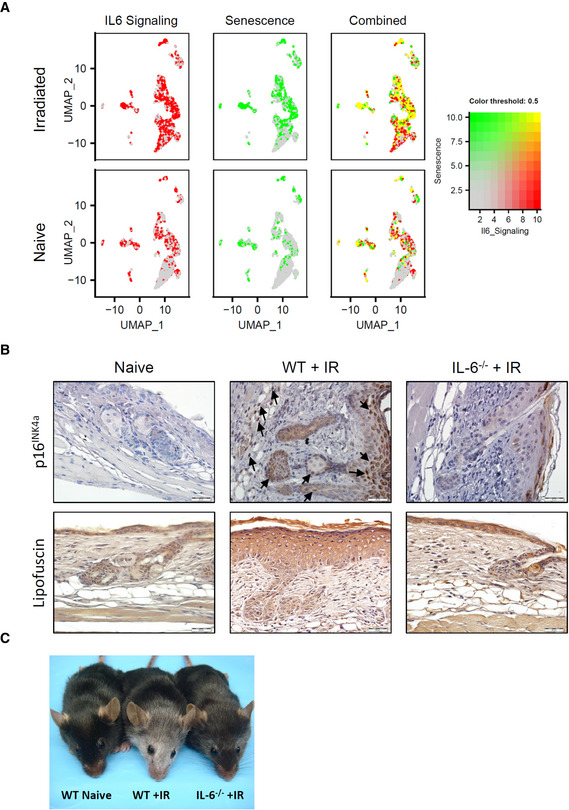
(Related to Fig 2). Substantial overlap of IL‐6 signaling and cellular senescence in irradiated mouse skin ARelative expression and co‐localization of IL‐6 Signaling (Red; see also Appendix Fig S7B) and Senescence Pathway (Green; see also Fig EV1B) scoring in integrated skin cells by blended UMAPs.BPhotographic images showing immunostaining of p16^INK4a^ (arrows) and lipofuscin (brown stain) in irradiated (15 Gy) IL‐6^−/−^ mice skin thin sections compared to irradiated wild type (WT) mice 21 days post‐IR WT. Scale bar, 20 μm.CPhotographic images showing hair depigmentation in representative naïve WT and irradiated (15 Gy) WT and IL‐6^−/−^ mice at 8 weeks post‐IR. (Four independent experiments.)

### IL‐1 signaling is crucial for IRIAD

ScRNA‐seq analysis also revealed strong IL‐1α mRNA upregulation following irradiation, appearing most notably in both basal and differentiated keratinocytes (IFE‐B, IFE‐DI/KII, IFE‐KII) and SG cells (Fig 4A), in agreement with previous observations (Luger *et al*, 1981). In contrast, IL‐1β mRNA, which in naïve skin is constitutively expressed in innate dendritic and Langerhans cells, was strongly upregulated following irradiation within Langerhans cells and infiltrating granulocytes (Fig 4A), as previously reported (Takashima & Bergstresser, 1996; Ryan, 2012). 

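Il1a (chromosome 2 of GRCm38, 129299610 to 129309972), an alarmin of keratinocytes, was higher in irradiated skin in IFE-B, SG and IFE-KII. IFE-B had 1.77 and 24.1 CPM, a ratio of 13.7 (95% interval 4.65 to 66.5), SG 1.47 and 32.0 CPM (21.8, 3.88 to 862, between naïve cells with and irradiated cells without sebocyte genes), IFE-KII 11.3 and 44.1 CPM (3.91, 3.02 to 5.13) and IFE-DI 5.88 and 19.5 CPM (3.32). IFE-DI/KII had 23.8 and 18.7 CPM (0.784, 0.358 to 1.66). Dendritic cells had 5.58 and 89.9 CPM, and granulocytes 116 CPM. After thinning, Il1a was found in 1 of 221 naïve and 27 of 658 irradiated IFE-B cells and in 9.19% of irradiated IFE-KII cells. FIB-III/I had 1 UMI in naïve and 0 in irradiated skin.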

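Granulocytes had the highest level of Il1b, at 4851 CPM with a UMI in 27 of 27 cells. In Langerhans cells the level was 619 CPM in naïve and 2555 CPM in irradiated skin, a ratio of 4.13 (95% interval 3.20 to 5.40), and the share of cells after thinning was 3 of 22 and 32 of 55. Dendritic cells had 2024 and 1759 CPM (0.869, 0.775 to 0.977), with 19 of 33 and 76 of 118 cells after thinning, and a ratio of 1.07 as a mean per cell. In IFE-B, which should lack Il1b, 0 of 658 irradiated cells had a UMI after thinning.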

Total IPA‐defined IL‐1 signaling correspondingly appeared prominently upregulated (*z*‐score ≥2) within SG cells, in correlation with IL‐1α upregulation, but also within dermal FIB‐III/I cells (Table EV1), in which both IL‐1α and IL‐1β expression appear largely absent (Fig 4A). 

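Genes of the IL-1 pathway were higher in SG, 14 of 22 beyond counting error with 4 lower and a median log2 ratio of 1.25, between naïve cells with and irradiated cells without sebocyte genes. The natural receptor antagonist Il1rn (5.89 to 103 CPM) and Il33 (41.2 to 231 CPM) were among them. In FIB-III/I 5 of 16 were higher and 2 lower, with a median of 0.17 that lies within the range of -0.38 to 0.25 of random lists of matched level. Il1r1, the signaling receptor, stood at 67.1 and 158 CPM in FIB-III/I (ratio 2.35, 95% interval 1.81 to 3.08) and Il33 at 16.6 and 314 CPM. In IFE-B 7 of 22 were higher and 6 lower (-0.09, or 0.48 under TMM scaling), and Il1r1 had a ratio of 0.267.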

CellPhoneDB analysis concurred with this assessment, indicating that potential IL‐1α/IL‐1β and IL‐1 receptor (IL‐1R) interactions spread following IR to include most HF clusters and dermal fibroblasts (Appendix Fig S10). 

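FIB-III/I was the only cluster in which both receptor chains, Il1r1 and Il1rap, reached 10% of cells after thinning, in naïve and irradiated skin alike. For Il1a this gave 0 ordered pairs in naïve and 1 in irradiated skin, from granulocytes, and for Il1b 2 and 3, from dendritic cells, Langerhans cells and, in irradiated skin, granulocytes. Without thinning the counts were 8 and 80 for Il1a and 8 and 32 for Il1b. At 5% of cells the receiving clusters were FIB-III/I, IFE-BI and IFE-BII in naïve skin and FIB-III/I and FIB in irradiated skin.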

Importantly, complete disruption of both IL‐1α and IL‐1β signaling in IL‐1R *knockout* (IL‐1R^−/−^) mice strikingly reduced IR‐induced acanthosis, neutrophil infiltration, and hair loss (Fig 4B–E), thus demonstrating a critical role of IL‐1 signaling in IRIAD. Moreover, western blot analysis showed that disruption of IL‐1 signaling in IL‐1R^−/−^ mice also strongly diminished IR‐induced STAT3 phosphorylation (Fig 3A), suggesting a close upstream relationship between IL‐1 signaling and STAT3‐mediated signaling in IRIAD. In line with its role as a SASP factor, loss of IL‐1 signaling in irradiated IL‐1R^−/−^ mice also strongly reduced p16^INK4a^ upregulation in IFE keratinocytes, hair follicles, and dermal cells compared to irradiated WT controls (Appendix Fig S11A), and, similar to IL‐6 deficiency, strikingly reduced hair depigmentation that appears following hair follicle regrowth in irradiated WT mice (Appendix Fig S11B). The latter observation suggests that IL‐1 and IL‐6 signaling may collaborate to enforce DNA damage‐induced abrogation of melanocyte stem cell renewal (Inomata *et al*, 2009).

**Figure 4:**
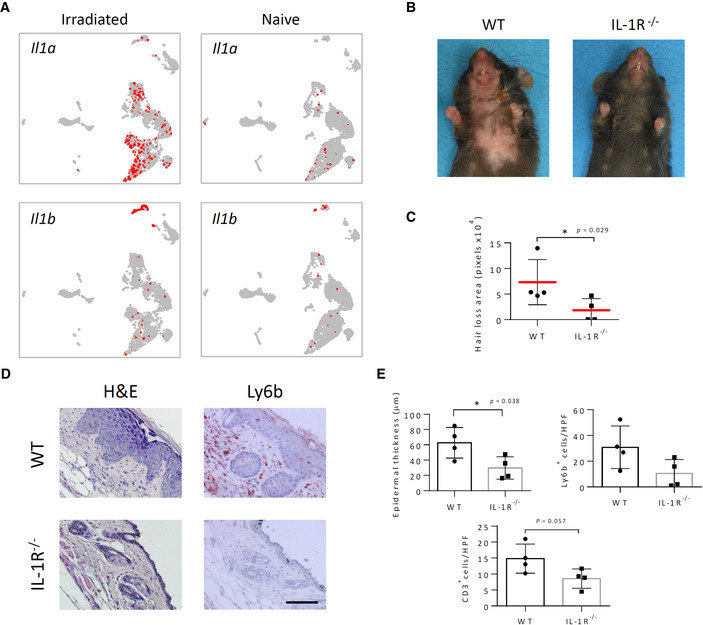
IL‐1R deficiency reduces irradiation‐induced alopecia and radiodermatitis in mice AUMAP plots depicting relative expression and localization of *Il1a* and *Il1b* mRNAs in irradiated and naïve skin‐derived cell clusters.BPhotographic images showing hair loss 14 days post‐IR (15 Gy) in WT and IL‐1R^−/−^ mice.CQuantification of ventral hair loss area 14 days post‐IR (15 Gy) in WT and IL‐1R^−/−^ mice, (*n* = 4).DHistochemical (H&E) and immunostaining (red) showing morphology and neutrophil (Ly6b) infiltration in the skin of mice in (B). Scale bar, 50 μm.EQuantification of epidermal thickness, neutrophils (Ly6b), and T cells (CD3^+^) in specimens in (D), (*n* = 4). Data information: Data represent mean ± SD. *P < 0.05, by two‐tailed Mann–Whitney test (C) or Student's *t*‐test (E); five independent experiments (See also Appendix Figs S10 and S11). Source data are available online for this figure.

### Immune‐mediated IL‐17 response and IRIAD

The apparent overlap between IL‐6 signaling and the upregulation in IL‐17 signaling in many irradiated cell clusters as indicated by IPA (Table EV1), together with the prominent IL‐6‐dependent CD3^+^ T‐cell infiltration into degenerating hair follicles in irradiated skin prompted us to next explore the role of IL‐17 upregulation in IRIAD. 

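Il17a (chromosome 1 of GRCm38, 20730905 to 20734496) stood at 548 CPM in naïve and 7446 CPM in irradiated αβT/ILC cells, a ratio of 13.6 (95% interval 10.4 to 18.1). Without thinning its transcript was found in 314 of 365 irradiated cells (86.0%, 82.0 to 89.4) and in 7 of 46 naïve cells, and after thinning in 292 of 337 and 3 of 15. In Cl-15, annotated γδT, the level was 0 CPM in naïve skin and 3347 CPM in irradiated skin, with a UMI in 16 of 55 irradiated cells (29.1%) and in 10 of 43 after thinning. The 2 libraries differed in receptor genes there, as Trdc was found in 66 of 70 naïve and 13 of 55 irradiated cells and Trac in 14 and 37. In Cl-20, where Trdc was found in 27 of 27 cells, Il17a was found in 1. IFE-B, which should lack Il17a, had 24.0 CPM and 12 of 658 irradiated cells with a UMI after thinning. Under TMM and median-ratio scaling the αβT/ILC ratio was 18.3 and 18.2, and with cells thinned to 2000 UMIs it was 46.6.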

ScRNA‐seq analysis showed that IL‐17A mRNA expression was strongly upregulated in almost all αβT/ILC cells and γδT cells found in irradiated skin (Fig EV4A). These IL‐17 expressing cells in the αβT/ILC cluster likely represent Th17 cells, since, as noted above, following irradiation nearly all of the cells in this cluster also appear to express one or more of the T‐cell marker genes, *Cd3*, *Cd28*, or *Trac* (Appendix Fig S4). 

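Without thinning, all 314 irradiated αβT/ILC cells with Il17a also carried a T-cell gene. In naïve skin 5 of the 7 cells with Il17a did. After thinning, Cd4 was found in 52 of 337 cells and Trdc or Tcrg-C1 in 69. Transcripts of T-cell receptor α and δ chains both occurred in the cluster.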

Real‐time qPCR analysis of whole skin RNA confirmed the elevation in IL‐17A mRNA levels that increased six‐ to eightfold in the skin by day 14 post‐IR (Fig EV4B).

**Figure EV4:**
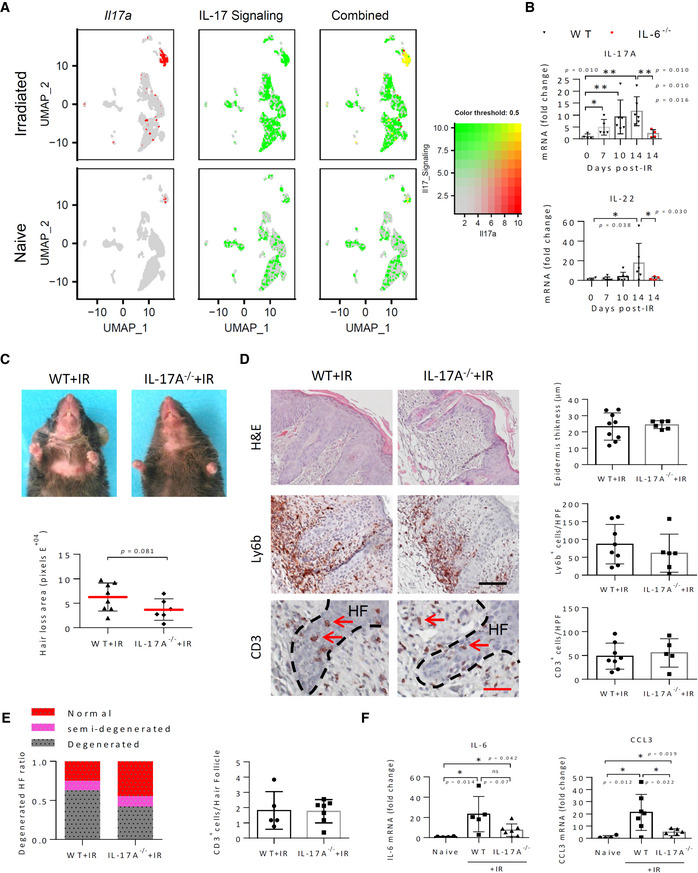
IL‐17A deficiency moderately alleviates IRIAD in mice ARelative expression and co‐localization of *Il17a* mRNA and IL‐17 Signaling in integrated skin cells by blended UMAPs.BQuantification by real‐time qPCR analysis of *Il17a* and *Il22* mRNAs in whole skin of naïve and irradiated (15 Gy) WT and IL‐6^−/−^ mice at indicated times post‐IR, (*n* = 4–7).CPhotographic images showing hair loss and radiodermatitis at 14 days post‐IR (15 Gy) in representative WT and IL‐17^−/−^ mice and quantification (below) of the area of ventral hair loss, (*n* = 6–8).DHistochemical staining (H&E), immunostaining (red), and quantification (right) of acanthosis and infiltration of neutrophils (Ly6b^+^) and T cell (CD3^+^; red arrows) to the skin and to the hair follicle (HF; dashed lines) in irradiated WT and mice in (C), (*n* = 6–7). Scale bars, 50 μm (black) and 25 μm (red).EQuantification of normal and degenerate hair follicles shown in H&E sections (left) and of T cell (CD3) infiltration into the hair follicle (HF; right) shown in (D), (*n* = 6–7).FQuantification by real‐time qPCR analysis of *Il6* and *Ccl3* mRNAs in the skin of WT and IL‐6^−/−^ mice before (naïve) and 14 days post‐IR (15 Gy, *n* = 4–7). Data information: Data represent mean ± SD. *P < 0.05, **P < 0.01 by two‐tailed Mann–Whitney test; two independent experiments (See also Appendix Fig S12).

To visually map IL‐17 signaling within the skin cell clusters, we utilized an arbitrary “*IL‐17 Signaling Score*” reflecting the relative expression of a select gene set derived from the IPA‐designated “*IL‐17A Signaling in Airway Cells*” pathway (*Akt1*, *Akt2*, *Ccl11*, *Chuk*, *Ccl20*, *Cxcl3*, *Il17a*, *IL17f*, *Il17rc*, *Il19*, *Jak2*, *Map2k1*, *Map2k2*, *Map2k4*, *Mapk13*, *Mapk14*, *Nfkbia*, *Pik3r2*, *Pik3ca*, *Pik3r1*, *Pten*, *Rela*). Appendix Fig S12A shows expression levels of the individual IL‐17 signaling score component genes according to cell type. 

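The IL-17 score was close to saturation, with a UMI of at least 1 of its 22 genes in 99.3% of naïve and 99.3% of irradiated cells after thinning. The summed CPM of its genes had a ratio of 3.86 in αβT/ILC, 2.64 in Cl-15, 2.78 in SG, 1.10 in IFE-B, 1.02 in FIB-III/I and 0.931 over all cells. Under TMM scaling the ratios were 1.62 in IFE-B, 1.10 in FIB-III/I and 1.36 over all cells, where the direction turned. In αβT/ILC the higher genes were Il17a, Il17f, Cxcl3 and the inhibitor Nfkbia, and Pik3r1 was among the lower ones. Jak2 was lower by CPM alone, as its interval held 1 under TMM scaling (0.661, 0.421 to 1.09) and under median-ratio scaling. In IFE-B 8 of 22 were higher and 4 lower, and in FIB-III/I 4 and 4. Il19, a cytokine of the IL-10 family, stood at 2.35 CPM in naïve and 133 CPM in irradiated IFE-B.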

As expected, increased IPA‐defined IL‐17 signaling was evident in αβT/ILC cells and in some γδT cells, where it overlapped with IL‐17A mRNA upregulation, but also spread throughout epidermal keratinocytes and dermal FIB‐III/I fibroblasts (Fig EV4A). CellPhoneDB analysis similarly reported potential IL‐17A/IL‐17RAC ligand–receptor interactions of low intensity (≤ 0.37) within naïve cell clusters that increased substantially (≤ 1.8) following irradiation. These post‐IR interactions, which now involved IL‐17A expression from both αβT/ILC and γδT cells, spread to encompass most epidermal HF cells and keratinocytes (OB/IB, INFU B, uHF I/II/V, IFE BI/ BII, SG, IFE KII/DI), and many dermal stromal populations (FIB‐III/I, BEC, LEC) as well (Appendix Fig S12B). 

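Without thinning, 65 ordered pairs of clusters met the 10% minimum for Il17a with Il17ra and Il17rc in irradiated skin and 7 in naïve skin. The receiving clusters in irradiated skin included IFE-BI, IFE-BII, IFE-KII, SG, OB/IB, uHF-I/INFU-B, FIB-III/I, LEC and BEC. After thinning, 1 pair remained in naïve and 0 in irradiated skin, where no cluster had both receptor chains in 10% of cells. At 5% of cells the counts were 9 and 8. Il17a was also found in clusters annotated endothelial, in 9 of 39 irradiated BEC (774 CPM) and 5 of 34 irradiated LEC (462 CPM), and in 14 of 85 cells of Cl-13 (486 CPM). At least 2 T-cell genes were found there after thinning to 500 UMIs, a depth chosen after the data were seen, in 3 irradiated BEC, 1 LEC and 2 cells of Cl-13 and in 0 naïve cells of these clusters, so the Il17a is not shown to be endothelial.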

IL‐17A upregulation was accompanied by a roughly 30‐fold increase in IL‐22 mRNA expression (Fig EV4B) that co‐localized with IL‐17A mRNA mainly in αβT/ILC cells (Appendix Fig S12C), identifying some cells within this cluster as pathogenic Th17 T cells, although the presence of other related cell types, including non‐pathogenic Th17 cells and innate ILC3 cells, cannot be excluded (Yamazaki *et al*, 2008; Klose & Artis, 2016; Wu *et al*, 2018). 

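Il22 (chromosome 10 of GRCm38, 118204942 to 118210047) had 0 UMIs in naïve skin and 2802 in irradiated skin, at least 372-fold higher over all cells, and 2082 of these lay in αβT/ILC (1538 CPM). Without thinning its transcript was found in 155 of 365 irradiated αβT/ILC cells (42.5%, 95% interval 37.3 to 47.7) and in 130 of 337 after thinning. Of the 155 cells 144 also carried Il17a and 11 did not. In IFE-B, which should lack it, Il22 was found in 9 of 658 cells after thinning. BEC had 611 CPM, in 8 of 39 cells, and 3 of the 39 carried at least 2 T-cell genes after thinning to 500 UMIs, a depth chosen after the data were seen, against 0 of 73 naïve cells.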

Importantly, in irradiated IL‐6^−/−^ mice, expression of both *Il17a* and *Il22* mRNAs remained close to baseline levels (Fig EV4B), suggesting a critical IL‐6‐dependent role of IL‐17A and IL‐22 producing T/ILC cells in IRIAD.

To determine the contribution of IL‐17A to IRIAD, we assessed the effect of irradiation on IL‐17A *knockout* (IL‐17A^−/−^) mice. In comparison to WT controls, irradiated IL‐17A^−/−^ mice displayed only a moderate relief in hair follicle degeneration and hair loss of about 40% (*P* = 0.08), without apparent reductions in acanthosis or either neutrophil or CD3^+^ T cells infiltration (Fig EV4C–E). Curiously, although the levels of IR‐induced IL‐6 and CCL3 mRNAs appeared to be substantially reduced in IL‐17A^−/−^ mice, they apparently remained sufficiently elevated to support IRIAD (Fig EV4F). This was perhaps due to compensation by IL‐17F upregulation, which displayed expression and potential ligand–receptor interaction patterns similar to those of IL‐17A (Appendix Fig S12D and E).

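Il17f, the neighbor of Il17a on chromosome 1 (20777146 to 20790617), had 882 CPM in naïve and 4569 CPM in irradiated αβT/ILC cells, a ratio of 5.18 (95% interval 4.19 to 6.47). Without thinning it was found in 294 of 365 irradiated cells, 279 of which also carried Il17a, and in 5 of 46 naïve cells, and after thinning in 272 of 337 and 2 of 15. Cl-15 had 0 and 581 CPM. The pairs of clusters for Il17f were the same in number as those for Il17a, except for 5 in place of 8 at the 5% minimum in irradiated skin.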

### CCR6/CCL20‐mediated cell migration drives IRIAD in mice

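Without thinning, Ccr6 was found in 61 of 365 irradiated αβT/ILC cells (16.7%, 95% interval 13.0 to 20.9), 59 of which also carried Il17a, and in 6 of 46 naïve cells. After thinning it was found in 46 of 337 and 1 of 15. Thinned to 500 UMIs, a depth chosen after the data were seen, the direction turned, with 8 of 365 irradiated (2.19%, 0.951 to 4.27) and 3 of 46 naïve cells (6.52%, 1.37 to 17.9). Of the 99 UMIs of this chemokine receptor in irradiated skin 72 lay in αβT/ILC. Its level there was 71.0 CPM in naïve and 53.2 CPM in irradiated skin (ratio 0.749, 0.346 to 1.93, or 1.01 under TMM scaling), and over all cells 0.388 and 1.39 CPM. Ccl20, its ligand (chromosome 1 of GRCm38, 83116766 to 83119167), had ratios of 4.32 in IFE-DI (3.53 to 5.33), 1.56 in IFE-BII (1.28 to 1.90) and 9.37 in SG (2.57 to 77.7, between naïve cells with and irradiated cells without sebocyte genes). In IFE-B its level was 39.4 CPM in naïve and 35.3 CPM in irradiated skin (0.896, 0.697 to 1.17), in IFE-KII 72.6 and 78.1 CPM (1.08, 0.952 to 1.21), in uHF-I/INFU-B 23.9 and 34.3 CPM and in IFE-DI/KII 142 and 71.8 CPM (0.507). Over all cells the ratio was 1.13 (1.06 to 1.22). By share of cells IFE-DI/KII ran the other way, as 10% with Ccl20 without thinning was reached in irradiated skin alone. After thinning, IFE-DI/KII, IFE-DI, IFE-BII and uHF-I/INFU-B reached 5% in irradiated skin alone, uHF-II/V and Cl-13 in naïve skin alone, and IFE-KII in both. FIB-III/I had 3 UMIs of Ccl20 in naïve and 0 in irradiated skin. Under TMM and median-ratio scaling the IFE-B ratio turned to 1.32 (1.03 to 1.73) and 1.34, and under either the interval lay above 1 in 8 of 10 keratinocyte clusters, against 4 by CPM.

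**Figure D6:**
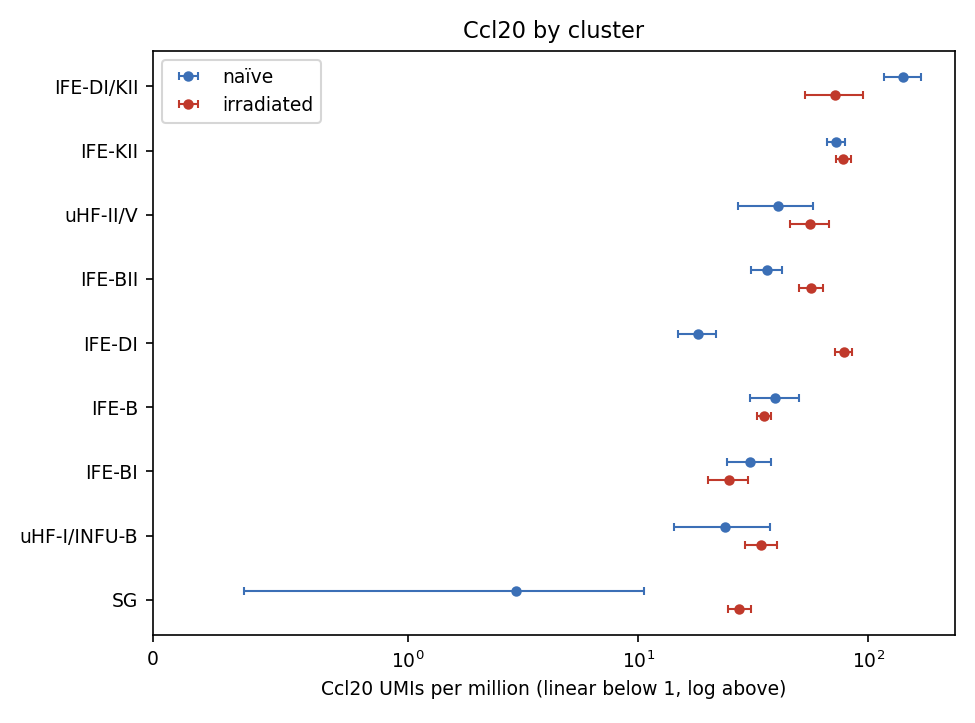
CPM of Ccl20 by cluster in naïve and irradiated skin on a log axis, with exact Poisson 95% intervals. IFE-DI had 18.1 and 78.3 CPM, and IFE-B 39.4 and 35.3 CPM.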

Because in the experiment described above, IL17A‐deficient CD3^+^ T cells nevertheless retained their ability to infiltrate into degenerating HFs, thus maintaining a strong correlation with radiodermatitis and alopecia, we instead sought to determine the effect of disrupting the CCL20/CCR6 chemokine signaling that mediates migration of IL‐17‐producing cells (Yamazaki *et al*, 2008) on IRIAD. scRNA‐seq analysis indicated that IR‐induced *Ccr6* mRNA was primarily expressed by cells within the αβT/ILC cluster and that irradiation strikingly upregulated *Ccl20* mRNA, as well as IL‐17‐induced psoriasis‐related chemokines and antimicrobial peptides, including, S100A8, and S100A9 (Furue *et al*, 2020) that localized predominantly within epidermal keratinocyte clusters (Fig 5A and Appendix Fig S13A). CellPhoneDB analysis similarly supported this finding, indicating that potential significant CCL20/CCR6‐mediated cell interactions following irradiation spread throughout epidermal keratinocyte clusters to include IFE‐B, uHF, uHF I/INFU‐B, SG, and IFE‐KII clusters, but not within either dermal fibroblasts or endothelial populations (Appendix Fig S13B). 

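After thinning, 1 ordered pair of clusters met the 10% minimum for Ccl20 and Ccr6, from IFE-KII to αβT/ILC in irradiated skin, and 0 did in naïve skin. Without thinning there were 9 in irradiated skin, all from keratinocyte clusters to αβT/ILC, and 2 in naïve skin, from IFE-B and IFE-KII. No fibroblast or endothelial cluster sent Ccl20 under either setting. At 5% of cells after thinning there were 3 in naïve skin, from IFE-KII, uHF-II/V and Cl-13, which the paper counts as endothelial-related, and 5 in irradiated skin, all from keratinocyte clusters. The naïve pairs rest on few cells, with Ccr6 in 1 of 15 αβT/ILC cells and 16 cells of Cl-13 left.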

From these observations, we infer that, principally, the epidermal keratinocyte and hair follicle cells direct the irradiation‐induced CCL20‐mediated immune cell infiltration to the skin. Real‐time qPCR analysis confirmed the upregulation of both *Ccl20* and *Ccr6* mRNAs, which reached maximal levels by day 7 post‐IR, prior to maximal IL‐6 upregulation, albeit within the presence of notably relatively high basal IL‐6 levels expressed by BEC and FIB‐III/I cells (Fig 5B and Appendix Fig S7A). Moreover, IL‐6 deficiency in irradiated mice led to significant reductions in both *Ccl20* and *Ccr6* mRNAs levels, thus indicating a strong correlation between IL‐6 and CCL20/CCR6‐mediated αβT/ILC recruitment in IRIAD (Fig 5B).

**Figure 5:**
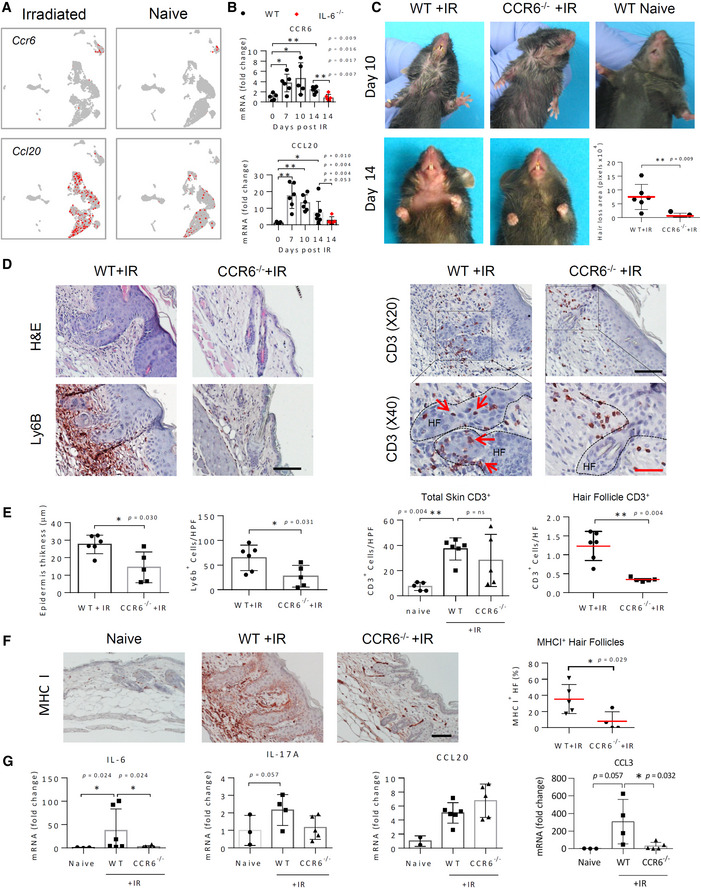
CCR6 deficiency strongly reduces IRIAD in mice AUMAP plots depicting relative expression and localization of *Ccr6* and *Ccl20* mRNAs in irradiated and naïve skin‐derived cell clusters.BQuantification by real‐time qPCR analysis of *Ccr6* and *Ccl20* mRNAs in whole skin of naïve and irradiated (15 Gy) WT and IL‐6^−/−^ mice at indicated times post‐IR, (*n* = 5–7).CPhotographic images showing the development of radiodermatitis and alopecia in irradiated (15 Gy) WT and CCR6^−/−^ mice at indicated times post‐IR. Escalating radiodermatitis, which manifests on day 7–10 as serous exudates on the chin and neck, is visible in both strains and progresses in WT mice to alopecia by day 14 post‐IR but resolves spontaneously in the CCR6^−/−^ mice. Quantification (lower right) of the area of hair loss at 14 days post‐IR, (*n* = 6).DHistochemical staining (H&E) and immunostaining (red) show morphology and infiltration of neutrophils (Ly6b^+^) and T cells (CD3^+^; red arrows) to the skin and to the hair follicle (HF; dashed lines) in WT or CCR6^−/−^ mice 14 days post‐IR. Scale bars, 50 μm (black) and 25 μm (red).EQuantification of epidermal thickness, neutrophils (Ly6b^+^), total T‐cell (CD3^+^) infiltration to the skin, and (F) CD3^+^ cells infiltration to the hair follicle in (D), (*n* = 5–6).FMHC class I immunostaining (red) of skin thin sections prepared at 14 days post‐IR from mice in (C), and quantification (right) of MHC I‐positive hair follicles, (*n* = 4–5). Scale bar, 50 μm.GQuantification by real‐time qPCR analysis of *Il6*, *Il17a*, *Ccl20*, and *Ccl3* mRNAs in the skin of naïve WT and irradiated (15 Gy) WT and CCR6^−/−^ mice at 14 days post‐IR, (*n* = 3–5). Data information: Data represent mean ± SD. *P < 0.05, **P < 0.01 by two‐tailed Student's *t*‐test (E‐Ly6b, H), or by Mann–Whitney test (all other panels). Two independent experiments (See also Appendix Figs S13–S15). Source data are available online for this figure.

To determine the role of CCR6/CCL20‐mediated cell recruitment in IRIAD, we subjected CCR6 *knockout* (CCR6^−/−^) mice to irradiation (15G) and followed the development of IRIAD for a period of 2 weeks. To our surprise, at about 7–10 days post‐IR, irradiated CCR6^−/−^ mice presented with a notable inflammatory response, manifest by conspicuous erythema and serous exudations, indistinguishable from that of irradiated WT controls (Fig 5C). However, shortly thereafter, this response spontaneously and abruptly resolved, such that by day 14 post‐IR, the irradiated CCR6^−/−^ mice displayed little hair loss (Fig 5C). Irradiated CCR6^−/−^ mice also displayed dramatically reduced radiodermatitis, with significant reductions in keratinocyte hyperplasia, acanthosis, and neutrophil (Ly6b^+^) infiltration in comparison to irradiated WT controls (Fig 5D and E). Importantly, although overall IR‐induced CD3^+^ T‐cell infiltration into the skin appeared to be maintained in the CCR6^−/−^ mice, close examination revealed that while CCR6 deficiency permitted CD3^+^ T‐cell infiltration to dermal layers, it overwhelmingly excluded infiltration from hair follicles (Fig 5D and E). In contrast, CCR6 deficiency appeared to reduce overall CD4^+^ T‐cell accumulation, including in the dermal layer and hair follicles (Appendix Fig S14). This suggests that CCR6 is important for the overall accumulation of CD4^+^ cells, whereas for the hair follicle, CCR6 is important for the accumulation of CD4^+^ and CD4^−^ T cells.

The apparent exclusion of CD3^+^ T‐cell infiltration from hair follicles of irradiated CCR6^−/−^ mice also suggested that the hair follicles in these mice may retain their immune‐privileged status that is lost in WT mice following irradiation (Paus *et al*, 2005; Ito & Tokura, 2014). Indeed, MHC I immunostaining demonstrated a striking upregulation in the dermis and hair follicles of irradiated WT mice, consistent with loss of immune privilege status (Paus *et al*, 2005), that was significantly attenuated in CCR6^−/−^ mice, being restricted mainly to areas outside of the hair follicles (Fig 5F). Irradiated CCR6^−/−^ mice also displayed significant reductions in expression of IL‐6, IL‐17, and CCL3 mRNAs, suggesting a critical cross talk between infiltration and activation of IL‐17‐producing CCR6^+^ T/ILC cells, with both IL‐6 upregulation and neutrophil infiltration in IRIAD (Fig 5G). Nevertheless, despite reductions in cytokine signaling and radiodermatitis in CCR6^−/−^ mice, *Ccl20* mRNA upregulation remained elevated in comparison to naive WT controls, indicating the persistence of pro‐inflammatory signals in these mice (Fig 5G). Notably, CCR6 deficiency also substantially diminished the IR‐induced p16^INK4a^ upregulation and the accumulation of senescence‐associated lipofuscin (Appendix Fig S15), suggesting a supporting, proximity‐dependent relationship between infiltrating IL‐17‐expressing CCR6^+^ T cells and senescent epidermal and dermal skin cells. These findings demonstrate that CCR6/CCL20‐mediated immune cell migration promotes IRIAD together with multiple IL‐6‐ and IL‐1R‐mediated cellular responses, including keratinocyte hyperplasia, acanthosis, and senescence.

### Cyclosporine A suppresses IRIAD in mice

To determine whether suppression of T‐cell migration and activation can serve as a practical therapeutic tool for preventing IRIAD, we administered the T‐cell suppressant, cyclosporine A (CSA; Flanagan *et al*, 1991; Wang *et al*, 2015) to irradiated WT mice and followed IRIAD development as before. As shown in Fig 6A–D, CSA administration to the irradiated mice strongly reduced alopecia and most histological parameters of IRIAD, including hair follicle degeneration, keratinocyte hyperplasia, and acanthosis. CSA treatment also reduced CD3^+^ T‐cell infiltration by about 2.5‐fold, thus confirming its effect as a T‐cell suppressant, and marginally reduced neutrophil infiltration but without statistical significance (Fig 6D). In line with its effect as an immune suppressant, CSA treatment also strongly reduced IR‐induced upregulation of IL‐6, IL‐17, IL‐22, CCL3, and CCR6, but not that of CCL20 (Fig 6E), thus largely recapitulating the effect of CCR6 ablation.

**Figure 6:**
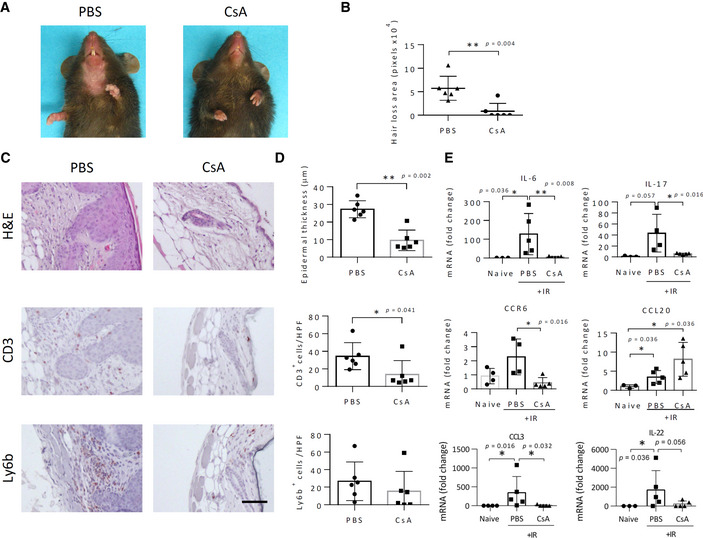
Cyclosporine A treatment prevents IR‐induced alopecia and radiodermatitis APhotographic images showing hair loss in control (PBS) and cyclosporine (CsA) treated WT mice at 14 days post‐IR (15 Gy).BQuantification of the area of ventral hair loss in mice in (A), (*n* = 6).CHistochemical (H&E) and immunostaining (red) show T cell (CD3^+^) and neutrophil (Ly6b^+^) infiltration in the skin of mice in (A). Scale bar, 100 μm. (Images of CD3 and Ly6b immunostaining from CsA‐treated mice represent separate analyses performed on serial thin sections.)DQuantification of epidermal thickness, and T‐cell (CD3^+^) and neutrophil (Ly6b^+^) infiltration (red staining) in skin thin sections from (C), (*n* = 6).EQuantification by real‐time qPCR analysis of *Il6*, *Il17a*, *II22*, *Ccl3*, *Ccr6*, and *Ccl20* mRNAs in whole skin of naïve and irradiated (15 Gy) control (PBS) and CSA‐treated WT mice at 14 days post‐IR, (*n* = 5). Data information: Data represent mean ± SD. *P < 0.05, **P < 0.01 by two‐tailed Mann–Whitney test; two independent experiments. Source data are available online for this figure.

Taken together, these findings demonstrate a crucial cross talk between senescence‐associated IL‐6 and IL‐1 upregulation and CCL20/CCR6‐mediated recruitment of IL‐17 producing αβT/ILC cells that drive IRIAD.

## Discussion

While the sensitivity of skin and hair follicles to injury in human radiotherapy patients has long been recognized, the driving mechanisms of IRIAD remain unclear, thus leaving a largely unanswered therapeutic need (Chase, 1954; Malkinson & Keane, 1981; Hymes *et al*, 2006). In the present study, we have combined scRNA‐seq analysis to an irradiated murine model together with genetically deficient mice in order to elucidate molecular and cellular mechanisms underlying IRIAD. Cellular senescence and upregulation of the SASP, including IL‐6 and IL‐1, are expected outcomes of ionizing radiation‐induced DNA damage, as others and we have previously reported (Marmary *et al*, 2016; He & Sharpless, 2017), and, as observed here, are inherently associated with IRIAD. Moreover, our findings reveal a pivotal, senescence‐associated cross talk between IR‐induced cytokines/chemokines, IL‐6, IL‐1, and CCL20, produced by keratinocytes and fibroblasts, and chemokine‐mediated infiltration of IL‐17‐producing Ccr6^+^ T cells that, in an apparent feedback loop, drive the hallmark features of radiodermatitis and transient hair loss (Appendix Fig S16).

scRNA‐seq and bioinformatics analyses have provided an opportunity to understand in depth the complexity of the cellular and molecular drivers of IRIAD. Thus, dermal fibroblasts (FIB‐III/I) and epidermal keratinocytes (IFE‐B) are identified as the primary sources of IR‐induced IL‐6. In contrast, while upregulation of IL‐1α was largely found within clusters of differentiated keratinocytes (IFE‐KII), sebaceous gland cells, and IFE‐B cells, upregulated IL‐1β expression was observed exclusively within innate dendritic cells, Langerhans cells, and granulocytes. Moreover, despite the relatively small numbers of IL‐6‐ and IL‐1‐producing cells, bioinformatics analysis and molecular blockade experiments indicate that cytokine signaling spreads throughout irradiated dermal and epidermal layers, apparently via paracrine mechanisms, which in the case of IL‐1β signaling is likely assisted by migration of innate immune cells.

Our findings also provide strong evidence that IL‐6 and IL‐1 signaling critically underlie both the frank IR‐induced inflammatory response and keratinocyte hyperplasia, since the deficiency or blockade of signaling by either cytokine strongly diminished both features. Accordingly, populations of dividing epithelial cells in irradiated skin concentrate primarily within the basal keratinocyte cluster, IFE‐B, converging with IPA‐defined IL‐6 signaling. This is in agreement with previous studies showing that IL‐6 *per se* promotes human keratinocyte proliferation *in vitro* and that ectopic IL‐6 expression in rat skin via naked DNA transfection induces keratinocyte proliferation, as well as lymphocytic infiltration and erythema (Grossman *et al*, 1989; Yoshizaki *et al*, 1990; Sawamura *et al*, 1998). At the same time, in many irradiated skin cell clusters, including IFE‐B cells, IL‐6 signaling also overlaps with increased senescence pathways. Although counterintuitive, the notion that senescence may be a key driver of keratinocyte hyperplasia in irradiated skin aligns well with observations showing that senescent cells and the SASP, including IL‐6, play essential roles in optimizing skin wound healing (Gallucci *et al*, 2000; Demaria *et al*, 2014; Ritschka *et al*, 2017). Moreover, oncogene‐induced cellular senescence by conditional ectopic H‐Ras^G12V^ transgene expression in epidermal keratinocytes, involving SASP upregulation, including IL‐6 and IL‐1β, also reportedly produces marked keratinocyte hyperplasia and acanthosis, together with age‐related inflammation (Golomb *et al*, 2015). However, our findings also indicate that IL‐6 signaling appears to be absent in about half of the cycling, non‐senescent IFE‐B cells, thus suggesting that factors in irradiated skin other than IL‐6 may also promote basal keratinocyte hyperplasia. 

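Among irradiated IFE-B cells positive for the cell cycle score and negative for the senescence score after thinning, 15 of 77 (19.5%, 95% interval 11.3 to 30.1) had no UMI of any IL-6 score gene. In naïve IFE-B 13 of 68 such cells (19.1%, 10.6 to 30.5) had none. With Mki67 and Gmnn alone marking cycling cells, the counts were 14 of 68 irradiated and 10 of 57 naïve cells.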

Th17‐expressed IL‐22, which mediates IL‐23‐induced acanthosis and dermal inflammation in psoriasis (Zheng *et al*, 2007; Nograles *et al*, 2008), is also expressed by cells within the αβT/ILC cluster and may also contribute to IR‐induced keratinocyte hyperplasia. In this and other respects, IRIAD shows a high degree of similarity with psoriasis, including the Th17 cytokine‐related inflammatory response, as well as the simultaneous presence of keratinocyte hyperplasia together with the presence of cellular senescence in keratinocytes associated with high IGFBP2 expression and p16INK4a upregulation (Mercurio *et al*, 2020).

According to the present study's findings, IL‐6 signaling is crucial for IL‐17 upregulation and for CD3^+^ T‐cell infiltration to the HF, and, vis‐a‐versa; IR‐induced IL‐6 upregulation is strongly dependent upon CCR6^+^ cell infiltration and IL‐17 upregulation. This strongly suggests that a progressive feedback loop involving an IR‐induced IL‐6/IL‐1/CCR6‐CCL20/IL‐17 cytokine and chemokine cascade mediates the collapse of the hair follicle immune privilege status and T/ILC cell infiltration, leading to hair follicle degeneration (Appendix Fig S16). This conclusion is in agreement with previous observations showing that IL‐6 *trans*‐signaling and TGF‐β are critical for the development and activation of Th17 cells (Dominitzki *et al*, 2007; Korn *et al*, 2009; Jones *et al*, 2010), and that neutralization of IL‐6 signaling functioning downstream of IL‐17A efficiently reduces the psoriasis‐like pathogenesis, including infiltration of effector T cells, formation of neutrophil microabscesses, and acanthosis in the skin of IL‐17A‐overexpressing mice (Croxford *et al*, 2014). Similarly, IL‐1β in combination with IL‐23 can induce IL‐17 and IL‐22 expression by γδT cells (Sutton *et al*, 2009). Conversely, induction of IL‐1 and IL‐6 in various cell types and upregulation of ICAM‐1 and HLA‐DR expression in keratinocytes are among some of the known pleiotropic activities of IL‐17 (Fossiez *et al*, 1998; Jovanovic *et al*, 1998; Albanesi *et al*, 1999). Thus, although the hair follicle epithelium displays features of relative immune privilege, characterized by very low expression of MHC Ia and suppressed MHC II‐dependent antigen presentation (Paus *et al*, 2005), it is plausible that IL‐17 expression, perhaps from infiltrating CD3^+^ T cells, may underlie the MHC I upregulation and the apparent collapse of immune privilege in the hair follicle that accompany IR‐induced hair loss. The close association of IL‐6‐dependent neutrophil infiltration with IRIAD, which is mediated in part by CCL3, suggests that neutrophils may also contribute to IRIAD, perhaps by the generation of local oxidative stress, and also by acting as a source of sIL‐6R for IL‐6 *trans*‐signaling (Chalaris *et al*, 2007).

Although IL‐17, IL‐22, and CCR6 upregulation are commonly considered as signature markers of Th17‐mediated skin pathologies (Di Cesare *et al*, 2009), these markers are also expressed by γδT cells, which normally reside in the skin and other mucosal tissues and act as immune sentinel cells (Mabuchi *et al*, 2011; Nielsen *et al*, 2017), as well as in subsets of CCR6^+^ type 3 innate lymphoid (ILC3) cells (Dumoutier *et al*, 2011; Spits *et al*, 2013; Salimi & Ogg, 2014). In the present study, we find that while IL‐17 was upregulated in nearly all cells of the irradiated αβT/ILC cluster and in a majority of γδT cells, scRNA‐seq analysis detected CCR6 expression exclusively within a subset of the αβT/ILC cell population. However, as previously reported, γδT cells, which constitutively express CCR6 that is necessary for their recruitment to the inflamed skin (Campbell *et al*, 2017; McKenzie *et al*, 2017), are also reportedly important effectors of radiodermatitis in mice (Liao *et al*, 2017). This suggests that our findings may represent an underestimation of CCR6^+^ cell populations, perhaps due to limitations of the scRNA‐seq technology employed here. Thus, while the present findings clearly establish roles of IL‐17 and CCR6, and strongly point to an effector role of Th17 cells in IRIAD, they cannot be considered to unequivocally rule out contributions by γδT cells and ILCs.

As radiotherapy remains a principle means for the treatment of a wide range of cancers, including breast cancer, head and neck cancers, and cancers of the brain, we sought to elucidate the driving mechanism(s) of IRIAD in order to identify therapeutic targets of the acute and chronic side effects associated with irradiation injury to the skin. Although these invaliding complications have long been recognized in patients, surprisingly, little is known about their underlying mechanisms. This is due in part to the complexity of the interaction between the many cell types, and also due to structural changes and the extreme sensitivity of the inflamed skin following radiotherapy, which greatly complicates surgical procedures and wound healing (Gieringer *et al*, 2011; Haubner *et al*, 2012). Hence, for ethical considerations, skin biopsies from irradiated areas in patients are difficult to justify and thus have not been made available in order to validate the observations of this animal model. This also reflects the paucity of therapeutic prophylaxis for IRIAD. Indeed, IRIAD remains a substantial unmet clinical challenge despite the various tested approaches for its prevention or treatment, which include palliative washing with mild soaps, the topical application of radioemulsions or corticosteroids, the administration of Toll‐like receptor 5 agonists, as well as treatments for the prevention of alopecia by scalp cooling, or the topical application of the nitroxide radioprotector, Tempol (Shah *et al*, 2000; Metz *et al*, 2004; Hymes *et al*, 2006; Burdelya *et al*, 2012).

While there are considerable differences between the skin and hair of mice and humans, including structural, cellular, and immune components (Randall *et al*, 2003; Pasparakis *et al*, 2014), the definitive roles of cytokine and chemokine signaling by IL‐6, IL‐1, IL‐17, and CCR6‐CCL20 in IRIAD demonstrated here present multiple opportunities for the development of targeted inhibitors to ameliorate IRIAD in the clinic (Xing *et al*, 2014). Several inhibitors of IL‐6 and IL‐1 signaling are currently approved or in development for clinical use (Schett *et al*, 2016; Garbers *et al*, 2018), as are potential pharmacological agents that target the CCR6‐CCL20 axis (Ranasinghe & Eri, 2018). Importantly, the findings of this study suggest that targeting small molecular weight inhibitors to epidermal keratinocyte layers could have profound therapeutic effects on the development of radiodermatitis. Indeed, the striking response in irradiated mice to topical application of the JAK kinase inhibitors, ruxolitinib and tofacitinib, and cyclosporine suggests that these agents should be of immediate consideration for clinical evaluation in patients with radiodermatitis. Moreover, the apparent mechanistic similarities of radiodermatitis and psoriasis found here in comparison to other studies suggest that treatments found effective for one condition may well be effective for the other as well. This will naturally also depend on safety and efficacy considerations, with particular reference to potential interference with radiotherapy and chemotherapy protocols aimed at treating the patient's cancer.

## Materials and Methods

### Study approval

The Joint Ethics Committee (IACUC) of the Hebrew University and Hadassah Medical Center approved the study protocol for animal welfare. The Hebrew University is an accredited institute of the American Association for the Accreditation of Laboratory Animal Care (AAALAC) International.

### Mice

Mice (C57BL/6; Harlan Laboratories Ltd., Jerusalem), IL‐6^−/−^ (B6;129S2‐Il6^*tm1Kopf*^/J, C57BL/6; The Jackson Laboratory; Kopf *et al*, 1994), sgp130Fc (C57BL/6) mice (Rabe *et al*, 2008), IL‐1R^−/−^ (C57BL/6) mice (Glaccum *et al*, 1997), CCR6^−/−^ (C57BL/6) mice (Hedrick *et al*, 2009), and IL‐17^−/−^ mice (Nakae *et al*, 2002) were maintained in an animal facility under SPF conditions, at a temperature of ~23°C in a 12‐h light–dark cycle. Mice received sterile commercial rodent chow and water *ad libitum*. Procedures and maintenance were performed in accordance with the Institutional Animal Care and Use Committee‐approved animal treatment protocols (license number OPRR‐A01‐5011).

Female mice, 6‐ to 7‐week old, were irradiated to the head and neck while immobilized in Perspex tubular jigs without anesthesia. The 6MV energy X‐Ray radiation was delivered by a Varian linear accelerator, Clinac 2100EX model (FSD = 100 cm, field size = 7 × 40 cm), in a single fraction dose of 15 Gy, unless indicated otherwise (Marmary *et al*, 2016). Antibody‐mediated IL‐6 inhibition experiments were performed using neutralizing monoclonal anti‐mouse IL‐6 antibody (MAB406; R&D Systems Inc.; 200 mg, i.p.), or a monoclonal IgG1 isotype control antibody (MAB005; R&D Systems Inc.; 200 mg, i.p.) administered 2 h prior to irradiation and on day 7 post‐IR. Cyclosporine (Sandimmune; NOVARTIS; 22 mg/kg, i.p.) was administered daily for 14 days beginning immediately following irradiation.

For topical treatment studies, mice were anesthetized (ketamine/xylazine) 4–6 days prior to irradiation, and chest and neck fur was sheared. Mice were treated immediately following irradiation and then once daily for 14 days with vehicle (10% DMSO in Aquaphor) or vehicle containing JAK inhibitors, ruxolitinib (INCB18424), and tofacitinib (CP‐690550; AbMole BioScience), initially dissolved in DMSO and then mixed 1:10 in Aquasum (Aquaphor), to achieve 0.5% JAK inhibitor ointment.

Hair loss, which typically began approximately 2 weeks post‐IR and reached maximal levels by about 3 weeks post‐IR, was recorded by digital photography at indicated times post‐IR on anesthetized (ketamine/xylazine) mice using a standardized camera placement and magnification. In order to reduce the number of experimentally treated animals exposed to irradiation, hair loss and inflammatory markers were quantified either at 21 days post‐IR or, alternatively, at 14 days post‐IR prior to taking skin samples for molecular and histochemical analyses. The area of hair loss was quantified in square pixels (pixels) using ImageJ Imaging software (NIH).

For the collection of tissue specimens, full‐thickness skin biopsies were excised at indicated time points prior to sacrifice from the anterior surface (neck and upper chest) of anesthetized (ketamine/xylazine) mice and were either snap frozen in liquid nitrogen for RNA extraction, snap frozen in OCT for immunostaining, or fixed in 4% buffered formaldehyde. Data evaluation from animal experiments was performed by the researchers in non‐blinded conditions.

### 3′ single‐cell RNA sequencing

Cells for scRNA‐seq analysis were prepared from whole skin samples removed from shaved naive or irradiated mice essentially as described (Guerrero‐Juarez *et al*, 2019). Briefly, skin samples were treated by Dispase 2 (Sigma‐Aldrich) for 60 min at 37°C and separated into dermal and epidermal layers. The separated skin layers were minced into small pieces, pooled, and treated by shaking at 37°C for 100 min in a solution of Liberase™ Research Grade (Roche)/DNase (Roche) in PBS containing 2% FCS (WS) to disperse the cells. EDTA was added to 7 mM during the final 10 min incubation. Post incubation, single‐cell suspensions were diluted with an equal volume of WS containing 2× cOmplete™ Protease Inhibitor Cocktail (Sigma‐Aldrich) and strained through a 70‐μM filter to remove large tissue debris. Cell suspensions derived from skin samples of four mice per treatment group were pooled and dead cells were removed using the Dead Cell Removal Kit (MACS) as per the manufacturer's directions and repeated one time to achieve a suspension of ~90% viable cells. Live cells were suspended in PBS containing 10% FCS and used for cDNA library construction using Chromium Single Cell 3′ GEM, Library & Gel Bead Kit v3 (10× Genomics, 6230 Stoneridge Mall Road Pleasanton, CA 94588 USA) according to the manufacturer's instructions (https://www.10xgenomics.com/support/single‐cell‐gene‐expression/documentation/steps/library‐prep). Sequencing was performed using the Illumina Nextseq500 platforms with the following sequencing conditions: 26 bp (Read1) and 58 bp (Read2). Library preparation, quality control, and sequencing were performed at the Core Research Facility, The Faculty of Medicine – Ein Kerem, The Hebrew University of Jerusalem, Israel.

### Single‐cell RNA‐Seq data processing and integration

Raw reads of each sample were processed using the “count” command of the Cell Ranger software, v2.0.2, aligning the reads to the mouse mm10 (GRCm38) genome version. The generated report was used for assessing the quality of the samples in terms of cell numbers (5,450, 4,177), the average reads per cell (32,761, 105,484), the fraction of reads in cells (95.8, 96.6%), and alignment rate and saturation (61.7, 65.4%) for naive and irradiated samples, respectively. The datasets were filtered further to retain only high‐quality cells with more than 200 expressed genes and less than 5% of mitochondrial RNA transcripts. Genes expressed in less than three cells were removed. Finally, 5,135 naive and 3,670 irradiated cells were retained for analysis using the package Seurat 3.0.2 and Seurat 4.0.4 (Satija *et al*, 2015; Butler *et al*, 2018; Stuart *et al*, 2019) on R3.6.3 and R4.0, respectively. Datasets were normalized using “LogNormalize”, a global‐scaling normalization method. From each sample, 2,000 highly variable genes were selected for the downstream analysis. Datasets were then integrated using the Seurat FindIntegrationAnchors function, followed by the function IntegrateData with 1 to 40 dimensions. The integrated data were scaled, centered, subjected to dimension reduction using PCA1 to PCA40 and clustered at 0.6 resolution using PCA1 to PCA40, and visualized by Uniform Manifold Approximation and Projection (UMAP).

Seurat FindMarkers function using the non‐parametric Wilcoxon rank‐sum test was used for the identification of differentially expressed genes between clusters, both within and between the experimental groups. The log2 fold change (FC) threshold and the minimum fraction of gene detection in either of the two groups were set to zero in order to enable the ranking of genes required for the Gene Set Enrichment Analysis GSEA. Figures to visualize the clusters, as well as the marker expression in the low‐dimensional space (UMAP), were generated by Seurat visualization functions. For simultaneous visualization of co‐expressed markers, the blend argument was applied in the FeaturePlot Seurat function (Hao *et al*, 2021). Dot plots were generated using Seurat DotPlot function. Customization of Seurat's function was performed using ggplot2's themes (Wickham, 2016).

### Cell type identification and functional enrichment analysis

Cell type identities of clusters (0, 1, 2, 3, 4, 5, 8, 9, 10, 11, 14) were determined according to gene expression data of naïve cells using the non‐cutoff‐dependent Gene Set Enrichment Analysis (GSEA) tool (Subramanian *et al*, 2005) utilizing previously published gene set signatures markers for dermal (Guerrero‐Juarez *et al*, 2019) and epidermal skin cell types (Joost *et al*, 2016). For each cluster, the expressed genes in naïve cells were ranked by their expression log2FC versus the general expression of all other cells. Immune clusters and some endothelial cell populations clusters (7, 10, 12, 13, 15, 16, 17, 18, 19, 20, 21) were identified by comparisons within the Immunological Genome Project (ImmGen; https://www.immgen.org/; Heng *et al*, 2008).

### Ingenuity pathway analysis

Pathway enrichment analysis of the significantly differentially expressed genes between naïve and irradiated cells in each cluster was carried out using the Ingenuity Pathway Analysis (IPA^®^; QIAGEN Inc., https://digitalinsights.qiagen.com/products‐overview/discovery‐insights‐portfolio/content‐exploration‐and‐databases/qiagen‐ipa/). Genes with adjusted *P*‐value < 0.05 and expressed in ≥ 25% of cells in at least one of the compared groups were considered as significantly differentially expressed. IPA *z*‐scores > 2 or IPA *z*‐score < −2 are confidently predicted to be up/down‐regulated.

### CellPhoneDB ligand–receptor interaction analysis

ScRNAseq expression matrix gene IDs were converted from mouse to human using the OMA ontology browser (https://omabrowser.org/oma/home/) data. Genes were used for further analysis only if their mouse to human gene pairing was a 1:1 match. Converted expression matrix per sample together with cluster metadata as generated in the scRNA‐seq analysis was subjected to CellPhoneDB analysis using default parameters. For selected ligand–receptor interactions, CellPhoneDB analysis outputs of *P*‐values and means of the average expression level of interacting molecule 1 in cluster 1 (*Y*‐axis) and interacting molecule 2 in cluster 2 (*X*‐axis) were used to generate a separate cluster interactions heat map. Cluster interaction heat maps were generated using the R package corrplot (https://cran.r‐project.org/web/packages/corrplot/vignettes/corrplot‐intro.html). Means of the average expression level of interacting molecule 1 in cluster 1 (*Y*‐axis) and interacting molecule 2 in cluster 2 (*X*‐axis) with *P* < 0.05 were indicated by the color and size of each data point.

### Antibodies

Antibodies used for immunostaining (IHC) and western blot (WB) analyses were as follows: anti‐CD3 (MCA1477, 1:300; Bio‐Rad), anti‐Ly6B (MCA771G, 1:3,000; Bio‐Rad), anti‐CD4 (ab183685, 1:1,000; Abcam), anti‐MHC class I (ab15681, 1:100; Abcam), anti‐Ki67 (#9106, 1:100; NeoMarker SP6), anti‐phospho‐STAT3 (pTyr‐705) for IHC (#9145, 1:200; Cell Signaling Technology), anti‐phospho‐STAT3 (pTyr‐705) for WB (sc‐8,059, 1:200; Santa Cruz Biotechnology), anti‐STAT3 (sc‐8019, 1:200; Santa Cruz Biotechnology), anti‐phospho‐ERK1/2 (M8159, 1:4,000; Sigma), PLAUR/uPAR antibody (orb13650, 1:300; Biorbyt Ltd.), anti‐p16^INK4A^ (ab54210, 1:100; Abcam), and β‐actin antibody (A5316, 1:10,000; Sigma). Immunostainings and western blots were developed using anti‐mouse HRP polymer or anti‐Rabbit HRP polymer (Dako, Denmark). Immunohistochemical staining for lipofuscin in senescent cells was performed using SenTraGor™ (Arriani Pharmaceuticals, Athens, Greece) according to the manufacturer's instructions and developed with an anti‐biotin antibody (ab234284, 0.5 μg/ml; Abcam).

### Immunohistochemistry

Thin sections (5 μm thick) of skin biopsies fixed in 4% buffered formaldehyde, followed by 80% ethanol and embedded in paraffin blocks were stained with H&E by standard procedures for histological analyses or stained overnight with anti‐mouse antibodies at 4°C in a humidified chamber. Epidermal thickening was measured on photomicrographs of H&E stained thin sections using CellSens Entry, Olympus software.

### Western blot analysis

Protein extracts (50 μg) prepared from flash‐frozen tissue samples by homogenization were separated by polyacrylamide gel electrophoresis and subjected to western blot analysis as described previously (Marmary *et al*, 2016) and probed overnight with anti‐mouse antibodies.

### RNA

RNA for real‐time qPCR analysis was extracted from snap‐frozen tissue specimens using Rneasy Fibrous Tissue Mini Kit (QIAGEN). Reverse transcription of total RNA was performed using the qScriptTM cDNA Synthesis Kit (#95047) and Quantitative PCR (qPCR) of mRNA was performed using PerfeCTa SYBR Green FastMix ROX (#95073; Quanta Biosciences Inc., Gaithersburg, MD, USA). Target mRNAs were normalized to *Ndufb9*. qPCR assays were performed in triplicate using an AB 7900 HT fast Real‐Time PCR system (Applied Biosystems, Foster City, CA, USA) or CFX384 TM Real‐Time System with C1000 Touch Thermal Cycle (Bio‐Rad, Hercules, CA, USA).

Primers used for qPCR:

**Table:** 

Gene	Forward 5′ → 3′	Reverse 5′ → 3′
IL‐6	ATACCACTCCCAACAGACCTGTCT	CAGAATTGCCATTGCACAACTC
IL‐17	GGAAAGCTGGACCACCACA	CACACCCACCAGCATCTTCTC
CCL20	TTGCTTTGGCATGGGTACTG	TCGGCCATCTGTCTTGTGAA
CCL3	TTCTCTGTACCATGACACTCTGC	CGTGGAATCTTCCGGCTGTAG
CCR6	ATGCGGTCAACTTTAACTGTGG	CCCGGAAAGATTTGGTTGCCT
TNF‐α	CTGTAGCCCACGTCGTAGCAA	CTGGCACCACTAGTTGGTTGTCT
IL‐22	TCCGAGGAGTCAGTGCTAAA	AGAACGTCTTCCAGGGTGAA
IL‐23	AATAATGTGCCCCGTATCCAGT	GCTCCCCTTTGAAGATGTCAG
CCR1	CAGAGCCCTCCTACAACACAG	CCAGGGAGTACAGGGGAGT
CCR3	TCAACTTGGCAATTTCTGACCT	CAGCATGGACGATAGCCAGG
CCL2	CTTCTGGGCCTGCTGTTCA	CCAGCCTACTCATTGGGATCA
CCR5	TTTTCAAGGGTCAGTTCCGAC	GGAAGACCATCATGTTACCCAC
IL‐2	CCCAAGCAGGCCACAGAATTGAAA	AGTCAAATCCAGAACATGCCGCAG
TGF‐β	TGACGTCACTGGAGTTGTACGG	GGTTCATGTCATGGATGGTGC
IL‐4	AGATGGATGTGCCAAACGTCCTCA	AATATGCGAAGCACCTTGGAAGCC
CCR2	ATCCACGGCATACTATCAACATC	CAAGGCTCACCATCATCGTAG
CCL5	GTGCCCACGTCAAGGAGTAT	CTCTGGGTTGGCACACACTT
IFN‐γ	AGAGGATGGTTTGCATCTGGGTCA	ACAACGCTATGCAGCTTGTTCGTG
Ndufb9	CAGCCGTATATCTTCCCAGACT	CTCAGAGGGATGCCAGTAATCTA

### Statistics

Data were evaluated for significance by two‐tailed Student's *t*‐test, Mann–Whitney test, or two‐way ANOVA, as indicated in the figure legends, with *P* ≤ 0.05 considered significant for all analyses. Calculations were performed using GraphPad Prism 6.02 software (GraphPad Software, Inc., San Diego, CA).

## Author contributions

**Mor Paldor:** Conceptualization; investigation; writing – original draft. **Orr Levkovitch‐Siany:** Investigation; methodology. **Dana Eidelshtein:** Investigation. **Claes D Enk:** Conceptualization; writing – review and editing. **Yitzhak Marmary:** Conceptualization; writing – review and editing. **Revital Adar:** Investigation. **Sharona Elgavish:** Formal analysis; writing – review and editing. **Yuval Nevo:** Data curation; formal analysis. **Hadar Benyamini:** Formal analysis. **Inbar Plaschkes:** Formal analysis. **Shiri Klein:** Conceptualization. **Alex Mali:** Formal analysis. **Stefan Rose‐John:** Conceptualization; resources; writing – review and editing. **Amnon Peled:** Conceptualization; resources; writing – review and editing. **Eithan Galun:** Conceptualization; supervision; funding acquisition; writing – review and editing. **Jonathan H Axelrod:** Conceptualization; formal analysis; supervision; funding acquisition; investigation; writing – original draft; project administration; writing – review and editing.

In addition to the CRediT author contributions listed above, the contributions in detail are:

JHA and EG conceived and supervised the study. JHA, MP, EG, AP, CDE, and YM designed the experiments. MP and OL‐S conducted the experiments. MP, OL‐S, RA, SK, and DE acquired data. MP, JHA, EG, SR‐J, AP, DE, SE, YN, HB, IP, SK, and AM analyzed data. AP and SR‐J provided reagents. MP and JHA assembled the data and wrote the manuscript. All authors discussed the results and edited the manuscript.

## Disclosure and competing interests statement

SR‐J has acted as a consultant and speaker for AbbVie, Chugai, Genentech Roche, Pfizer, and Sanofi. He also declares that he is an inventor on patents owned by CONARIS Research Institute, which develops the sgp130Fc protein Olamkicept together with the companies Ferring and I‐Mab. SR‐J has stock ownership in CONARIS. JHA, EG, SR‐J, and YM are listed inventors of pending intellectual property based on the findings of this study.

## Supporting information

Appendix

Expanded View Figures PDF

Table EV1

Source Data for Expanded View

Source Data for Figure 2

Source Data for Figure 3

Source Data for Figure 4

Source Data for Figure 5

Source Data for Figure 6

## Data Availability

The datasets and computer code produced in this study are available in the following databases: scRNA‐Seq: GEO GSE201447 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201447).

# Supplementary material for: Single‐cell transcriptomics reveals a senescence‐associated IL‐6/CCR6 axis driving radiodermatitis
**Source:** EMBO Mol Med. 2022 Jul 4;14(8):e15653. doi: 10.15252/emmm.202115653
**Supplement:** Supplementary file 1 — Appendix

Appendix Table of Contents

Appendix Table S1:	Cell Number per Cluster.
Appendix Figure S1:	Characterization of IRIAD in a mouse model.
Appendix Figure S2:	GSEA Identification of major naïve integrated cell clusters.
Appendix Figure S3:	Cell cluster identity determined through ImmGen analysis.
Appendix Figure S4:	Marker genes expressed in $\alpha\beta$ T/ILC Cluster 7.
Appendix Figure S5:	scRNA-seq identifies cycling cells in mouse skin.
Appendix Figure S6:	CellPhoneDB analysis shows the effect of irradiation on numbers of potential ligand-receptor interactions in mouse skin derived cell clusters.
Appendix Figure S7:	Irradiation increases potential IL-6 mediated ligand-receptor interactions between skin cell clusters.
Appendix Figure S8:	IR-induced IFN- γ mRNA upregulation in the skin is not affected by IL-6 deficiency.
Appendix Figure S9:	Partial overlap of IL-6 signaling with cell cycle scoring in irradiated epidermal cells.
Appendix Figure S10:	Irradiation increases IL-1 mediated ligand-receptor interaction potential between skin cell clusters.
Appendix Figure S11:	IL-1R deficiency reduces irradiation-induced p16INK4a upregulation and hair depigmentation in mice.
Appendix Figure S12:	Irradiation increases IL-22 (Il22) mRNA expression and IL-17 signaling potential between skin cell clusters.
Appendix Figure S13:	Irradiation-induced alarmin expression and CCL20-CCR6 interaction potential concentrate within epidermal skin cell clusters.
Appendix Figure S14:	Ccr6 deficiency reduces irradiation-induced CD4 ⁺ T cell infiltration to the dermis and hair follicles in mice.
Appendix Figure S15:	Ccr6 deficiency reduces irradiation-induced cellular senescence-associated markers in mouse skin.
Appendix Figure S16:	A schematic model of senescence-associated IL-6/IL-1/CCR6 axis in irradiation-induced dermatitis and hair loss.

Appendix Table S1: Cell Number per Cluster

Cluster No.	Cell Type	Naïve		Irradiated	
		Cell #	%	Cell #	%
0	IFE BII	1154	22%	323	9%
1	IFE DI	1017	20%	371	10%
2	IFE B	224	4%	660	18%
3	IFE BI	512	10%	235	6%
4	IFE KII	369	7%	275	8%
5	FIB III/I	460	9%	140	4%
6	SG	67	1%	346	9%
7	$\alpha\beta$ TC/ILC	46	1%	365	10%
8	uHF I/INFU B	164	3%	238	7%
9	uHF II/V	164	3%	137	4%
10	FIB	258	5%	41	1%
11	OB/IB	178	3%	39	1%
12	Dendritic	55	1%	136	4%
13	DN	82	2%	85	2%
14	IFE DI/KII	110	2%	30	1%
15	$\gamma\delta$ TC	70	1%	55	2%
16	LEC	86	2%	34	1%
17	BEC	73	1%	39	1%
18	Langerhans	30	1%	55	2%
19	EC	16	0.3%	12	0.3%
20	NK/ILCs	0	0.0%	27	1%
Total		5135	100%	3643	100%

Appendix Figure S1

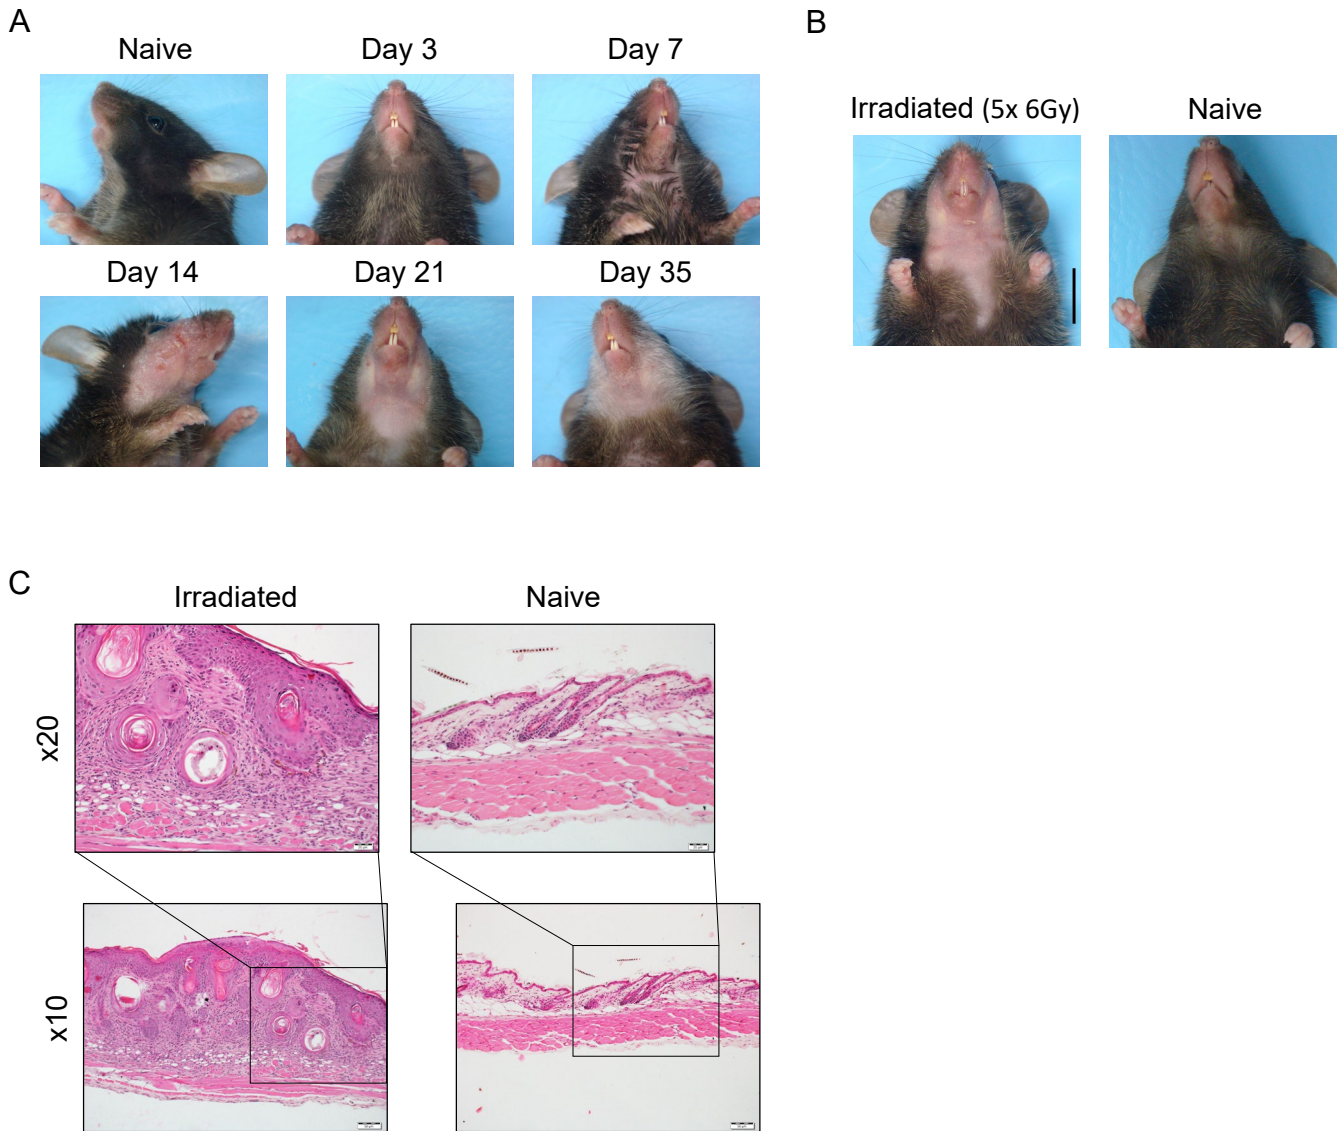

Appendix Figure S1 (Related to Figure 1). Characterization of IRIAD in a mouse model.

- Photographic images showing kinetics of radiodermatitis, alopecia, and hair depigmentation in side and ventral views of wild type mice irradiated (15 Gy) to the head and neck. Times (in days) post-IR are indicated. Serous exudates appear under the chin at 8 days post-IR with desquamation beginning at about 14 days post-IR. Hair growth reappears between 3-8 weeks post-IR showing extensive hair color loss.
- Photographic images showing ventral alopecia at day 21 post-IR in wild type mice irradiated (30Gy) to the head and neck in fractionated doses (5x 6Gy). Scale bar, 1 cm.
- Histochemical (H&E) staining of thin sections showing skin morphology in naïve mice and irradiated (15Gy) mice at 14 days post-IR. Histological hall marks of radiodermatitis, including inflammation, acanthosis, and hair follicle degeneration are evident in irradiated skin specimens. Scale bars, 20 μm (x20) and 50 μm (x10) .

Appendix Figure S2

A→

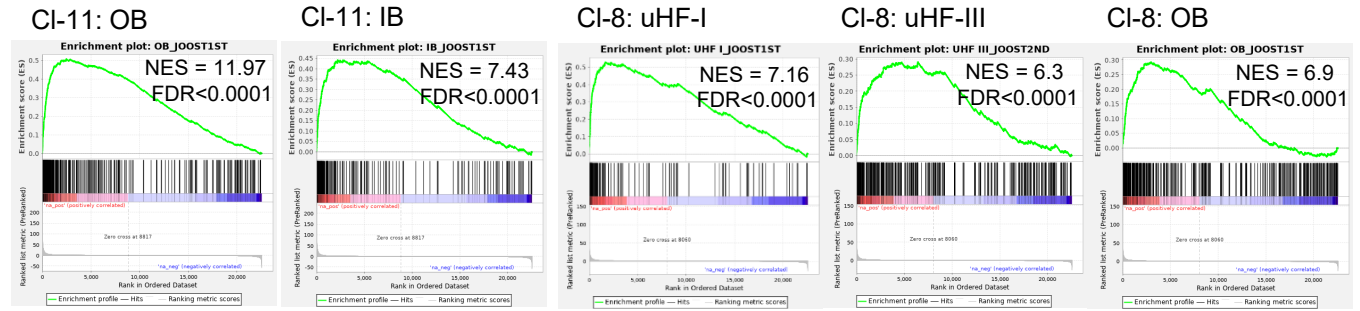

B→

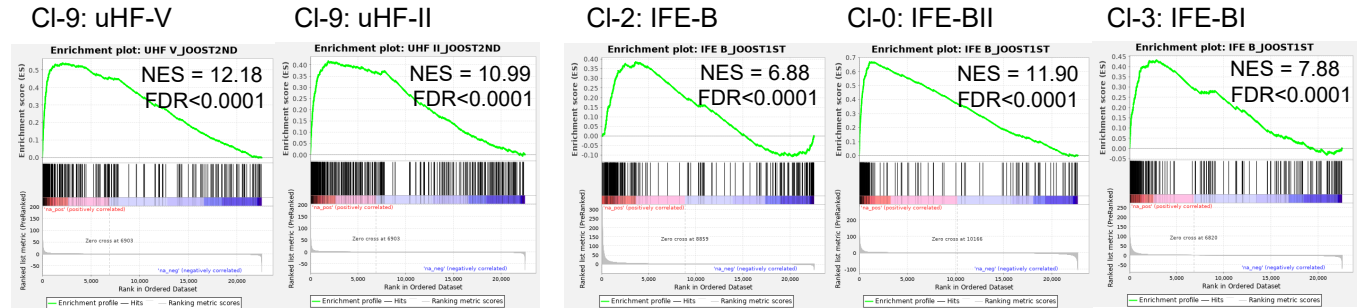

C→

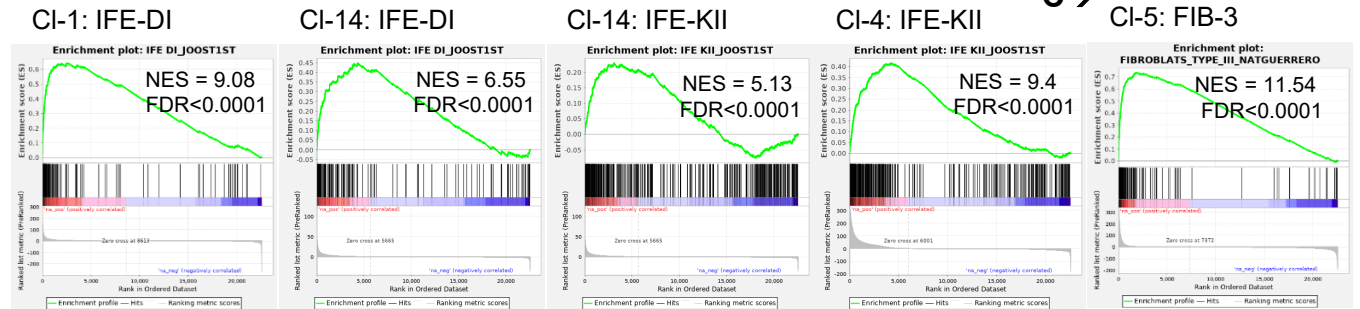

D→

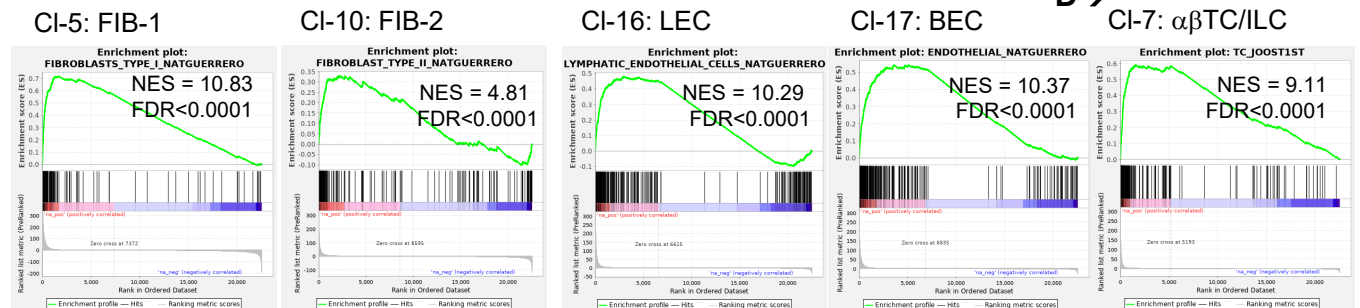

CI-15: γδTC

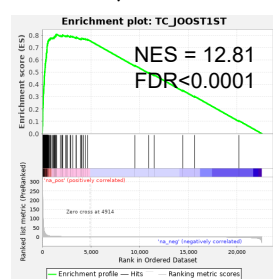

Appendix Figure S2 (Related to Figure 1). GSEA Identification of major integrated cell clusters.

GSEA plots showing cluster cell type identification according to the ranked log2FC expression of all genes.

- Hair follicle cells: outer/inner bulge (OB/IB), upper hair follicle (UHF) infundibular (INFU) cells.
- Interfollicular Epidermis basal and differentiated cells (IFE-B, IFE-D, IFE-K).
- Dermal stromal fibroblasts (FIB) and endothelial (LEC, BEC) cells.
- Immune αβT and γδT cells.

Appendix Figure S3

A

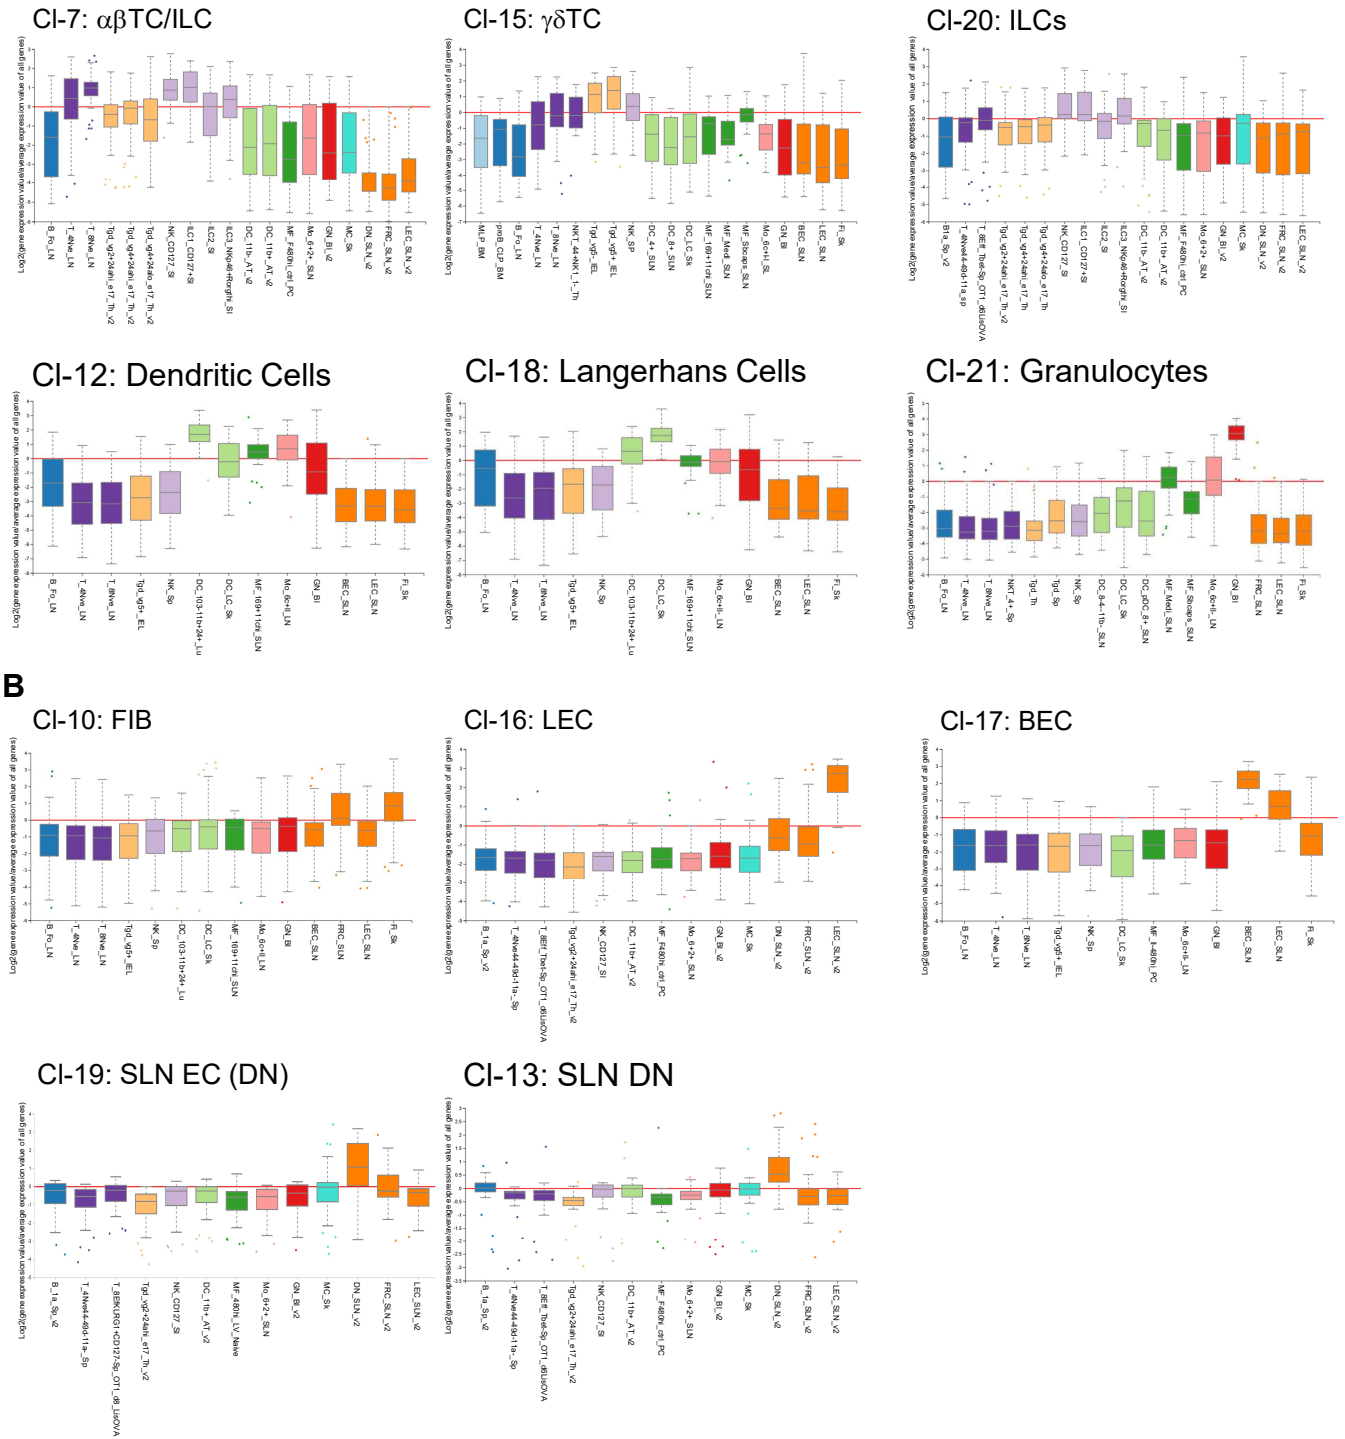

Appendix Figure S3 (Related to Figure 1). Cell cluster identity determined through ImmGen analysis.

W-plots generated by ImmGen analysis showing cluster identity for (A) Immune derived cell clusters and (B) stromal endothelial cell clusters. Analyses were performed by comparison of the top 50 most significant DE genes versus the ImmGen Microarray V1 dataset (Clusters 1,10,12,15,18) or the Microarray V2 dataset (clusters 7,13,16,17,19,20).

Appendix Figure S4

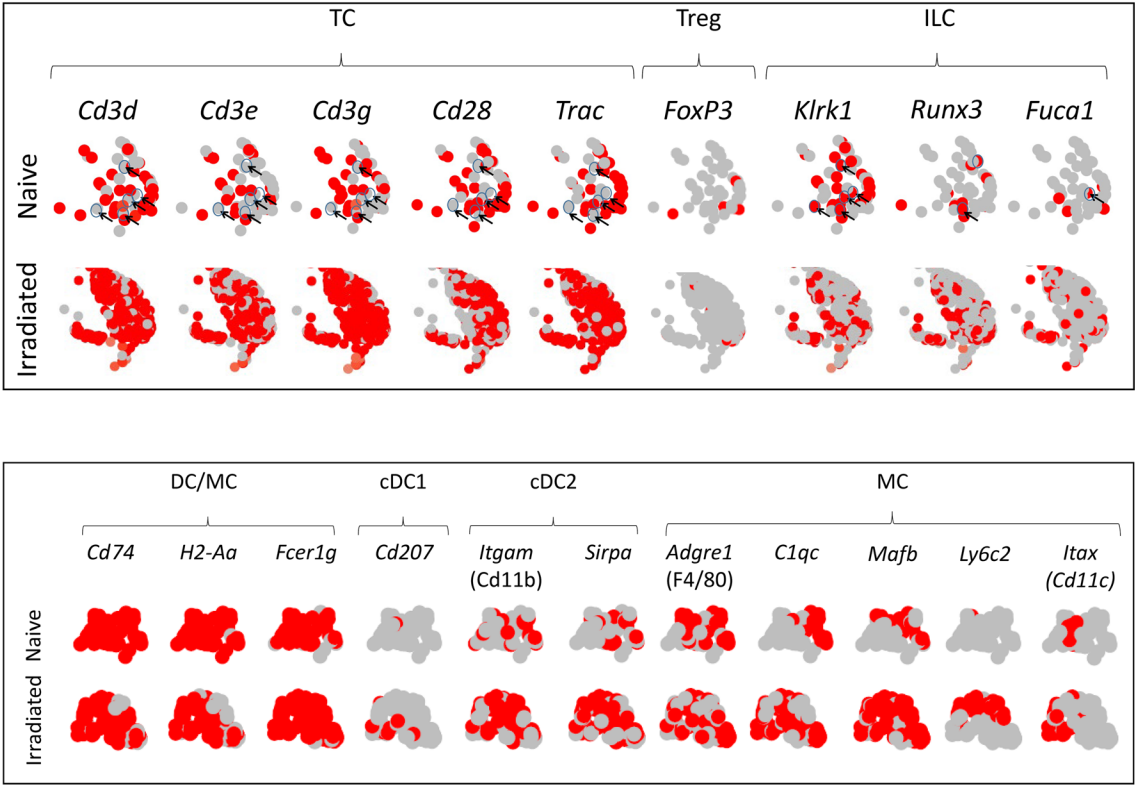

Appendix Figure S4 (Related to Figure 1). Marker genes expressed in $\alpha\beta$ T/ILC Cluster 7.
Top: UMAPs depicting relative expression (Red) of T cell-related and ILC-related markers genes (*Cd3*, *Cd28*, *Trac*, *Klrk1*, *Runx3*, *Fuca1*, and *FoxP3*) in Cluster 7 from naïve (top row) and irradiated (bottom row) mouse skin. Arrows with circles depict naïve *Klrk1*⁺ *Cd3*⁻ cells.
Bottom: UMAPs depicting relative expression of markers related to dendritic cells (DC), conventional DC (cDC1 and cDC2), and monocyte-derived macrophages and dendritic cells (MC) (*Cd74*, *H2-Aa*, *Fcer1g*, *Cd207*, *Itgam*, *Sirpa*, *Adgre1*, *C1qc*, *Mafb*, *Ly6c2*, and *Itax*) in Cluster 12. Cells from naïve (top row) and irradiated (bottom row) mouse skin are shown independently.

Appendix Figure S5

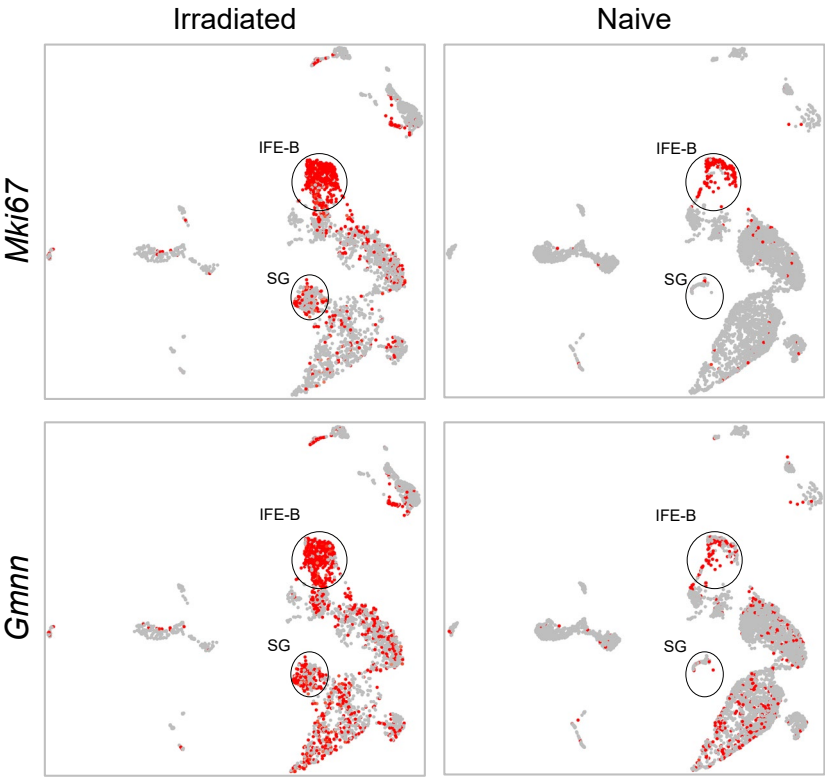

Appendix Figure S5 (Related to Figure 1). scRNA-seq identifies cycling cells in mouse skin. UMAPs depicting relative expression of cell cycle markers Ki-67 (*Mki67*) and Geminin (*Gmnn*) mRNAs in integrated skin clusters from naïve and irradiated mouse skin.

Appendix Figure S6

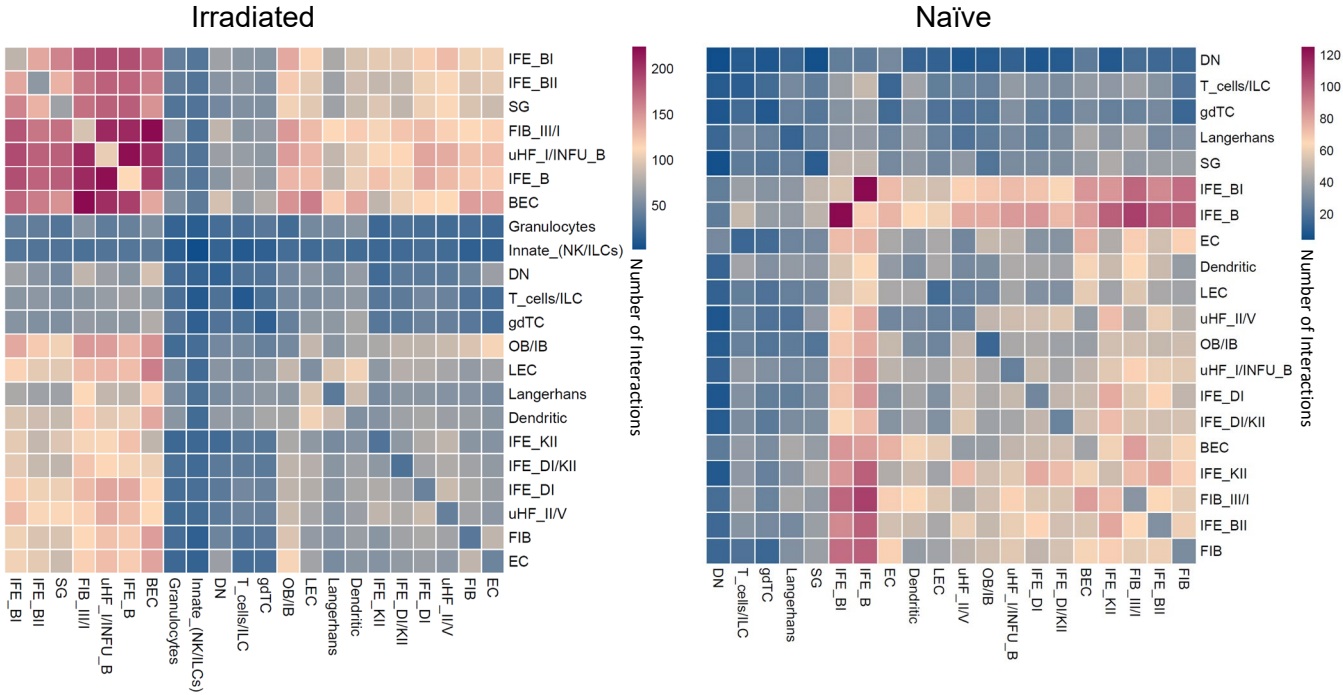

Appendix Figure S6 (Related to Figure 1). CellPhoneDB analysis shows the effect of irradiation on numbers of potential ligand-receptor interactions in mouse skin derived cell clusters. Heatmaps generated by CellPhoneDB analysis depicting the total potential interaction number between scRNA-seq identified cell cluster types in irradiated (left) and naïve (right) skin datasets. The maps quantifies potential interactions based on gene expression levels but does not account for either boundaries of the cell types, the anatomical locations, or interactions involving agonist soluble ligand receptors.

Appendix Figure S7

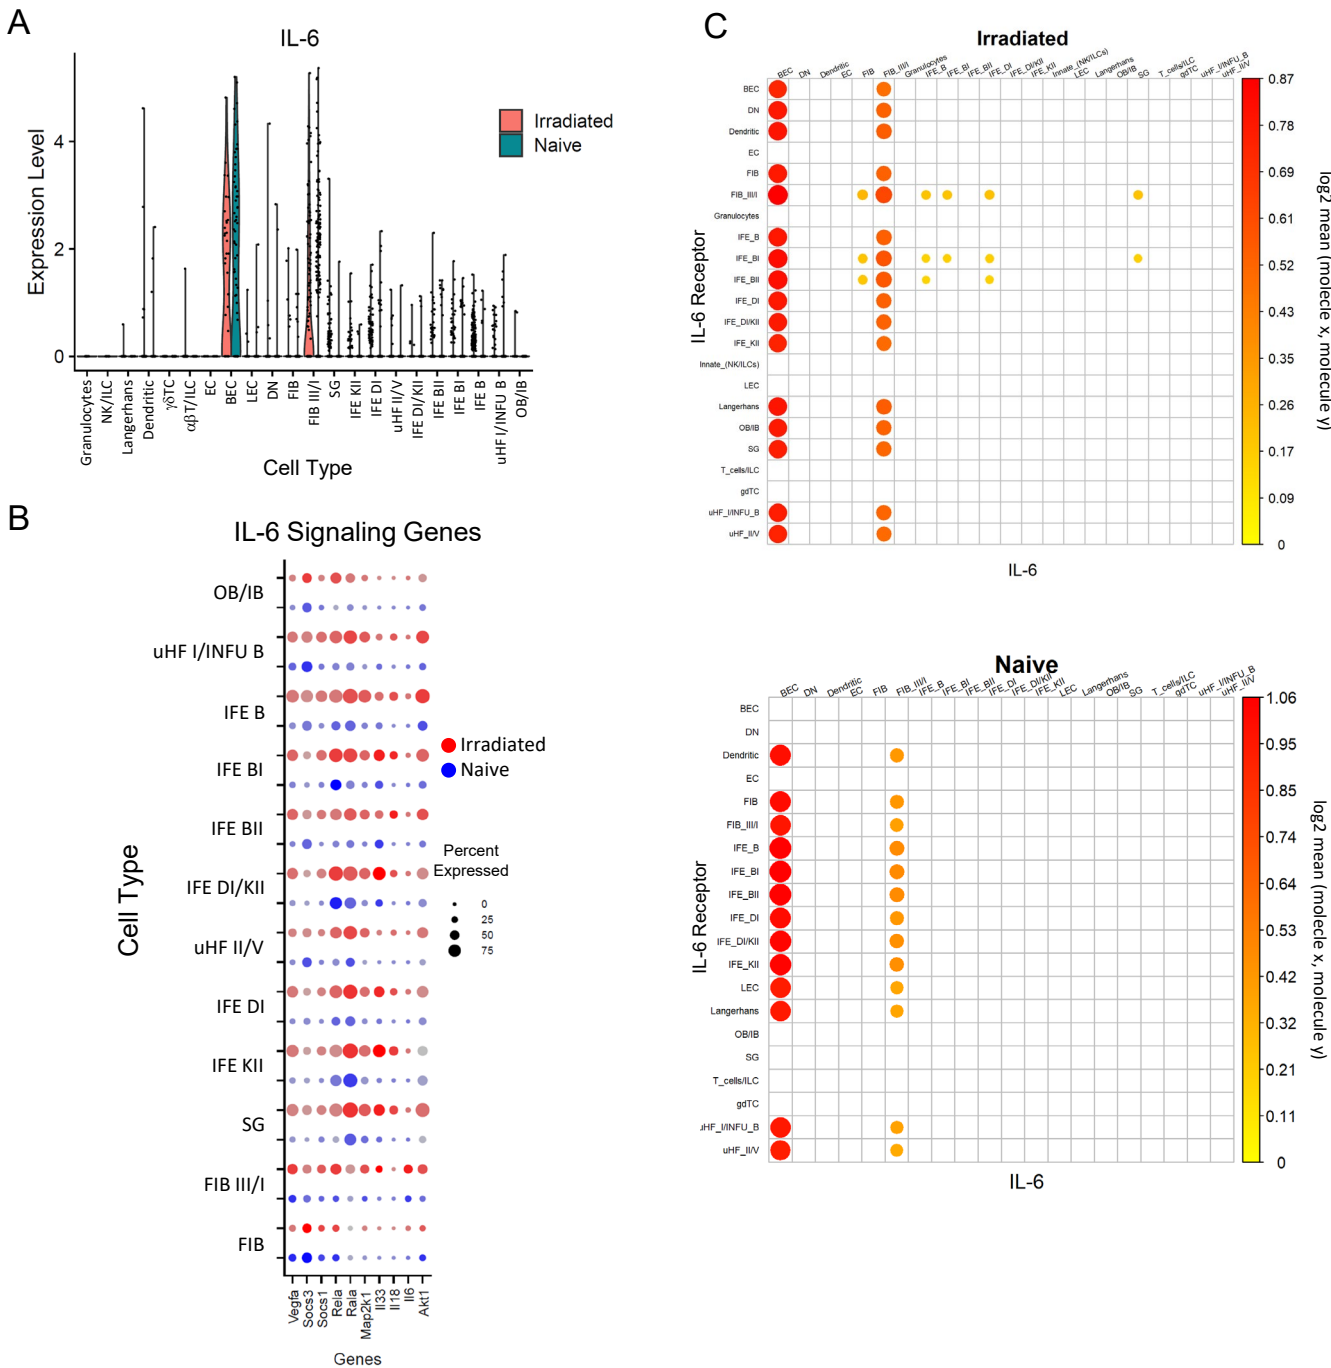

Appendix Figure S7 (Related to Figure 2). Irradiation increases potential IL-6 mediated ligand-receptor interactions between skin cell clusters.

A. Violin plot depicting IL-6 (*Il6*) mRNA expression in naïve and irradiated skin clusters.

B. Dot plot depicting the relative expression of selected IPA-defined downstream genes associated with IL-6 signaling in naïve (blue) and irradiated (red) scRNA-seq clusters.

C. Heatmaps depicting CellPhoneDB generated relative potential of IL-6 ligand-receptor interactions in naïve (bottom) and irradiated (top) skin cells according to cluster type. Color scale represents mean expression level of ligand and receptor (Mol1/2): log2 mean (molecule y, molecule x). $P < 0.05$ for all interactions shown.

Appendix Figure S8

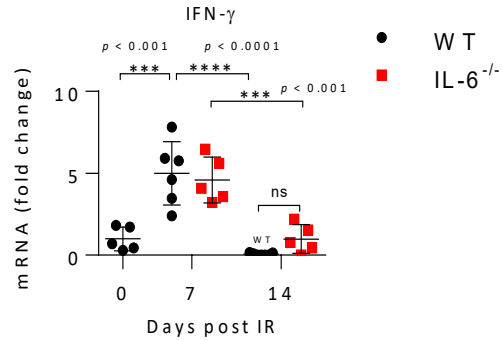

Appendix Figure S8 (Related to Figure 3). IR-induced IFN- γ mRNA upregulation in the skin is not affected by IL-6 deficiency.

Quantitative by real time qPCR analysis of IFN- γ mRNA in skin biopsies of naïve WT and irradiated (15 Gy) WT and IL-6^{-/-} mice at indicated times post-IR, (n=5-7). Data are mean $\pm$ SD. *** $P < 0.001$, **** $P < 0.0001$ by one-way ANOVA with Tukey's multiple comparison test.

Appendix Figure S9

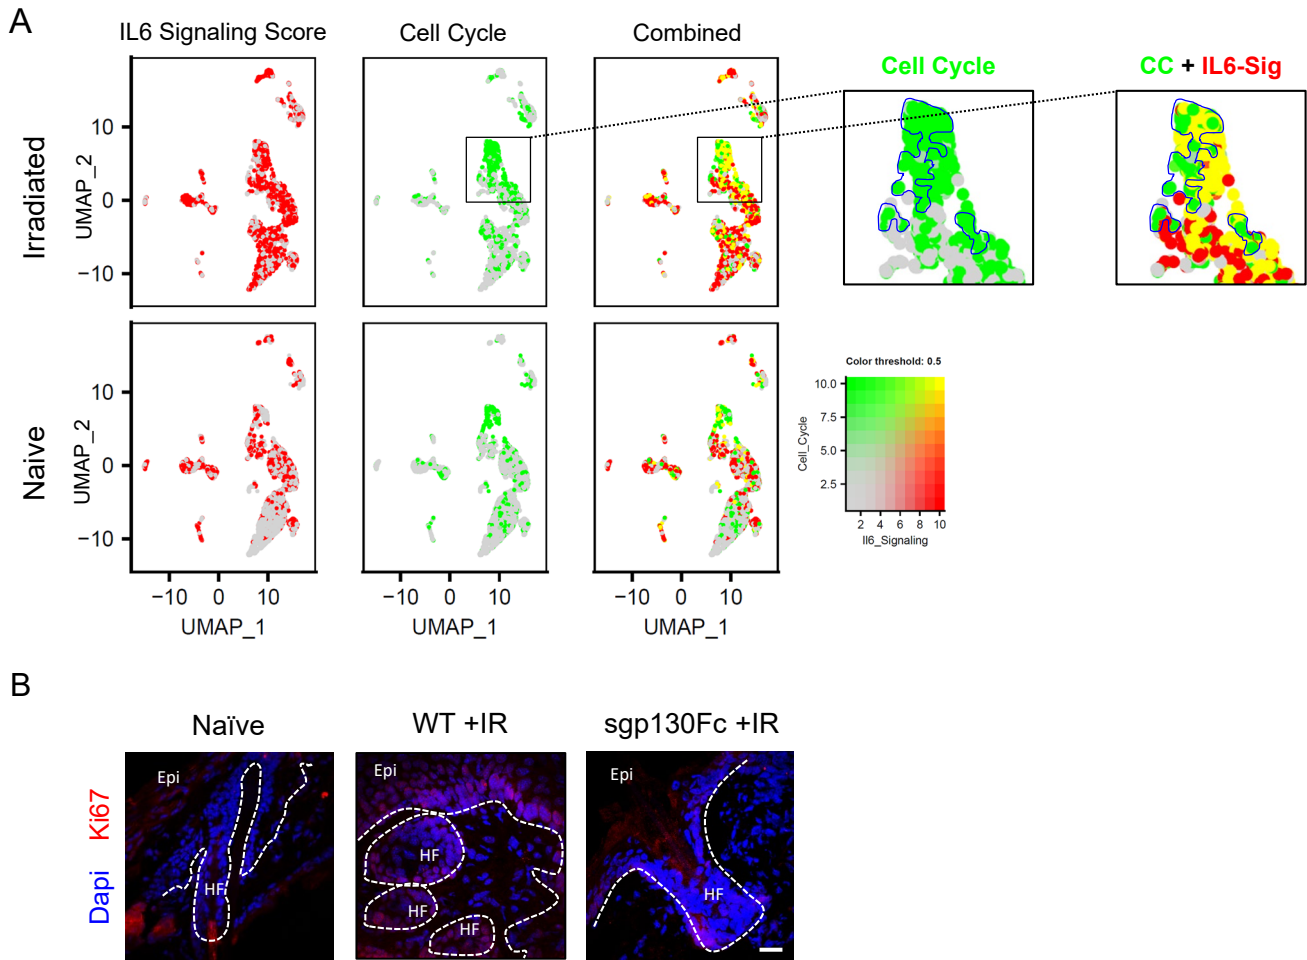

Appendix Figure S9 (Related to Figure 2). Partial overlap of IL-6 signaling with cell cycle scoring in irradiated epidermal cells.

- Relative expression and co-localization of IL-6 Signaling (see Fig EV5) and cell cycle Scoring (*Mki67*, *Gmnn*, *Ccna1*) in integrated skin cells by blended UMAPs. Blowup: Regions of IEF-2 and uHF-I/INFU-B showing mitotic activity exclusive of IL-6 signaling (blue outline).
- Photographic images showing nuclear IF staining for Ki67 (red) with Dapi (blue) counterstaining in skin biopsy thin sections from naïve and irradiated (14 Gy) wild type (WT) and sgp130Fc mice. White dashed lines demarcate epidermal (Epi) and hair follicle (HF) layers from dermal layers. Cells positively stained for Ki67 mainly appear in irradiated WT mice and largely within basal keratinocytes and hair follicles cells. Scale bar, 20µm.

Appendix Figure S10

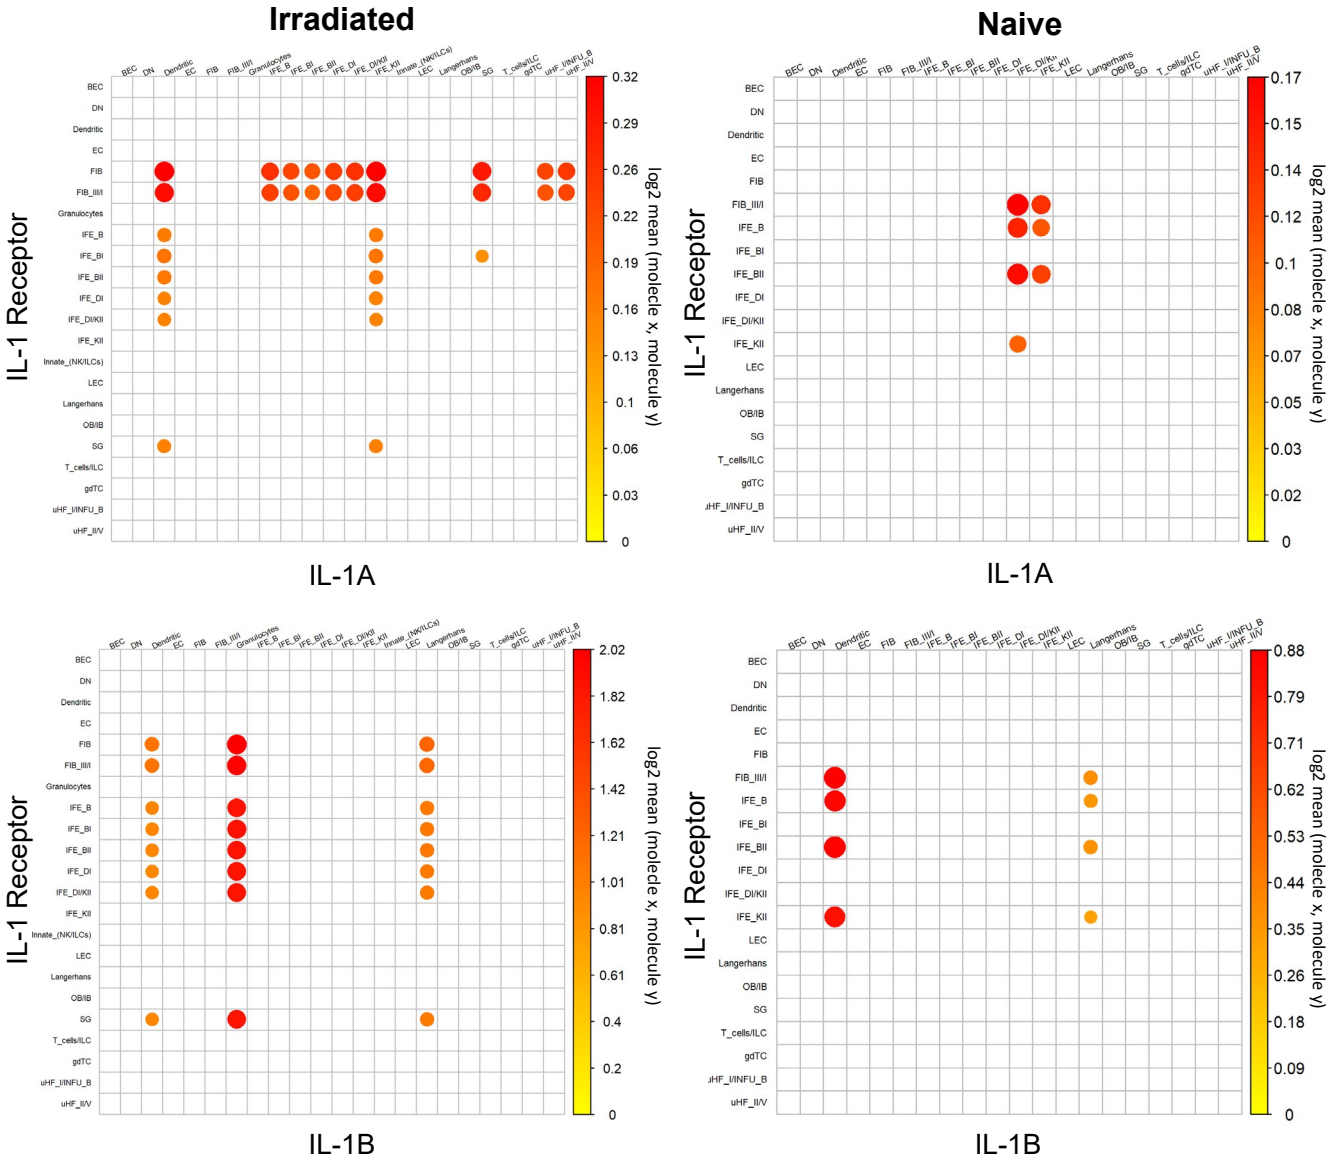

Appendix Figure S10 (Related to Fig 4). Irradiation increases IL-1 mediated ligand-receptor interaction potential between skin cell clusters. Heatmaps depicting CellPhoneDB generated relative potential of IL-1A (Top) and IL-1B (Bottom) ligand-receptor interactions as indicated in naïve and irradiated (15Gy) skin cells according to cluster type. Color scale represents mean expression level of ligand and receptor (Mol1/2): log2 mean (molecule y, molecule x). $P < 0.05$.

Appendix Figure S11

A

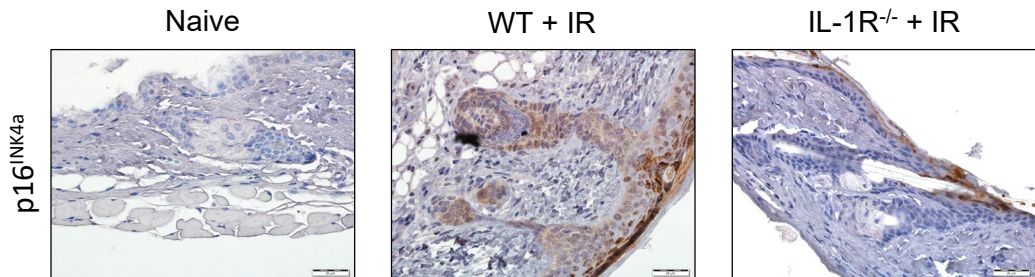

B

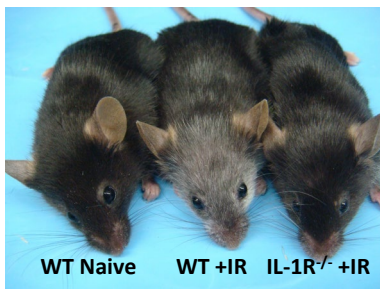

Appendix Figure S11 (Related to Fig 4). IL-1R deficiency reduces irradiation-induced p16^{INK4a} upregulation and hair depigmentation in mice.

- A. Photographic image showing p16^{INK4a} immunostaining in skin paraffin embedded thin sections from WT naïve and irradiated (15 Gy) wild type (WT) and IL-6^{-/-} mice 21 days post-IR. Scale bar, 20µm.
- B. Photographic image showing hair depigmentation in representative naïve WT and irradiated (15Gy) WT and IL-1R^{-/-} mice at 8 weeks post-IR. (Two independent experiments.)

C

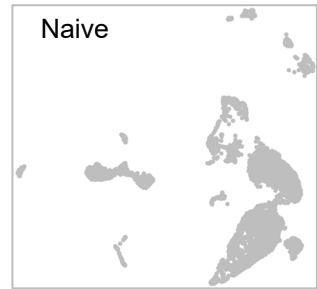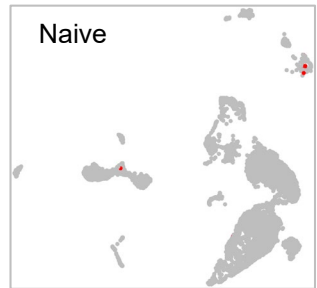

Irradiated

Naive

IL-17A

IL-17A

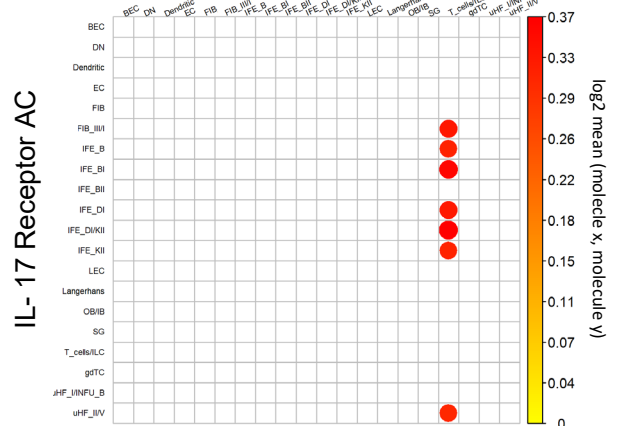

IL-17F

IL-17F

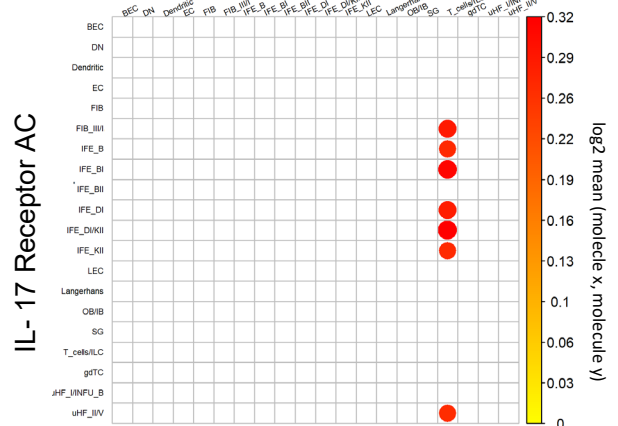

Appendix Figure S12 (Related to Fig EV4). Irradiation increases IL-22 (*Il22*) mRNA expression and IL-17 signaling potential between skin cell clusters.

- A. Dot plot depicting expression of IPA-defined genes associated with IL-17 signaling in naïve (blue) and irradiated (red) scRNA-seq according to cell cluster.
- B. Heatmaps depicting CellPhoneDB generated relative potential of IL-17A ligand-receptor interactions in irradiated and naïve skin cells according to cluster type. Color scale represents mean expression level of ligand and receptor (Mol1/2): log2 mean (molecule y, molecule x). $P < 0.05$.
- C. UMAP plots depicting relative expression and localization of IL-22 (*Il22*) mRNA in irradiated and naïve skin derived $\alpha\beta$ T cell clusters.
- D. UMAP plots depicting relative expression and localization of IL-17F (*Il17f*) mRNA in irradiated and naïve skin T cell clusters.
- E. Heatmaps depicting CellPhoneDB generated relative potential of IL-17F ligand-receptor interactions, as in (B).

Appendix Figure S13

A

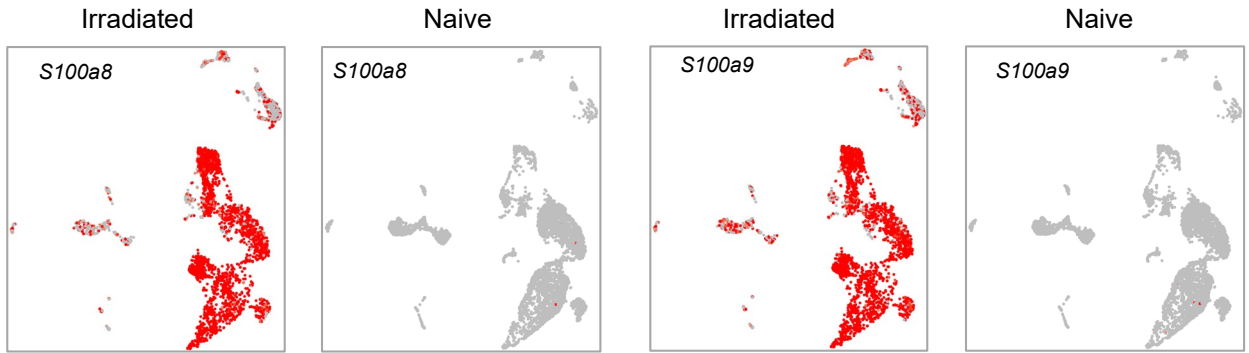

B

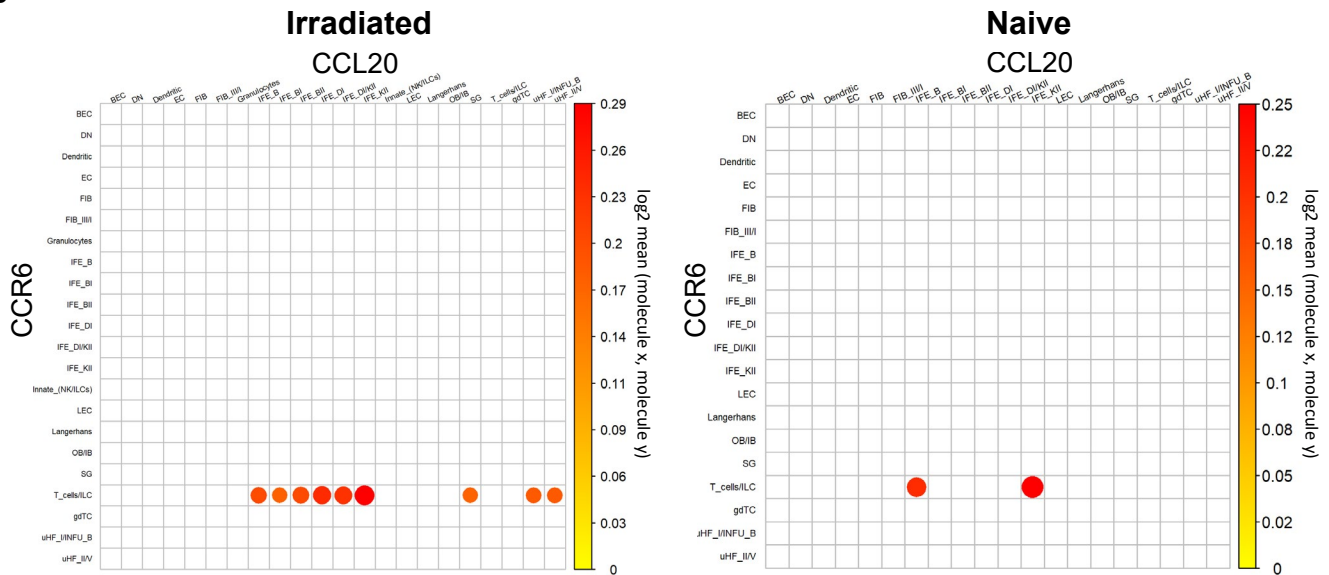

Appendix Figure S13 (Related to Fig 5). Irradiation-induced alarmin expression and CCL20-CCR6 interaction potential concentrate within epidermal skin cell clusters.

- UMAP plots depict expression and localization of alarmins, *S100a8* and *S100a9*, mRNAs in irradiated (15Gy) versus naïve skin derived cell clusters.
- Heatmaps depicting relative potential CCL20 and CCR6 interactions in naïve and irradiated (15Gy) skin cells generated by CellPhoneDB analysis. Color scale represents mean expression level of ligand and receptor (Mol1/2): log₂ mean (molecule y, molecule x). $P < 0.05$.

Appendix Figure S14

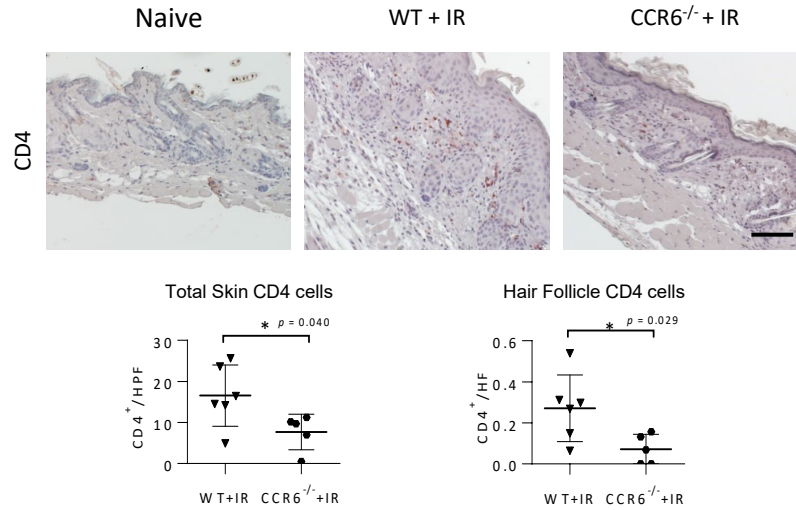

Appendix Figure S14 (Related to Figure 5). Ccr6 deficiency reduces irradiation-induced CD4⁺ T cell infiltration to the dermis and hair follicles in mice.

Infiltration of CD4⁺ T helper cells is shown by immunostaining (red) of skin thin sections from naïve WT mice and irradiated (15 Gy) WT and CCR6^{-/-} mice 14 days post-IR. Scale bar, 50 μ m. Quantification (below) of infiltrating CD4⁺ cells in the dermis and hair follicles (HF) in irradiated WT and CCR6^{-/-} mice 14 days post-IR, (n = 5-6). Data are means $\pm$ SD. *P < 0.05 by two-tailed Student's *t* test.

Appendix Figure S15

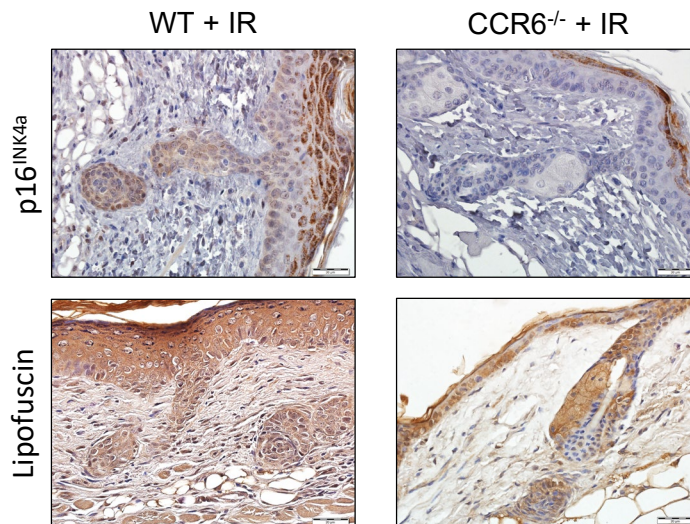

Appendix Figure S15 (Related to Figure 5). Ccr6 deficiency reduces irradiated-induced cellular senescence-associated markers in mouse skin.

Photographic images of skin thin sections showing immunostaining (brown stain) for p16^{INK4a} and lipofuscin (SenTraGor) in irradiated (15 Gy) wild type (WT) and Ccr6^{-/-} mice, 21 days post-IR. Scale bar, 20 μ m.

Appendix Figure S16

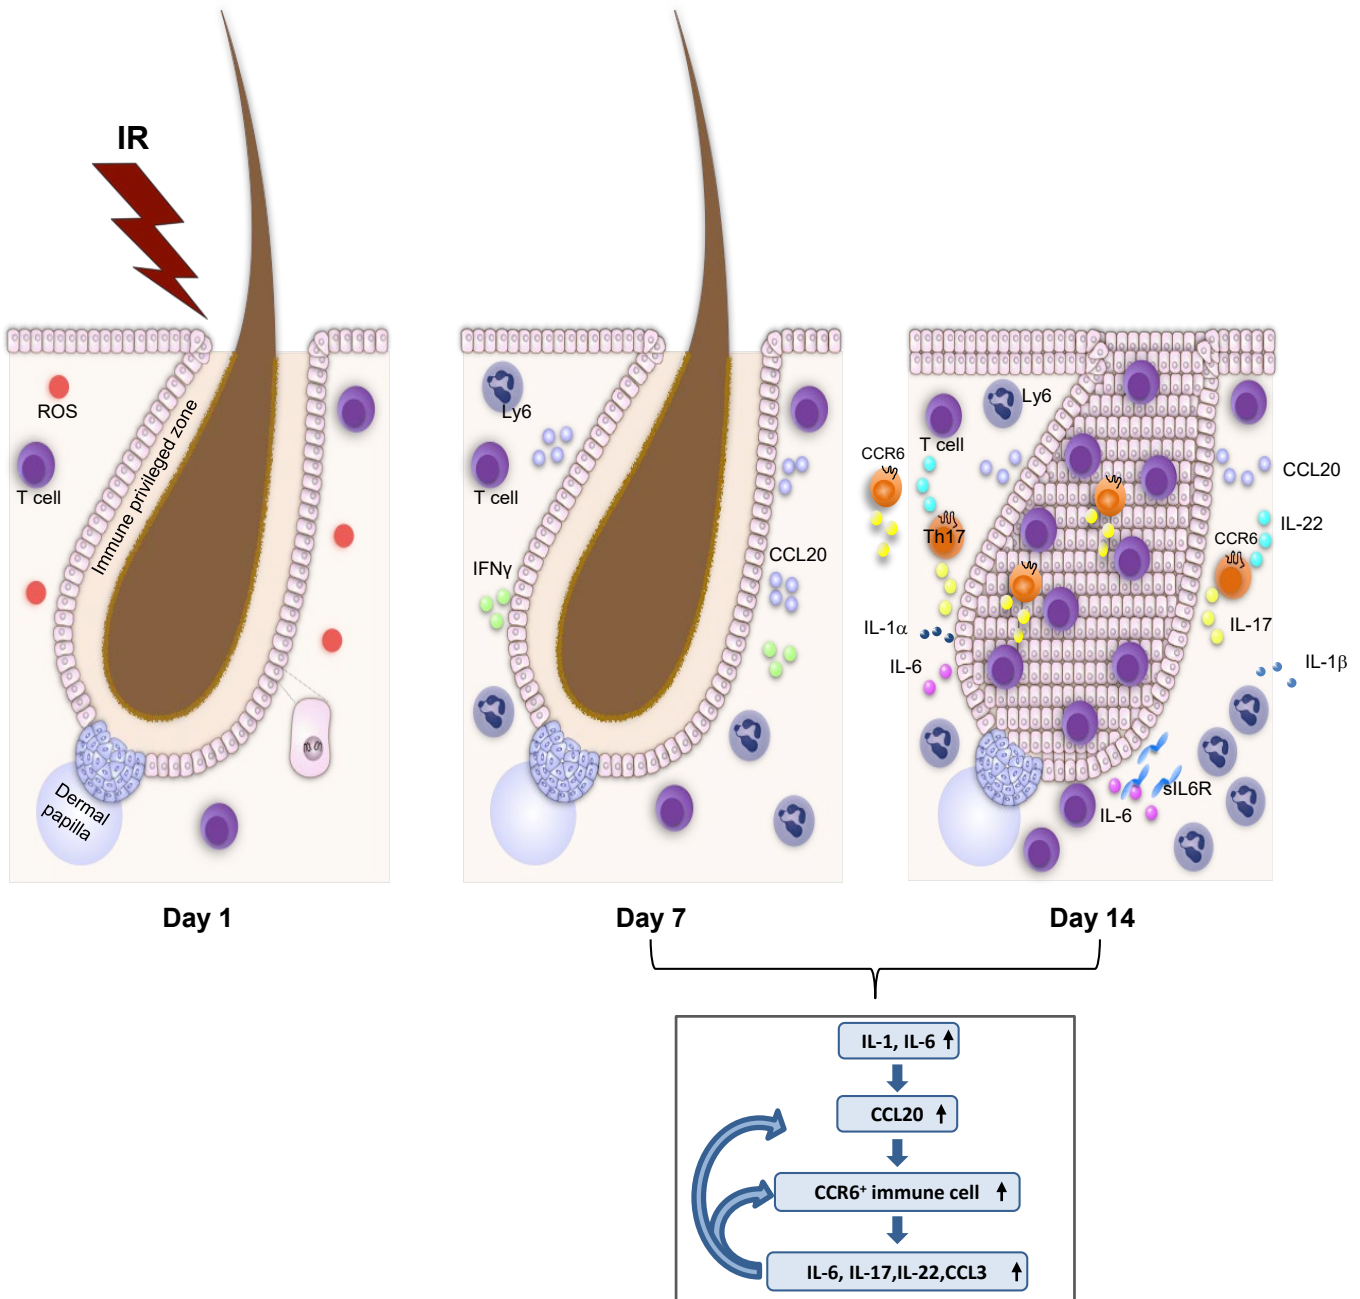

Appendix Figure S16. A schematic model of senescence-associated IL-6/IL-1/CCR6 axis in irradiation-induced dermatitis and hair loss.

IL-1, IL-6 and CCL20 cooperate to induce infiltration, differentiation and activation of CCR6⁺ effector cells, such as Th17 cells, to irradiated skin and hair follicles. Progressive IL-6/Stat3-dependent cytokine and chemokine signaling, also involving IL-17 and IL-22, and CCL3 upregulation, generates an IL-6/IL-1/CCR6 feedback loop. This in turn promotes maintenance of senescence, keratinocyte hyperplasia, and further immune cell recruitment that drives the collapse of the hair follicle immune privilege status, leading to hair follicle degeneration.

# Supplementary material for: Single‐cell transcriptomics reveals a senescence‐associated IL‐6/CCR6 axis driving radiodermatitis
**Source:** EMBO Mol Med. 2022 Jul 4;14(8):e15653. doi: 10.15252/emmm.202115653
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

Expanded View Figures

Figure EV1. (Related to Fig 1). Relative mutually exclusive senescence and cell cycle scoring in naïve and irradiated epidermal cells.

- A Relative expression and co-localization of Senescence Score (red) and Cell Cycle Score (*Mki67*, *Gmnn*, *Ccna1*; green) in integrated skin cells by blended UMAPs. Blowup: Regions of IEF-2 and uHF-I/INFU-B showing exclusive mitotic activity (outlined in blue).
- B Dot plot depicting the relative expression of selected IPA-defined senescence-related markers and cell cycle markers (framed in red) (x-axis) in naïve (blue dots) and irradiated (red dots) scRNA-seq skin cell clusters.
- C UMAP plots depicting relative expression and localization of urokinase-type plasminogen activator receptor (*Plaur*) mRNA in irradiated and naïve skin-derived clusters.
- D Immunostaining and histochemical staining (brown) of urokinase-type plasminogen activator receptor (uPAR), p16^{INK4a}, and lipofuscin (SenTraGor®) in paraffin-embedded skin thin sections from ventral neck and upper chest region of naïve and irradiated (15 Gy) wild type mice taken at 21 days post-IR. p16^{INK4a} immunostaining appears as nuclear and/or cytoplasmic staining (Arrows) in IFE keratinocytes, in cells comprising discrete hair follicle layers, and in distinct cells in the dermis. Scale bars, 20 μ m.

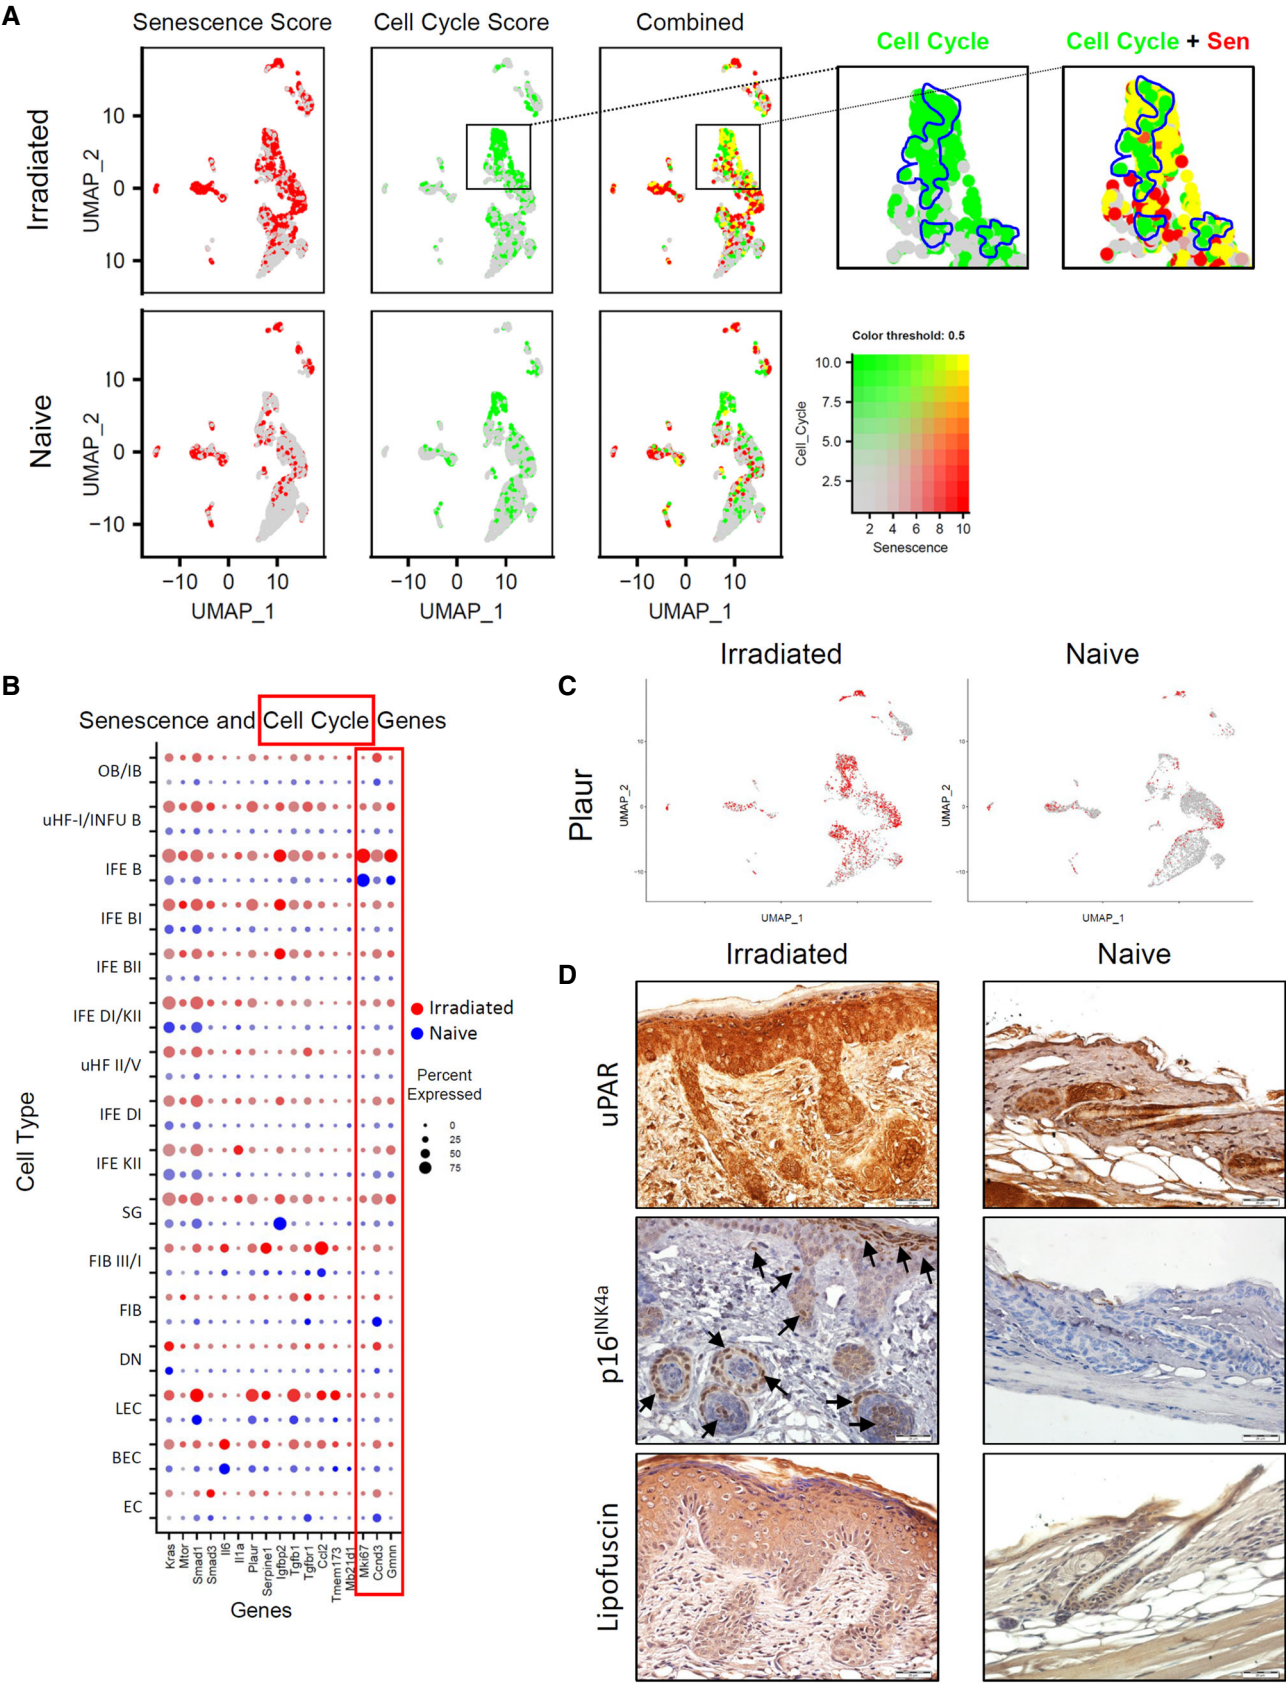

Figure EV1.

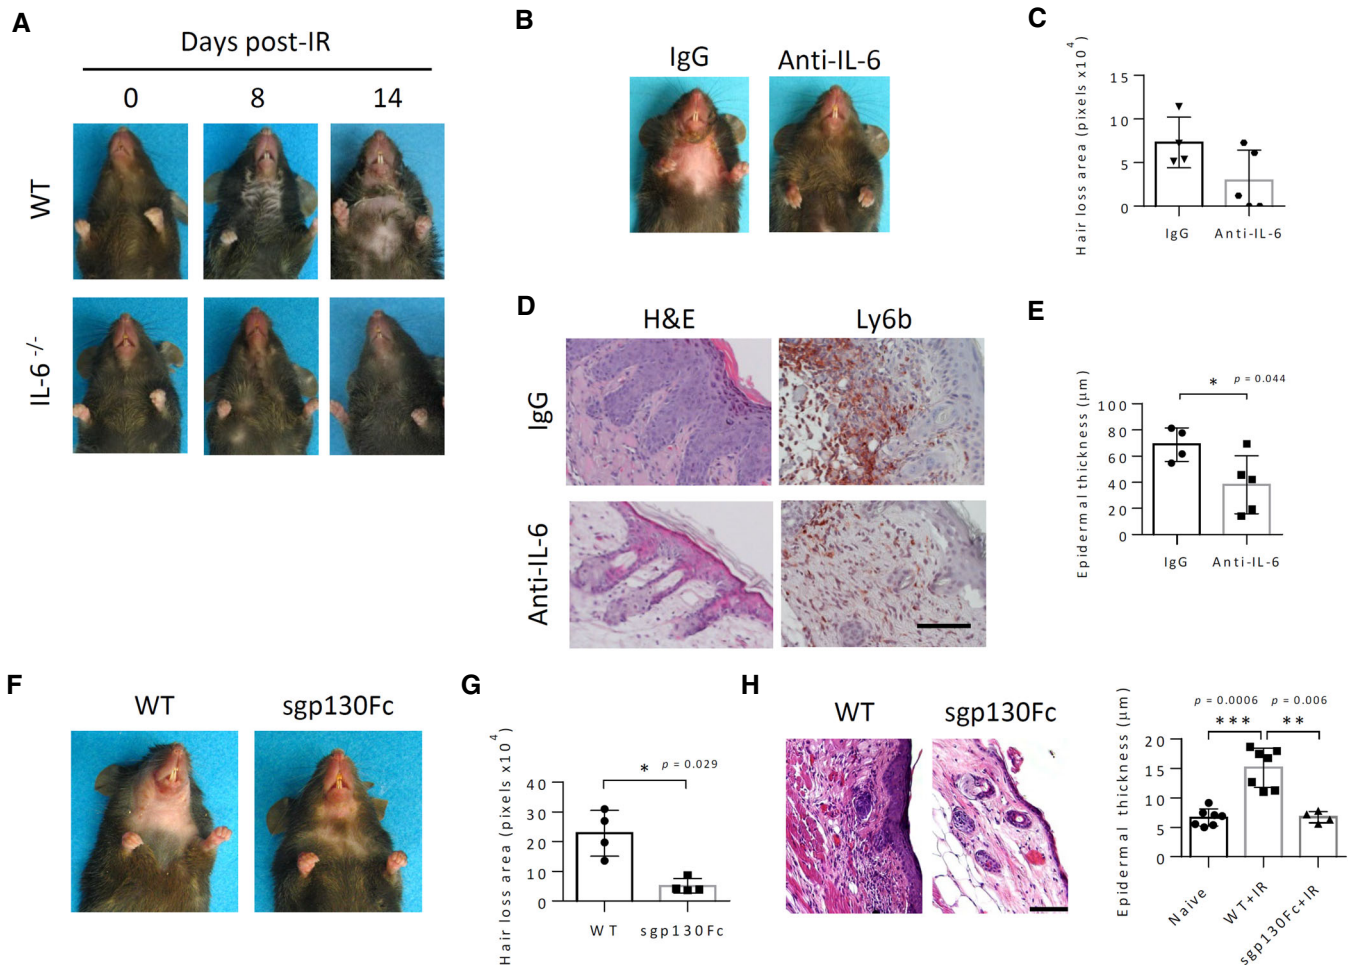

Figure EV2. (Related to Fig 2). IL-6 signaling blockade reduces hair loss and dermatitis in irradiated mice.

- A Photographic images depicting the kinetics of radiodermatitis and hair loss in ventral views of representative wild-type mice irradiated (15 Gy) to the head and neck. Times (in days) post-IR are indicated. Serous exudates appear under the chin at 8 days post-IR with desquamation and alopecia beginning at about 14 days post-IR.
- B Photographic images showing ventral alopecia in wild-type mice treated with neutralizing IL-6 mAb (Anti-IL-6) or control mAb (IgG; 200 μg , i.p) prior to and 8 days following irradiation (14 Gy) to the head and neck. Two independent experiments.
- C Quantification of the area of hair loss of mice in (B) at 14 days post-IR, ($n = 4$ –5). Data are individual mice. Two independent experiments.
- D Histochemical (H&E) and immunostaining of skin thin sections from mice in (B) showing morphology and neutrophil (Ly6b) infiltration (red staining). Scale bar, 50 μm .
- E Quantification of epidermal thickness in specimens from (D), ($n = 4$ –5).
- F Photographic images showing ventral alopecia in wild-type mice (WT) and sgp130Fc transgenic mice irradiated (14 Gy) to the head and neck 21 days post-IR. Five independent experiments.
- G Quantification of the area of hair loss of mice in (F), ($n = 4$).
- H Histochemical (H&E) staining of skin thin sections from mice in (F) and quantification of the epidermal thickness (right), ($n = 4$ –7). Scale bar, 100 μm .

Data information: Data are mean $\pm$ SD. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$ by two-tailed Student's *t*-test (E), or Mann–Whitney test (G, H).

Source data are available online for this figure.

Figure EV3. (Related to Fig 2). Substantial overlap of IL-6 signaling and cellular senescence in irradiated mouse skin.

- A Relative expression and co-localization of IL-6 Signaling (Red; see also Appendix Fig S7B) and Senescence Pathway (Green; see also Fig EV1B) scoring in integrated skin cells by blended UMAPs.
- B Photographic images showing immunostaining of p16^{INK4a} (arrows) and lipofuscin (brown stain) in irradiated (15 Gy) IL-6^{-/-} mice skin thin sections compared to irradiated wild type (WT) mice 21 days post-IR WT. Scale bar, 20 μm .
- C Photographic images showing hair depigmentation in representative naïve WT and irradiated (15 Gy) WT and IL-6^{-/-} mice at 8 weeks post-IR. (Four independent experiments.)

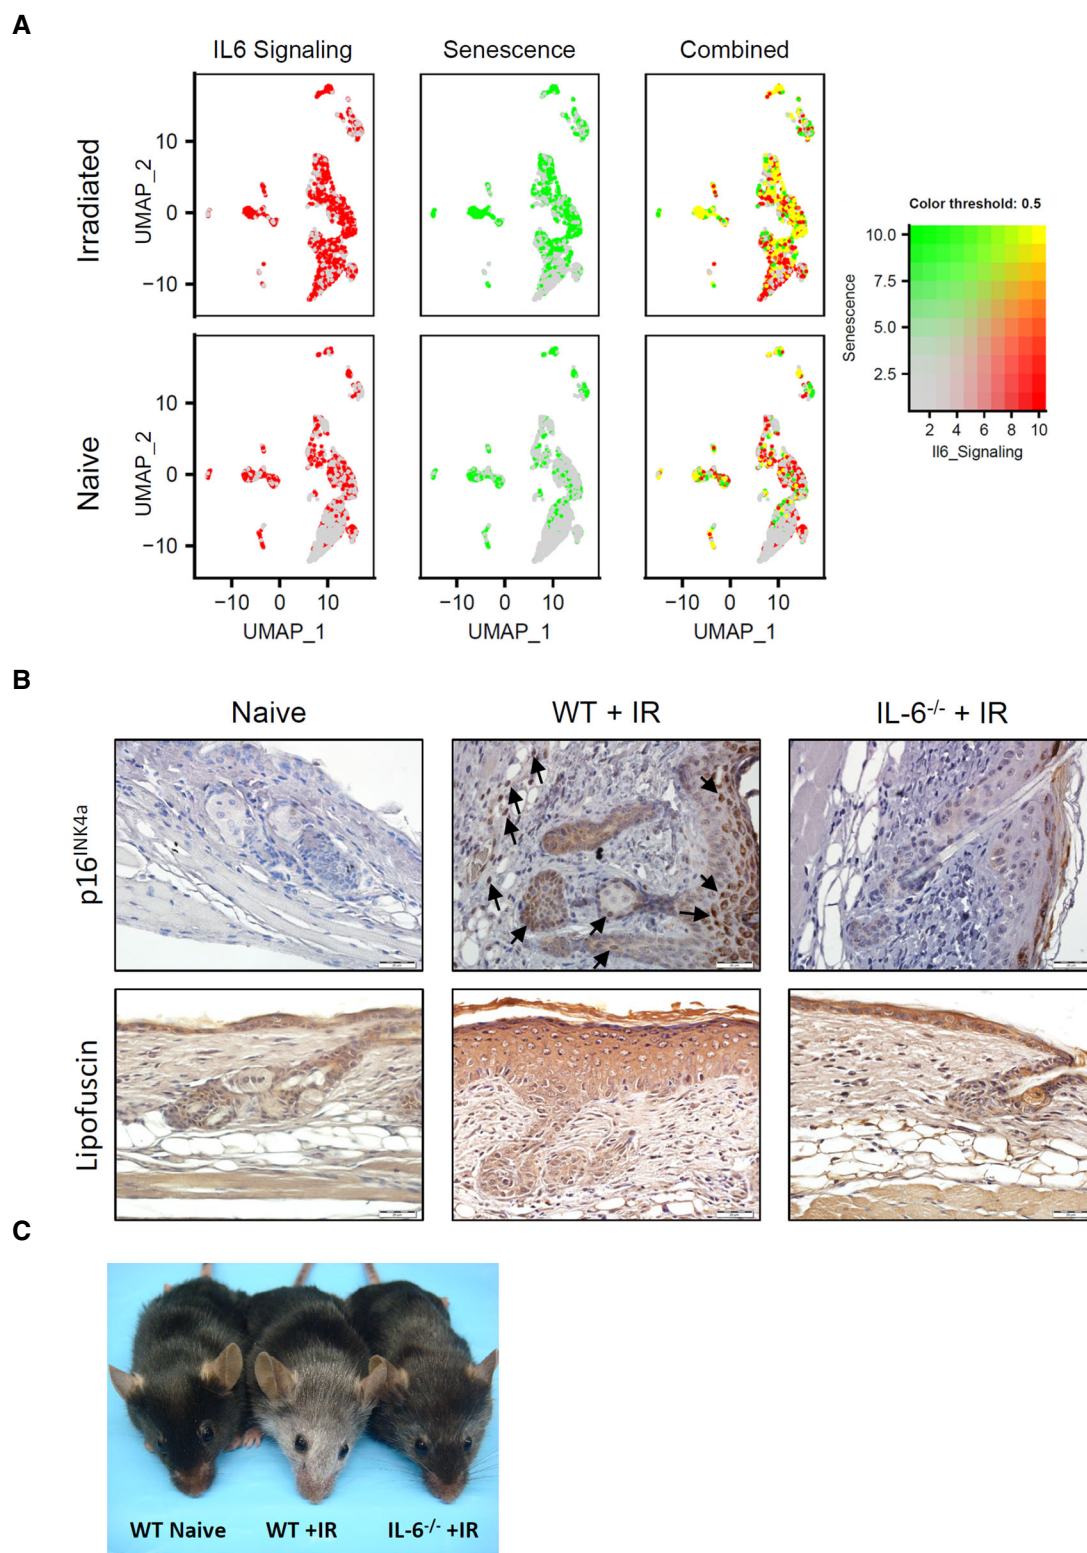

Figure EV3.

Figure EV4. IL-17A deficiency moderately alleviates IRIAD in mice.

- A Relative expression and co-localization of *Il17a* mRNA and IL-17 Signaling in integrated skin cells by blended UMAPs.
- B Quantification by real-time qPCR analysis of *Il17a* and *Il22* mRNAs in whole skin of naïve and irradiated (15 Gy) WT and IL-6^{-/-} mice at indicated times post-IR, (*n* = 4–7).
- C Photographic images showing hair loss and radiodermatitis at 14 days post-IR (15 Gy) in representative WT and IL-17^{-/-} mice and quantification (below) of the area of ventral hair loss, (*n* = 6–8).
- D Histochemical staining (H&E), immunostaining (red), and quantification (right) of acanthosis and infiltration of neutrophils (Ly6b⁺) and T cell (CD3⁺; red arrows) to the skin and to the hair follicle (HF; dashed lines) in irradiated WT and mice in (C), (*n* = 6–7). Scale bars, 50 μ m (black) and 25 μ m (red).
- E Quantification of normal and degenerate hair follicles shown in H&E sections (left) and of T cell (CD3) infiltration into the hair follicle (HF; right) shown in (D), (*n* = 6–7).
- F Quantification by real-time qPCR analysis of *Il6* and *Ccl3* mRNAs in the skin of WT and IL-6^{-/-} mice before (naïve) and 14 days post-IR (15 Gy, *n* = 4–7).

Data information: Data represent mean $\pm$ SD. *P < 0.05, **P < 0.01 by two-tailed Mann–Whitney test; two independent experiments (See also Appendix Fig S12).

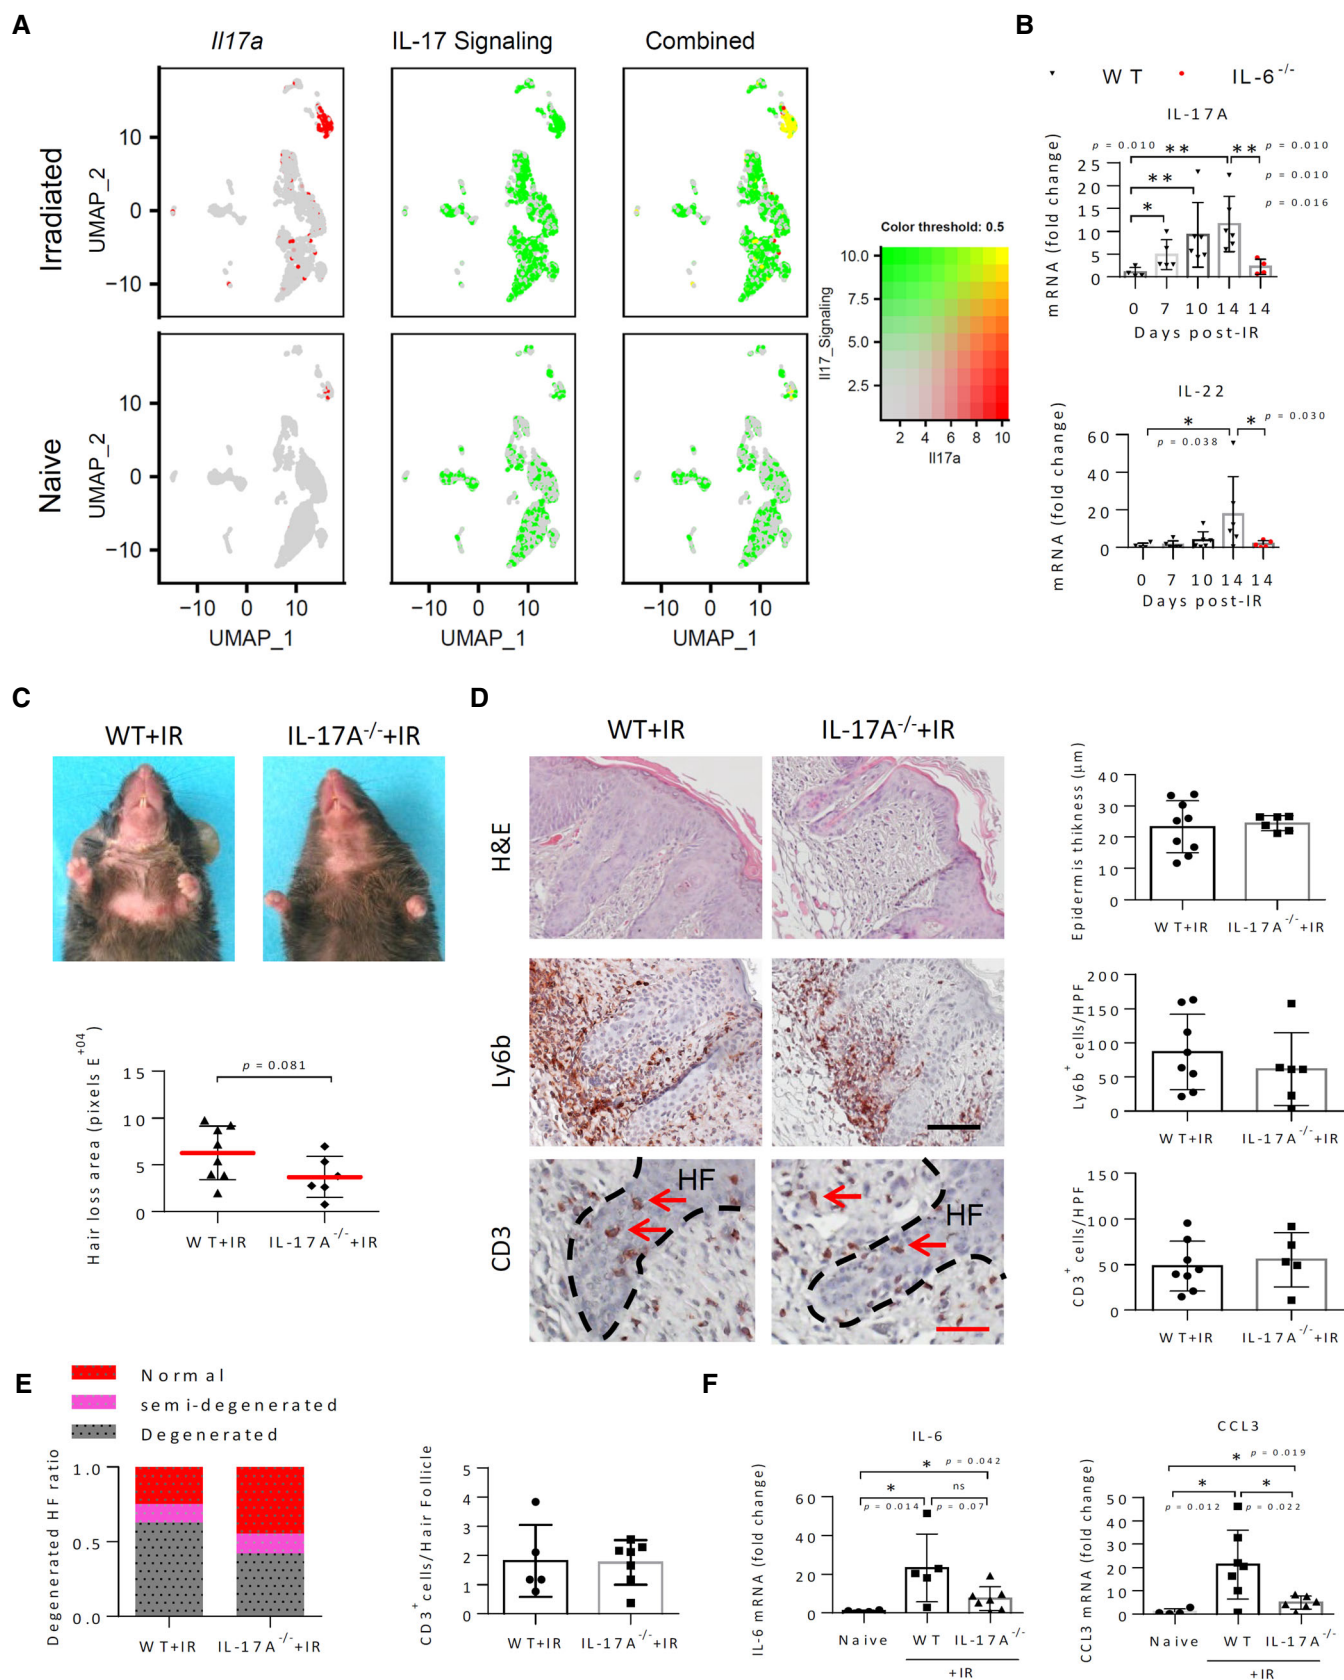

Figure EV4.

How the deposited data were processed for this re-analysis (not part of the article)

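Single cells of whole skin from 4 naïve and 4 irradiated female C57BL/6 mice, taken 14 days after 15 Gy, were pooled by condition, so the 2 libraries are the only samples. According to the authors' methods, reads were counted with Cell Ranger 2.0.2 against the mouse genome mm10. The values are raw UMI counts per gene and cell barcode as deposited, before the authors' filter on genes and mitochondrial share, and without normalization. A further deposited table gives the library, cluster number and cell type of each cell that the authors kept after that filter, Seurat integration of the libraries and clustering at a resolution stated in their methods (Seurat 3.0.2 and 4.0.4). The authors do not state an annotation release. Of 51912 gene IDs listed, 51719 are in the GENCODE mouse release M21 used here for GRCm38 coordinates.

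The barcodes of the table were matched to the count matrices, and the filter in the authors' methods (over 200 genes and under 5% mitochondrial UMIs) was checked on the counts. The authors' 22 clusters were used as given for all 8805 annotated cells, and no clustering or integration was repeated and no doublets were removed. Cluster identity was checked by the levels of the paper's own markers and of separate lists of class markers. The clusters Cl-13 and Cl-19 and the irradiated part of Cl-15 did not meet this check, and SG met it in naïve skin alone. BEC met it by the paper's markers, of which 3 of 4 ranked first in each library. By the class markers it was mixed: mural genes summed to more than blood endothelial genes. Its 10 leading genes held the mural gene Rgs5 and 0 of the listed blood endothelial genes in either library. The leading genes of naïve uHF-I/INFU-B, such as Wfdc18 and Ltf, were those of luminal and glandular epithelium, without a hair follicle marker of the lists among the 10 highest. The minimum of 200 CPM for a cluster's leading genes in this check was set after the data were seen.

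UMIs were summed over the cells of a cluster and library and given as CPM. Levels carry exact Poisson 95% intervals, ratios conditional binomial intervals and shares of cells Clopper-Pearson intervals. All of them cover counting error alone: there is no replicate library, so no test between conditions and no p-value is given. Counts of genes higher or lower rest on these intervals or on the sign of a ratio. They describe the 2 libraries and are not counts of genes shown to change with irradiation. A ratio against a count of 0 is a lower bound against a floor of 3 UMIs. Because the median cell held 4510 UMIs in naïve and 16169.5 UMIs in irradiated skin, shares of cells, scores and ligand and receptor pairs were computed after thinning each cell at random (seed 1) to 2000 UMIs. Thinning left out 15.9% of naïve and 5.26% of irradiated cells. T-cell, ILC and Treg calls in αβT/ILC were made without thinning, as the paper gives them as cells of the whole cluster, and other counts out of its 46 naïve or 365 irradiated cells are without thinning unless a depth is named. The intervals were tested on simulated data: in IFE-B, they held the true ratio of 96.8% of simulated genes. The counts were drawn from the Poisson model that the intervals assume, so this checks the calculation alone. It cannot show that the intervals hold where the UMIs of a gene come from few cells.

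The genes named by cluster were, in 6 main clusters, the 10 with the highest and the 10 with the lowest ratio by the nearer end of the interval among genes of at least 50 CPM in either library, the 10 in each direction with the same sign in every cluster of at least 30 cells, the members of a gene list with most UMIs, and every gene that the paper names. Other genes, such as Retnlg, Csf3r, Cxcr2, Tcrg-C1, Klrb1c, Ncr1, Stat3, Cdkn2a, Irf7 and Mmp3, were chosen after their values were seen. For 38 fixed gene lists, which cover the paper's scores, signaling and metabolic pathways and markers of cell types, genes with at least 10 UMIs over both libraries were used. The median log2 ratio of a list was set beside 10000 random lists drawn from 20 bins of expression, as a description and not as a test. A score was counted as positive with a UMI of at least 1 of its genes, since the paper states the genes of its scores and no formula. Pathway analysis and the interaction software that the paper used were not run; ligand and receptor genes were paired by the share of cells, in clusters of at least 10 cells. The 2 listed symbols missing from the count tables were left out, and 5 symbols were replaced by their current aliases. Some genes that entered lists and scores are not reported here by name.

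Alternatives were set before the data were examined: scaling by TMM factors (edgeR 4.0.16 in R 4.3.3) or by median ratios, totals without the most variable gene classes, a mean per cell, thinned cells, cells with few or most UMIs left out, merged clusters, shares within a compartment, other minimum counts, other numbers of genes for a score, and 20 other seeds. Some more were added after the data were seen and are named where they are used. Other steps were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Histology, immunostaining, western blots, quantitative PCR and knockout experiments were not analysed here.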

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

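The tests of cluster membership, for IFE-B, SG and Cl-20, were chosen only after the result was seen.

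Several signals were flagged because they lie in genes that the paper's text does not name, or in genes it names for other clusters. Irradiated FIB-III/I fibroblasts carried 12262 CPM of Saa3, an acute-phase protein gene. Irradiated dendritic cells carried 619 CPM of Mcpt4, a mast cell protease gene, from 1 of 136 cells. Naïve uHF-I/INFU-B carried 1055 CPM of Wfdc18, a gene of glandular epithelium, from 12 of 164 cells. Trdc stood at 4715 CPM in Cl-20, annotated NK/ILC. Wound keratins (Krt6a, Krt6b or Krt16) were found in 338 irradiated SG cells after thinning, and Schwann cell genes in 49 naïve cells of Cl-13.

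Some gene sets had medians of opposite sign in IFE-B and FIB-III/I, which was not tested as a difference and does not stand for epidermis and dermis. The median log2 ratio of cell division genes was -0.91 in IFE-B, which such genes led in both libraries, and 2.20 in FIB-III/I, and other epithelial clusters went with FIB-III/I (1.63 in uHF-I/INFU-B and 0.67 in SG). That of MHC class I genes was -1.24 in IFE-B and 0.73 in FIB-III/I. Both pairs kept their signs under TMM and median-ratio scaling.

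S100a8 and S100a9 were found in irradiated clusters beyond granulocytes. Free RNA of granulocytes as the whole source was argued against by IFE-KII, where S100a8 was 267 times the median of the fibroblast, endothelial and T-cell clusters while Retnlg, an abundant granulocyte gene, stood at 0.231 CPM against 9087 CPM in granulocytes. Outside keratinocytes the picture is another: S100a8 reached 2.65% of the keratinocyte level, against 3.54% for Krt5 and Krt14, a quotient of 0.749. Free RNA of keratinocytes is therefore a candidate explanation for the S100a8 in fibroblasts, endothelial cells and T cells. Expression in keratinocytes themselves, as a response to irradiation or to immune cells, was not tested and stays open as a hypothesis.

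More irradiated than naïve cells carried a gene of the senescence score. The deeper irradiated library as the whole source was argued against, since a difference of 20.5 percentage points over all cells remained after thinning to equal depth. The difference was 10.7 points at 500 UMIs, a setting added later, and 19.9 without thinning. By the shares given with the score, the rise was also seen within FIB-III/I, uHF-I/INFU-B, IFE-B, IFE-BI and IFE-BII, and a fall within SG. This argues against cluster proportions as the whole source in these 2 libraries. A part played by the makeup of the libraries, and a response of the cells, both stay open.

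The sizes of 3 clusters may reflect where cells of a changed state were placed. The 3 basal clusters together had a ratio of shares of 0.902, so basal cells placed in IFE-B instead of IFE-BII are a candidate explanation for the larger IFE-B. At least 2 of Cers4, Cidea and Soat1 were found in 0% of irradiated SG cells after thinning, so keratinocytes of another state in that cluster are a candidate explanation for the larger SG, beside sebocytes that lost these transcripts. In Cl-20, 86.7% of the 30 genes that set naïve Cl-15 apart were higher than in irradiated Cl-15, so resident γδ T cells placed in Cl-20 are a candidate explanation for a cluster seen in irradiated skin alone. Counting only cells of Cl-15 and Cl-20 with Trdc, a step added later, the ratio of shares of γδT was 0.848. That ratio leaves out the αβT/ILC cells with Trdc, 10 of 46 naïve and 53 of 365 irradiated ones without thinning. It therefore does not show whether cells with Trdc became more or less frequent in the whole library. Growth or influx of cells after irradiation stays open beside these placements and was not tested.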

How the results depend on the processing

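The thinning to 500 UMIs, the restriction of SG to cells with sebocyte genes, the merging of Cl-15 and Cl-20 and their restriction to cells with Trdc were chosen only after the data were seen. Of 1200 alternative values for 254 results, 829 lay within the counting interval of the value given at the claim (counts: within 1.5 times it), 352 lay outside it without turning a direction that the interval had set, and 19 turned such a direction, in 14 results. Where the interval held no change, a value on its other side is not among the 19. Some ratios were rescaled outside the 1200 values, so their turns are not counted either. Among them, Il6 and the summed IL-17 score genes over all cells turned a direction that the interval had set, under TMM and median-ratio scaling. Stat3 and Smad1 in IFE-B did so too. No paired analysis was possible because each condition was 1 pooled library, and no library could be left out in turn. The cause was not tested where a value below differs, unless its construction shows it. Thinning to 2000 UMIs left 16 of 82 naïve cells of Cl-13, 15 of 70 of Cl-15 and 15 of 46 of αβT/ILC.

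Within its own compartment, the ratio of shares was 5.27 for IFE-B, 0.500 for IFE-BII, 3.89 for SG, 0.845 for FIB-III/I and 2.40 for αβT/ILC, and it turned to 0.747 for dendritic cells, 0.554 for Langerhans cells and 1.10 for LEC. The merged basal clusters gave 0.902 for IFE-B and IFE-BII, which turns the direction for IFE-B. With cells under 2000 UMIs left out, the ratio of shares of FIB-III/I was 0.598, and ratios were 27.9 for αβT/ILC and 1.03 for LEC. Counting only SG cells with at least 2 of Cers4, Cidea and Soat1 turned the SG ratio to 0.143.

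With TMM and median-ratio scaling, the Il17a ratio in αβT/ILC was 18.3 and 18.2, Ccl20 in IFE-B 1.32 and 1.34, Plaur in IFE-B 3.17 and 3.21, Mki67 in IFE-B 0.548 and 0.555, and the median log2 ratio of oxidative phosphorylation genes in IFE-B 1.12 and 1.14. Ccl20 in IFE-B thereby crossed 1 from 0.896, Gmnn in IFE-B from 0.921 (1.36 and 1.38), and the p53 target median in IFE-B crossed 0 from -0.15 (0.41 and 0.43), each from an interval that held no change. Over all cells, the Il6 ratio turned from 0.902 to 1.31 and 1.35 and that of the summed IL-17 score genes from 0.931 to 1.36 and 1.39. A direction set by the interval also turned for Cdkn1a in SG (1.05 and 1.05) and B2m in IFE-KII (1.27 and 1.25, against 0.756 with CPM). The IL-6 family and STAT3 genes in IFE-B turned too (median log2 ratios of 0.027 and 0.046).

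As a mean per cell, Il6 in FIB-III/I was 1.51, Mki67 in IFE-B 0.407, Il1b in dendritic cells 1.07 and Sirpa in dendritic cells 0.891, the last 2 with the direction turned. From thinned cells, the Il17a ratio in αβT/ILC was 46.6, from 15 naïve cells.

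Without thinning, the difference in the share of FIB-III/I cells with Il6 was 21.1 percentage points, and the differences turned to 8.78 for Mki67 in IFE-B and 7.41 for the cell cycle score in IFE-B. With at least 2 UMIs, the difference in share of IFE-B cells with Plaur turned to -0.446. Requiring 2 genes gave 15.8 for the senescence score over all cells, 0.217 for the cell cycle score in IFE-B and a cell cycle score difference in SG of -0.0475, the last 2 with the direction turned, and 2 genes of the cell division list gave -2.13 in IFE-B. At 500 UMIs the differences were 10.7 for the senescence score over all cells, 0.636 for the IL-6 score over all cells and -5.68 for the cell cycle score in IFE-B.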

Differences from the paper's values

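The thinning to 500 UMIs and the restrictions to cells with sebocyte genes, with Trdc or without T-cell transcripts were chosen only after the data were seen, and none of the counts below rests on them.

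Naïve αβT/ILC cells with an ILC gene and without a T-cell gene numbered 3 here and 5 in the paper. With cells thinned to 2000 UMIs, an alternative set before the data were examined, the count was 1 of 15 cells (6.67%, 0.169 to 31.9). At 1000 UMIs it was 4 of 42 cells. The first count rests on few cells, and thinning can also remove a cell's T-cell UMIs, so neither settles the difference.

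Irradiated αβT/ILC cells with Foxp3 numbered 11 here and 5 in the paper. With cells thinned to 2000 UMIs, an alternative set before the data were examined, the count was 5 of 337 cells, and at 1000 UMIs it was 7 of 364. At 2000 UMIs the naïve count was 1 of 15 cells, where the paper gives 4, so thinning does not settle the difference.

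The paper places the dendritic cluster among those that grew past its stated fold. The ratio here was 3.46, and 4.44 with cells under 2000 UMIs left out, which passes it. IFE-DI is placed among those that shrank past a stated fold. It was 1.96-fold lower here, and 2.15-fold with cells under 2000 UMIs left out. The paper describes the clusters beyond those it lists as proportionally unchanged. Of the 11 others in both libraries, intervals lay apart from 1 in 6: uHF-I/INFU-B, Langerhans cells, Cl-13, IFE-BI, LEC and IFE-DI/KII. Among these, the direction turned for LEC and Langerhans cells as shares of their own compartment, and for LEC also with cells under 2000 UMIs left out. IFE-DI/KII was 2.62-fold lower. The paper counts 21 clusters, and the annotation used here has 22.

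The paper names Cers4, Cidea and Soat1 as markers of the sebaceous gland. All 4 of its SG markers ranked first in naïve SG, and 0 of 4 in irradiated SG. Its markers for the endothelial-related clusters include Cdh5, which had 0 CPM in naïve Cl-13 and Cl-19. The paper describes Cl-20 as NK cells and ILCs. Of the NK and ILC marker genes, Ncr1, Klrb1c and Gzma had 0 UMIs there. Nkg7 stood at 1678 CPM, and at 1840 CPM in naïve Cl-15. Trdc was found in 27 of 27 cells of Cl-20.

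The paper states that the larger epidermal clusters have raised Mki67 and Gmnn. In its direction, uHF-I/INFU-B, with a ratio of shares of 2.03, had ratios of 5.37 for Mki67 and 2.34 for Gmnn. All cells together had 2.19 and 2.22, where the larger part of UMIs from IFE-B in the irradiated library enters too. Over IFE-B and SG, Gmnn was higher in SG (ratio 2.67), Mki67 in SG had an interval of 0.788 to 2.39, and in IFE-B Mki67 had a ratio of 0.371 and Gmnn 0.921. The Gmnn ratio in IFE-B was 1.36 under TMM scaling and 1.38 under median-ratio scaling, and the share of IFE-B cells with Mki67 was higher by 8.78 percentage points without thinning.

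The paper lists uHF-I/INFU-B, IFE-B and SG for a rise of Plaur. The ratio was above 1 in 2 of these 3, and the Plaur ratio in uHF-I/INFU-B was 0.838 (0.701 to 1.01). It was 2.17 as a mean per cell, 2.67 from thinned cells, 2.53 with the 5% of cells with most UMIs left out, and 1.08 under TMM scaling.

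In the paper, senescent and cycling cells appeared mostly distinct, apart from select irradiated IFE-B cells. Over all irradiated cells but IFE-B 12.4% carried a gene of both scores, against 11.7% from the product of the shares. The paper's scores have no stated formula, so the measures are unlike. As Ccnd3 alone can make a cell positive for the cell cycle score, these shares do not settle whether senescent and dividing cells are distinct.

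The paper describes Il6 in nearly the whole FIB-III/I cluster of irradiated skin. A UMI was found in 63 of 140 cells without thinning. The paper describes a spread of possible Il6 interactions to more clusters. The ordered pairs numbered 16 in naïve and 2 in irradiated skin after thinning, 28 and 18 at the 5% minimum, and 26 and 128 without thinning. For Il17a the pairs numbered 1 and 0 after thinning, and 7 and 65 without.

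Of the 4 clusters listed for a rise of Il1a, 3 had an interval above 1, and IFE-DI/KII had a ratio of 0.784 (0.358 to 1.66), or 1.02 from thinned cells. The paper describes Il17a in nearly all γδT cells of irradiated skin, and in its discussion in most of them. It was found in 16 of 55 irradiated cells of Cl-15, a cluster annotated γδT in which 13 of the 55 carried Trdc, and in 1 of 27 cells of Cl-20, all of which carried Trdc, so neither count is a share of all γδ T cells.

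The paper describes a strong rise of Ccl20 in keratinocyte clusters. Over the 10 keratinocyte clusters the interval lay above 1 in 4 (IFE-BII, IFE-DI, SG and OB/IB) and below 1 in IFE-DI/KII by CPM. The share of IFE-DI/KII cells with Ccl20 ran in the paper's direction. It reached 10% without thinning, and 5% after it, in irradiated skin alone. Under TMM and under median-ratio scaling it lay above 1 in 8 of the 10, with IFE-B, IFE-KII, uHF-I/INFU-B and uHF-II/V added. The Ccl20 ratio in IFE-B was 0.896, and 1.32 under TMM scaling.

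The paper reports IL-6 signaling to be missing in a large part of cycling, non-senescent IFE-B cells. No gene of the IL-6 score was found in 15 of 77 such irradiated cells after thinning, and in 1 of 3 without thinning. A UMI of at least 1 score gene is not the paper's measure, for which no formula is stated.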

Other observations

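The cell counts of mast cell, Schwann cell, melanocyte and luminal epithelial genes were made only after the data were seen. Interferon target genes had medians above 0 in FIB-III/I, IFE-B and dendritic cells. In FIB-III/I 24 of 31 interferon response genes were higher and 1 lower (median log2 ratio 1.96), among them Irf7, a regulator of the antiviral response (9.12 to 388 CPM), and Isg15 (52.2 to 377 CPM). In IFE-B 12 of 30 were higher and 8 lower (1.10), and in dendritic cells 14 of 29 and 1 (1.21). MHC class I genes were lower in IFE-B in 14 of 14 cases, with B2m at 2354 and 1221 CPM and H2-K1 at 2538 and 955 CPM, and in FIB-III/I 10 of 14 were higher, with ratios of 1.99 for B2m and 1.70 for H2-K1. MHC class II genes had a median of 1.58 in IFE-B and 2.10 in uHF-I/INFU-B.

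Glycolysis and hypoxia genes were higher in every main epithelial cluster: 14 of 20 in IFE-B with 1 lower (1.46), 17 of 20 in SG with 0 lower (1.90), and 12 in uHF-I/INFU-B with 1 lower (1.02). In FIB-III/I 11 of 19 were higher (0.55). Ldha had 507 and 1473 CPM in IFE-B. Wound keratins and genes of the cornified envelope were higher in SG (9.31 and 4.58) and IFE-B (2.18 and 3.08), and Krt16 stood at 353 and 4067 CPM over all cells. Sebaceous lipid synthesis genes were lower in SG in 25 of 25 cases (-6.15). All SG values here lie between naïve cells with and irradiated cells without sebocyte genes. The lipid synthesis values therefore do not show a loss within sebocytes. Hair follicle stem cell and Wnt genes were lower in IFE-B, 20 of 28 with 2 higher (-1.40), and Krt15, a keratin of bulge and basal cells, stood at 4917 and 539 CPM over all cells. Collagen and matrix genes were higher in FIB-III/I, 19 of 29 with 5 lower (0.47), and Mmp3, a matrix protease gene, stood at 202 and 1365 CPM.

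Over all cells, where the makeup of the libraries enters as well as expression, further lists had these median log2 ratios: 3.07 for granulocyte genes, 1.13 for T-cell effector and checkpoint genes, 0.41 for targets of Nrf2, 0.40 for ribosomal protein genes and -1.14 for genes induced by cell dissociation. Of the last, 18 of 20 were lower and 2 higher. Mast cell genes had 5.39, melanocyte genes 1.69, erythrocyte genes 0.51, skeletal muscle genes -0.52, adipocyte genes -0.60, Schwann cell genes -0.69 and mural cell genes -1.04. The skeletal muscle and adipocyte medians are about the size of the shift between CPM and TMM scaling over all cells, -0.54. At least 2 mast cell genes were found in 9 of 85 irradiated and 0 of 82 naïve cells of Cl-13 after thinning to 500 UMIs. The genes of the paper's scores had medians of 0.50 (senescence), 0.54 (IL-6), 0.12 (IL-17) and 1.13 (cell cycle), and 1.14 for the cell cycle list of the figure legend.

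In Cl-15, annotated γδT, some genes with 0 UMIs in the 70 naïve cells were found in irradiated ones, which were deeper (medians of 1598.5 and 2518 UMIs) and carried Trdc in 13 of 55 cells against 66 of 70: Ifng (0 to 319 CPM, in 15 of 55 cells), Gzma (0 to 339 CPM, in 7), Klra1 (0 to 230 CPM, in 12) and Cd8a (0 to 115 CPM, in 8). Defb4, an antimicrobial peptide gene, had 1 UMI in naïve and 1272 in irradiated skin, a ratio of 507 (90.8 to 20043). Il24 had 0 and 97.8 CPM in IFE-B, at least 55.4-fold higher.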
